# Growth deregulation and interaction with host hemocytes contribute to tumor progression in a Drosophila brain tumor model

**DOI:** 10.1073/pnas.2221601120

**Published:** 2023-08-07

**Authors:** Chrysanthi Voutyraki, Alexandros Choromidis, Anastasia Meligkounaki, Nikolaos Andreas Vlachopoulos, Vasiliki Theodorou, Sofia Grammenoudi, Emmanouil Athanasiadis, Sara Monticelli, Angela Giangrande, Christos Delidakis, Evanthia Zacharioudaki

**Keywords:** neural stem cells, Notch, Drosophila allografts, brain tumor, macrophages

## Abstract

Tumors constantly interact with their microenvironment. Here, we present data on a Notch-induced neural stem cell (NSC) tumor in Drosophila, which can be immortalized by serial transplantation in adult hosts. This tumor arises in the larva by virtue of the ability of Notch to suppress early differentiation–promoting factors in NSC progeny. Guided by transcriptome data, we have addressed both tumor-intrinsic and microenvironment-specific factors and how they contribute to tumor growth and host demise. The growth promoting factors Myc, Imp, and Insulin receptor in the tumor cells are important for tumor expansion and killing of the host. From the host’s side, hemocytes, professional phagocytic blood cells, are found associated with tumor cells. Phagocytic receptors, like NimC1, are needed in hemocytes to enable them to capture and engulf tumor cells, restricting their growth. In addition to their protective role, hemocytes may also increase the host’s morbidity by their propensity to produce damaging extracellular reactive oxygen species.

## Significance

How tumor-intrinsic factors and microenvironment shape brain tumor progression remains an open question. Here, we present a transcriptomic, cellular, and genetic dissection of a neural tumor generated by Notch hyperactivation in Drosophila. We have focused on the differences between the larval primary tumor and its more aggressive version, which emerges soon after transplantation to adults. This has provided insights on tumor growth strategies, like the involvement of Myc, Imp, and the insulin receptor pathway. We found that host macrophages profusely infiltrate the allografted tumor and impede its growth through phagocytosis. Surprisingly, cytokines (TNF, Jak/STAT) that often mediate macrophage-epithelial tumor signaling were not activated in this brain tumor. Our findings contribute to a better understanding of tumorigenesis strategies and tumor–microenvironment interactions.

It is widely appreciated that cell-intrinsic mechanisms are critical in cancer initiation. Often a single genetic insult disrupting oncogenic or tumor suppressor pathways predisposes a cell to cancer formation. Therapies targeting these insults have been highly effective for a few cancers (e.g., leukemias) (1) but not for neurological solid tumors, which remain among the most lethal child and adult cancers. Brain tumors are characterized by cellular diversity; they are born and maintained by “stem cell-like” subpopulations that self-renew and generate progeny by hijacking the same developmental programs that normal Neural Stem Cells (NSCs) use to generate diverse cells types during development and upon tissue repair (2). How brain tumors progress to a malignant state is often the result of an intricate interplay between deregulated developmental programs in cancer NSCs and interactions with the tumor microenvironment (TME) (3). For instance, glioblastoma multiforme (GBM) with high density of macrophage infiltration usually correlates with poor patient prognosis (3, 4). Tumor-associated macrophages (TAMs) either eliminate cancer cells through proinflammatory responses (M1-type macrophages), or sustain tumor growth through anti-inflammatory responses that nurture cancer stem cells, stimulate angiogenesis, suppress adaptive immunity, and ultimately promote metastasis (M2-type macrophages). Many cancer therapeutic strategies combine TAM-targeting agents with chemotherapy and immunotherapy to achieve a synergistic antitumor effect (3).

Genetic insults in various proliferative tissues in Drosophila have been reported to generate malignant tumors (5–7). Recently, researchers have used such fly cancer models to address tumor–macrophage interactions (8). A simple innate immune system grants Drosophila protection from pathogens and parasites. Blood cells, or hemocytes, are a central pillar of the fly immune response. The most abundant hemocyte type, plasmatocytes, are professional phagocytic cells. Like vertebrate macrophages, they are capable of phagocytosing microbes, cell debris, and foreign bodies, and promoting humoral immune responses in other tissues by secreting proinflammatory cytokines (9). A few recent reports show that hemocytes, similar to mammalian TAMs, are attracted to premalignant epithelia (e.g., imaginal disks with *scrib, dlg1, l*(2)*gl* mutations). Whether the immune response initiated by these hemocytes kills the tumor cells or enables their invasion and metastasis (or leaves the tumor unaffected) depends on the precise genetic constitution and physical characteristics of the tumor (10–13).

Whereas epithelial tumors have become a popular cancer model in Drosophila, nonepithelial cancers like nervous system tumors have received less attention. Drosophila larval neural stem cells [or neuroblasts (NBs)] generate most cells of the central nervous system (CNS) and serve as a simple system to study stem cell–derived tumorigenesis. NBs, like mammalian NSCs, divide asymmetrically throughout embryo and larval life to generate neuronal and glial progenitors with limited mitotic potential. Upon each NB division, cytoplasmic asymmetries ensure the inheritance of prodifferentiation factors to the basal, more committed neural progenitor. These factors help switch off the stem-cell program (14) and their perturbation (15–19) can lead to tumor-like NB hyperplasias in the larval CNS. These hyperplasias exhibit uncontrolled proliferation after transplantation to adult hosts. Serial transplantation is a standard way to assay malignancy in Drosophila (20), since larvae live only 5 d and the NB hyperplasias prohibit progression to later stages, due to CNS malformation. It is not known, however, whether these transplanted NSC-like tumors interact with the host’s hemocytes, like epithelial-derived tumors.

We have shown that overactivating Notch signaling in larval NSC lineages (by overexpression of *NΔecd*, a constitutively active form of Notch), results in NSC hyperplasias (21–23). Our genetic and transcriptomic analysis revealed that stemness [e.g., *dpn, E(spl)mγ, wor, klu*] and growth (e.g., *Myc*) transcription factors are up-regulated and turn on the stem cell program in NSC progeny at the expense of differentiation. We have recently shown that these NSC hyperplasias can progress to malignancy upon transplantation (24, 25).

Here, we have gone on to serially allograft this *NΔecd* tumor, in order to follow it at various stages of progression (primary larval tumor, early allografts, or late allografts) and observe how it changes over time. RNA sequencing (RNAseq) and histological analysis revealed that allografted *NΔecd*-tumors shut down neural tissue identity and up-regulate processes related to stress, metabolism and immunity. Growth related genes are important mediators of malignancy. Furthermore, Notch malignant tumors recruit a large number of host hemocytes. These hemocytes have a tumor-suppressive role. Phagoreceptors of the Nimrod family (e.g., *NimC1*) are important for hemocyte–tumor association and their loss leads to impaired capture and phagocytosis of tumor cells, thus enabling the tumor to accelerate its harmful effects.

## Results

### *NΔecd* Allograft Tumors Have Little Differentiated Progeny.

We sought to answer whether Notch-induced NSC tumors become more aggressive upon serial transplantation and how their transcriptomic profile is morphed over time. We either exploited the *actin FLP‐out* (*act>STOP>Gal4 or act‐F/O* in brief) system or a *Gal80^ts^-* temporally controlled NSC‐specific *grhNB-Gal4* driver (hereafter called *grh^ts^-Gal4*) to overexpress *NΔecd*, either in random Green Fluorescent Protein (GFP) marked clones (*act-F/O*) or broadly in most larval NSC lineages (*grh^ts^-Gal4*). We thus generated larval CNS hyperplasias (primary tumors) characterized by the presence of ectopic Dpn-positive NSC-like cells at the expense of progenitors and young neurons (Pros-positive cells; *SI Appendix*, Fig. S1*A*). We subsequently transplanted individual *NΔecd* hyperplastic brain lobes into the abdomens of healthy adult female *w^1118^* hosts (transplant T0). The allograft tumors grew in the host flies for approximately 6 to 10 d. Before killing their host, they were removed and some portion was retransplanted into new healthy flies. This process was repeated several times (up to 3 retransplantations; T1 to T3, see Fig. 1*A*). These allograft tumors were mainly composed of NSC-like cells that express Dpn (*SI Appendix*, Fig. S1*A*) and E(spl)mγ (25) and carried few differentiated cells, which were further reduced as the allografts became more advanced (see Pros-positive cells in T2 and T3 in *SI Appendix*, Fig. S1 *A* and *B*).

**Fig. 1.**
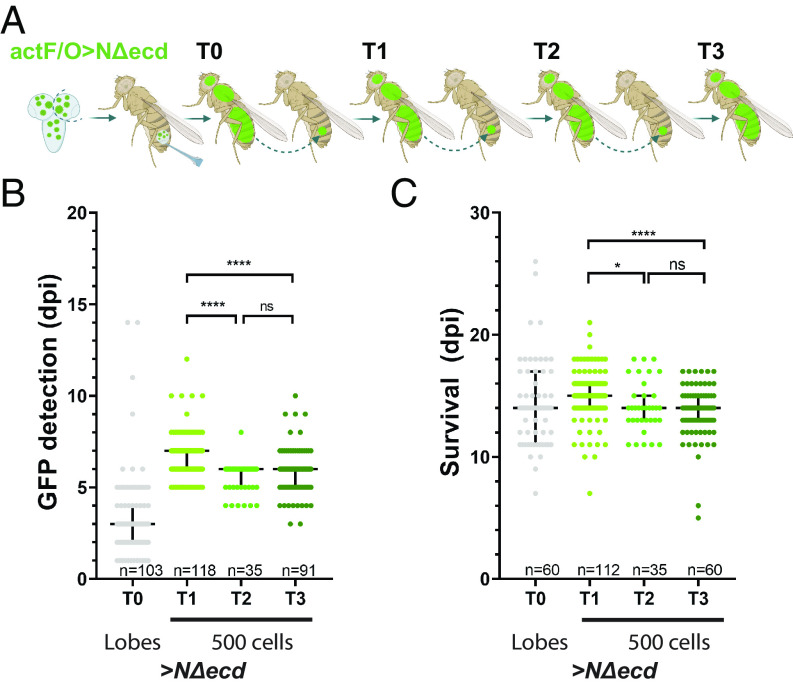
Notch‐induced allograft tumors become more aggressive upon serial transplantations. (*A*) The transplantation assay. Hyperplastic *Act-F/O*>*GFP +ΝΔecd* brain lobes were allografted into the abdomen of adult *w^1118^* females (3 to 4 d after eclosion) (allograft T0). After several days, the tumor was retransplanted into new hosts (allograft T1). This process was repeated twice, up to allograft T3. (*B* and *C*) Scatter plots depicting the distribution of the first day that GFP was mesoscopically detected in hosts (*B*) and the host lifespan (*C*) as days postinjection (dpi). For T0: Whole-brain lobes and T1 to T3: 500 T_(n-1)_-dissociated cells were injected into each host. Middle black lines: median values; low and upper black lines: first to third interquartile ranges (IQRs); *adjusted P (*P*_*adj*_) < 0.05; ****P_adj_ < 0.0001, ns: not significant (ordinary one-way ANOVA, Tukey’s multiple comparisons test). n = the total sample size scored from 3 biologically independent experiments.

In order to accurately compare the harmful effects of early (T1) vs. more advanced allografts (T2, T3), we injected a defined number of cancer cells per host. As a pilot, gradual increase in the number of *grh^ts^>NΔecd* T0 tumor cells injected per host fly (from 100 to 1,000 cells, *SI Appendix*, Fig. S1*C*) revealed that the lethality of T1 allograft tumors was proportional to the number of T0 cancer NSC-like cells injected (*SI Appendix*, Fig. S1 *D* and *E*). Even 100 tumor cells reduced the lifespan of the host more than simple sterile injury [Phosphate Buffer Saline (PBS)] (*SI Appendix*, Fig. S1 *F* and *G*). We proceeded to inject 500 cancer cells per host from gradually more progressed tumor stages (T0, T1, T2). We could mesoscopically detect a faster emergence of GFP signal in hosts carrying the more advanced allografts (T2, T3) (Fig. 1*B*) and these hosts died a few days earlier (Fig. 1*C*). Taken together, the faster appearance of GFP, the faster demise of the hosts and the lower number of differentiating cells (*SI Appendix*, Fig. S1 *A* and *B*) suggest that *NΔecd* NSC tumors become somewhat more aggressive upon serial transplantations.

### Transcriptomic Analysis of *NΔecd* Tumors.

We performed expression profiling of cancer cells at various stages of the tumor. 

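The following stages were compared, each with 3 libraries: GFP-positive cells sorted from primary *NΔecd* tumours (N-FACS), and whole masses of first-stage (N-T0) and fourth-stage (N-T3) allografts. According to the paper's methods, an N-FACS replicate held about 1000000 cells sorted from 150 animals, and an allograft replicate about 2500000 cells from 25 hosts. The paper gives circa 10 days after injection for the dissection of the allografts, and the sample annotations give 8 to 10 days for N-T0 and 6 to 8 days for N-T3. The authors checked the reads with FastQC 0.11.9, aligned them with STAR 2.7.5 to BDGP6.32, counted them per gene with featureCounts 2.0.1, and compared the stages in pairs with DESeq2 1.30.1 in R 4.0.2. The values used here are those 3 comparison tables. They give for each gene a base mean, which is the mean normalized count over the libraries of the comparison, a log2 fold change with its standard error, and a p-value before and after adjustment. They hold no value per library, so the depth of each library is unknown and no spread between replicates can be given beyond the authors' standard errors. The tables list 12668 features for T0 against FACS, 12750 for T3 against FACS and 12157 for T3 against T0. Of these, 1237, 1301 and 1226 are insertions of transposable elements, which the tables give without a gene symbol. From the authors' values, the mean of each group implied by the base mean and the fold change was solved, 95% limits were set around each log2 fold change, and each change was tested against a log2 fold change of 0.5 with a Wald test and Benjamini-Hochberg adjustment. A gene was called where the authors' log2 fold change was at least 0.5 in size with an adjusted p of at most 0.05. The base mean filter of 30 that the paper's methods give was an alternative. Lists of genes were described by the median log2 fold change of their members with a base mean of at least 10, and by its percentile among 10000 random lists of the same size matched on base mean. The median log2 fold change over genes with a base mean of at least 30 was -0.003 for T0 against FACS, -0.006 for T3 against FACS and 0.02 for T3 against T0.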

For the primary tumor, we hand-dissected larval brains carrying *act‐F/O> NΔecd+GFP* clones, and used Fluorescence-Activated Cell Sorting (FACS) to isolate the GFP-positive population. Whole-tumor masses hand-dissected from the first (T0) and fourth (T3) allograft stages were used as the early and more advanced tumor material, respectively.

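By the authors' deposited tables, 1858 features were called higher and 1974 lower in T0 than in FACS, and 2153 were called higher and 2280 lower in T3 than in FACS. Calls at both stages in the same direction numbered 1526 for higher and 1761 for lower features, against 317 and 365 if the calls at each stage had been independent. In all, 4978 calls were made at either stage, for 4977 features, and 66.0% of them were shared. A single feature was called in opposite directions at the 2 stages. The same FACS libraries serve both comparisons, so some sharing arises without any effect. When 100 pairs of unchanged groups were simulated against these libraries with the variances implied by the authors' standard errors, the median number of features called was 5 and none was called at both stages in the same direction in any of the simulations. The simulation covered 7880 features, those with a base mean of at least 30 in both comparisons with FACS and listed in T3 against T0. Its numbers are thus not on the same footing as the 4978 calls over all features. It drew only the noise given by these standard errors, so few calls follow from its design. It leaves out the difference of sorted cells from unsorted masses, which both comparisons share. The Wald test against a change of 0.5 moved the counts of called features most. It called 907 features higher and 1141 lower in T0, and 1210 higher and 1441 lower in T3. With a base mean of at least 30, as in the paper's methods, 4076 calls were made at either stage.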

Comparing the T0/T3 tumors to the primary lesion (abbreviated as “FACS”), we found 3,963 differentially expressed genes (|logFC| ≥ 0.5 and *P_adj_* ≤ 0.05), 68% of which were common in both T0 and T3 stages (Fig. 2 *A*, *D*, and *H* and Dataset S1). This enormous change, corresponding to almost half of the appreciably expressed genes across samples, is in part due to the elimination of neurons and glia from the allografted samples, but their partial retention in the primary tumor. 

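Of the 8169 features with a base mean of at least 30 in either comparison with FACS, 50.0% were called. The neuron list of 16 genes, among them *elav*, *nSyb* and *brp*, had a median log2 fold change of -6.13 in T0 and -7.05 in T3 against FACS, where 95% of random lists lay between -0.32 and 0.37 in T0 and between -0.32 and 0.39 in T3. All 16 neuron genes were called lower at both stages, also when adjusted over the list alone. The median implied mean of the list fell from 1083 normalized counts in FACS to 11.3 in T0. *elav*, on chromosome X from 509235 to 523226 of BDGP6.54, stayed the most abundant of these 3 named genes in the allografts. Its implied means were 3941 normalized counts in FACS, 440.3 in T0 and 585 in T3, with a log2 fold change in the authors' deposited tables of -3.16 (standard error 0.43, adjusted p = 4.2e-12) in T0 and -2.79 (standard error 0.18, adjusted p = 1.2e-52) in T3. The glia list of 10 genes had a median of -3.33 in T0 and -3.34 in T3, at percentiles 0.02 and 0.1 of the random lists. With group means under 3 normalized counts set to 3, the median in T0 was -2.59. Of the 10 genes, 8 were called lower and 1 higher at each stage, with the same numbers when adjusted over the list alone. *Eaat1* was called higher, with 1.84 in T0 and 1.32 in T3. Its implied means were 5841 normalized counts in FACS, 20898 in T0 and 14883 in T3. *repo*, on chromosome 3R from 18236192 to 18239602, had implied means of 540.2 normalized counts in FACS, 4.07 in T0 and 1.81 in T3. Its log2 fold change in the authors' deposited table was -7.05 (standard error 0.65, adjusted p = 2.9e-25) in T0, and in T3 it was at or below -7.53, since the T3 mean lies under 3 normalized counts.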

We have shown earlier that *NΔecd* overexpression causes neuron dedifferentiation with partial penetrance, which decreases with increasing maturation of the affected cell (21, 24). In contrast, comparison of T0 with T3 gave only 107 differentially expressed genes (70 down/ 37 up at the T3 stage; Fig. 2*G* and Dataset S1). These data suggest that the allograft tumor transcriptome remains rather stable over the examined time period (see also correlation heatmap with dendrogram in *SI Appendix*, Fig. S2*A*).

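In the authors' deposited table for T3 against T0, 42 features were called higher and 100 lower at the T3 stage. The Wald test against a change of 0.5 called 7 higher and 23 lower. An unadjusted p under 0.05 in the authors' table was reached by 894 of 12149 features. Without any difference, a share of about 0.05 of them would fall under that limit. Of the 42 higher features, 23 were also called in T0 against FACS and 35 in T3 against FACS. Of the 100 lower ones, 78 were also called in T0 against FACS and 66 in T3 against FACS. The precision of this comparison was limited. Among 7553 features with a base mean of at least 30, the 95% limits lay within a log2 fold change of 0.5 on either side of 0 for 25.2% and within 1 for 80.7%. By the authors' p, the 5 strongest lower genes included *toy*, *grn* and *bi*. *toy* had a log2 fold change of -5.50 (standard error 0.47, adjusted p = 1.7e-27), and its implied mean fell from 583 normalized counts in T0 to 12.9 in T3. For *grn* the change was -3.55 (standard error 0.42, adjusted p = 1.2e-13) and for *bi* -3.56 (standard error 0.54, adjusted p = 1.1e-07), and the Wald test gave 8.3e-10 and 1.8e-05 as their adjusted p. The other lower genes of this set were *Ag5r* (-3.07) and *Msr-110* (-2.23). Among the 5 strongest higher features were 3 pseudogenes of the 28S ribosomal RNA, whose reads the counting could have split between near-identical copies, an insertion of a transposable element, and *lin-28*, whose implied means were 583 and 1106 normalized counts.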

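Across the 7958 features with a base mean of at least 30 in both comparisons with FACS, the log2 fold changes of T0 and T3 had a Pearson correlation of 0.955. The correlation is across genes, which are not independent replicates. Unchanged groups simulated against the shared FACS libraries gave a median correlation of 0.267, with a range from 0.207 to 0.367. That simulation used the 7880 features that are also listed in the comparison of T3 with T0. It holds only noise, and leaves out the difference of sorted cells from unsorted masses that both comparisons share. The high correlation therefore does not by itself show that the allograft stages are alike. Both changes had the same sign for 89.7% of features, against 61.3% in the simulation. Spearman's coefficient, which moved the correlation most among the alternatives, was 0.934. The variance of a group that the authors' standard errors imply had a median of 0.0433 for N-T0 and 0.0112 for N-T3 on the log2 scale, a ratio of 3.86. The median standard error at a base mean of at least 30 was accordingly 0.246 for T0 against FACS and 0.160 for T3 against FACS. From the small number of genes that differ between T0 and T3, the paper proposes that the transcriptome of the allograft tumours stays rather stable over this period.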

**Fig. 2.**
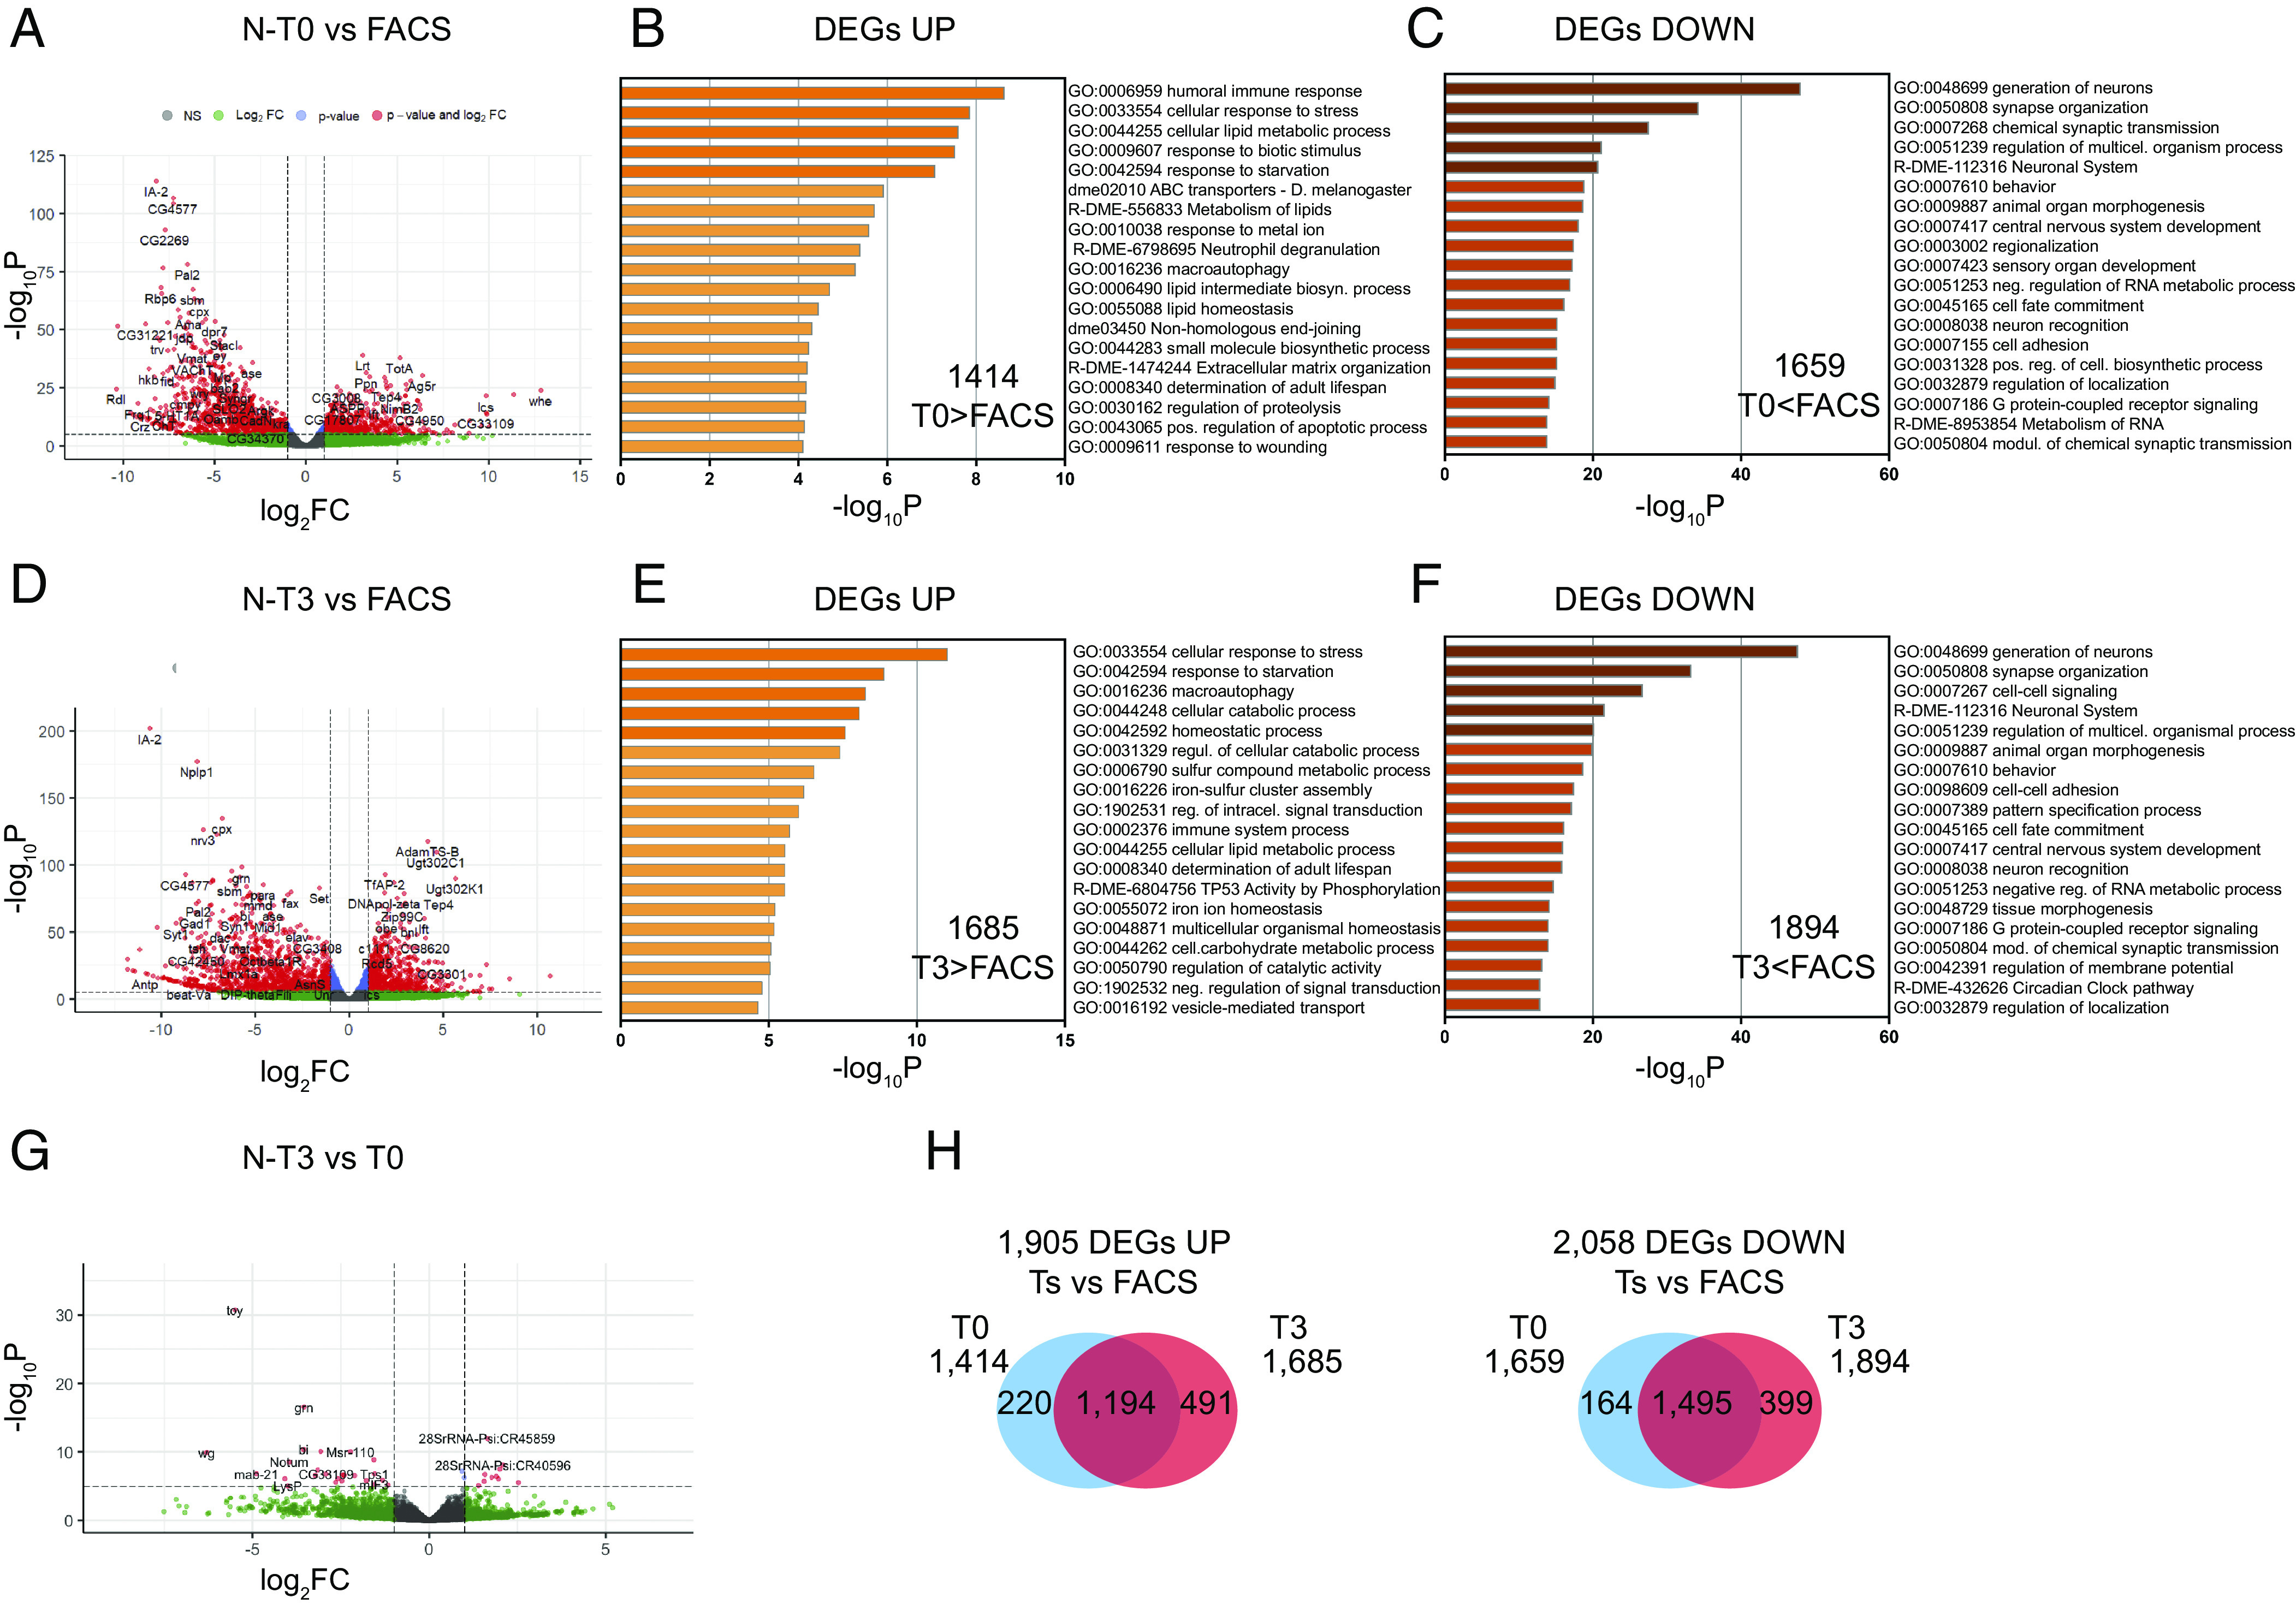
Transcriptomic analysis of *NΔecd* tumors. (*A*, *D*, and *G*) Volcano plots of RNA-seq analysis of all genes in pairwise comparisons of various stages of *NΔecd* tumors: T0 vs. primary (FACS) (*A*), T3 vs. primary (*D*), T3 vs. T0 (*G*). Genes with False Discovery Rate (FDR) ≤ 0.05 and |log_2_FC| ≥ 0.5 are marked in red. (*B*, *C*, *E*, and *F*) Bar graphs of the top enriched GO terms across gene lists of up-regulated (*B* and *E*) and down-regulated (*C* and *F*) genes. (*H*) Venn diagrams of up-regulated (*Left*) and down-regulated (*Right*) genes, in T0 vs. primary and T3 vs. primary comparisons.

Differentially expressed genes from *NΔecd* T0 and T3 stages (compared to *NΔecd*-FACS) were mined for GO-term enrichment (Fig. 2 *B*, *C*, *E*, and *F* and Dataset S2). Consistent with the elimination of neurons after transplantation, the down-regulated genes were enriched in processes related to brain development and function [e.g., CNS development (GO:0007417), generation of neurons (GO:0048699), synapse organization (GO:0050808), behavior (GO:0007610), etc.] On the other hand, processes related to response to stress (GO: 0033554) and wounding (GO:0009611), starvation (GO:0042594), metabolism [cellular lipid metabolic process (GO:0044255), cellular carbohydrate metabolic process (GO:0044262)], and immunity [e.g. humoral immune response (GO:0006959) and immune system process (GO:0002376)] were enriched in the up-regulated gene sets. 

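The 5 genes with the smallest p among those called lower in T0 against FACS were *IA-2*, *CG4577*, *Nplp1*, *CG2269* and *Pal2*. *IA-2* and *Nplp1* were also among the 5 in T3 against FACS, together with *cpx*, *nrv3* and *toy*. *IA-2*, on chromosome 2L from 1008378 to 1048053 of BDGP6.54, had a log2 fold change in the authors' deposited tables of -8.17 (standard error 0.36, adjusted p = 1.0e-110) in T0 and -10.62 (standard error 0.35, adjusted p = 3.3e-198) in T3. Its implied mean was 10776 normalized counts in FACS, 37.4 in T0 and 7.00 in T3. The neuropeptide precursor gene *Nplp1*, on chromosome 2R from 25032377 to 25040377, fell from 3028 to 19.9 and 11.3 normalized counts. *nSyb*, which encodes a synaptic vesicle protein, had implied means of 1687 in FACS, 32.7 in T0 and 5.29 in T3. The active zone gene *brp* went from 1583 to 18.3 and 7.46. For both genes the difference between T3 and T0 was not called (-2.64, adjusted p = 0.052 for *nSyb* and -1.35, adjusted p = 0.84 for *brp*, by the authors' test). The neural stem cell list of 12 genes, in contrast to the neuron genes, had a median log2 fold change of -0.05 in T0 and 0.11 in T3, inside the range of 95% of random lists. Its members went both ways, with 1 called higher and 3 lower at each stage, over all genes and when adjusted over the list alone.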

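The antimicrobial peptide list had a median log2 fold change of 5.15 in T0 and 4.60 in T3 against FACS. Since several of these genes had implied FACS means under 3 normalized counts, the medians were also taken with such means set to 3, which gave 4.67 and 4.23. Of 13 genes, 13 were called higher in T0 and 10 in T3, with the same numbers when adjusted over the list alone. *Mtk*, on chromosome 2R from 15408846 to 15409113 of BDGP6.54, was listed at an implied 84.5 normalized counts in T0, at least 4.82 above FACS on the log2 scale. For *AttC* the authors' deposited table gave 6.43 (standard error 1.12, adjusted p = 1.5e-07) in T0 and 5.26 (standard error 1.69, adjusted p = 0.0054) in T3. The stress-induced gene *TotA*, on chromosome 3R from 20871036 to 20871700, rose from 10.6 normalized counts in FACS to 369 in T0 and 121 in T3, with a log2 fold change in the authors' tables of 5.12 (standard error 0.39, adjusted p = 2.3e-36) in T0 and 3.49 (standard error 0.50, adjusted p = 2.3e-11) in T3. It was lower in T3 than in T0 (-1.63, adjusted p = 0.0039 by the authors' test). *Thor*, which responds to starvation, lies on chromosome 2L from 3478434 to 3479612. Its log2 fold change in the authors' tables was 1.07 (standard error 0.22, adjusted p = 1.3e-05) in T0 and 1.56 (standard error 0.18, adjusted p = 7.8e-17) in T3, and the Wald test against a change of 0.5 gave an adjusted p of 0.033 and 2.6e-08. The allograft masses were not sorted. The adult fat body list, which holds the yolk protein genes and *TotA* besides genes of lipid transport and synthesis, had a median of 1.93 in T0 and 0.75 in T3. Of its 9 genes with enough counts, 6 in T0 and 5 in T3 were called higher. Adjusted over the list alone, the numbers were 7 and 6, with 1 lower in T3. In T3 the highest values in the authors' table were those of *TotA*, *Yp1* (3.21), *Yp2* (2.30) and *Yp3* (1.49), and the 5 other genes lay between -1.17 and 0.75.

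**Figure D1:**
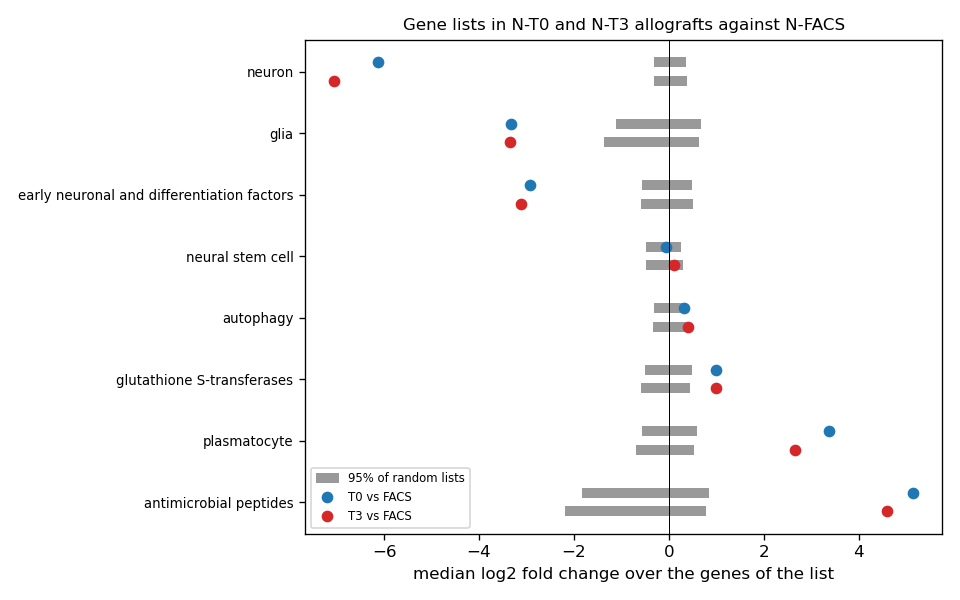
Median log2 fold change of 8 gene lists in N-T0 (blue) and N-T3 (red) against N-FACS, from the authors' deposited tables, with grey bars for the range of 95% of random lists matched on base mean. In T0 the neuron list lies lowest of the 8, at -6.13, and the antimicrobial peptide list highest, at 5.15.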

The smaller differentially expressed gene sets between T0 and T3 showed no significant enrichment.

The initial defect in the *NΔecd* tumor seems to be the ability of Notch to induce the expression of repressors of neural and glial differentiation in the young progeny cells of NB lineages. The Hes factors Dpn and E(spl)mγ are central among these repressors. Forced expression of *dpn* and *E(spl)mγ*, causes similar larval NB lineage hyperplasias that become malignant (24); we refer to these as *DM* tumors. Similar to *NΔecd* tumors, transcriptome analysis of allografted *DM* tumors had also revealed a loss of differentiation coupled with a shift in metabolism and increased stress (25). In order to address any differences in the transcriptome of *NΔecd* vs. *DM* tumors, we directly compared them to each other at the primary, T0 and T3 stages. Using our criterion of |logFC| ≥ 0.5 and *P_adj_* ≤ 0.05, we found 393, 304, and 469 differentially expressed genes in the primary, T0 and T3 stage, respectively (*SI Appendix*, Fig. S2 *B*, *E*, and *H* and Dataset S3). Enrichment analysis showed that *DM* tumors consistently display higher expression of early neuronal genes (like *erm, pros, hbn, scro, ham, cas, dati*) (*SI Appendix*, Fig. S2 *D*, *G*, and *J* and Dataset S4), all the way to the T3 stage, suggesting a greater degree of differentiation. Genes expressed more highly in *NΔecd* vs. *DM* showed no remarkable enrichment in any processes, other than drug metabolism and sulfur metabolism, both due to higher levels of the antioxidant Glutathione-S-transferase (Gst) enzymes (*SI Appendix*, Fig. S2 *C*, *F*, and *I* and Dataset S4). Other than these small differences, *NΔecd* and *DM* tumors are highly similar at the transcriptome level. In contrast, the transcriptional signature of *NΔecd* tumors is quite distinct from that of normal NBs (26) or of allograft NB tumors originating from defects in asymmetric cell division factors (27) (*SI Appendix*, Fig. S3).

### Genes Related to Growth Are Necessary for Notch-Induced Hyperplasias to Progress to Malignancy.

We asked whether growth-related pathways contribute to *NΔecd* induced malignancy. The insulin receptor (InR) pathway is central in coordinating growth with nutrient uptake. InR is expressed, but is not differentially regulated in the allograft *NΔecd* T3 vs. T0 tumors and we tested its role by expressing a dominant negative (*InR^DN^*) or a constitutively active form (*InR^act^*) in *NΔecd* background. 

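*InR*, on chromosome 3R from 21570248 to 21619321 of BDGP6.54, had an implied mean of 2704 normalized counts in FACS, 1229 in T0 and 3371 in T3, the T0 and T3 means being those of the table for T3 against T0. Its base mean in that table lies at percentile 87.9 of all features. In the authors' deposited table, its log2 fold change in T3 against T0 was 1.46 (standard error 0.41, adjusted p = 0.035), with 95% limits of 0.66 and 2.25, so that it passed the criterion for a differentially expressed gene. The Wald test against a change of 0.5 did not call it (adjusted p = 0.61), nor did an adjusted p limit of 0.01. Against FACS, *InR* was called at neither stage. Its log2 fold change was -1.04 (standard error 0.45, adjusted p = 0.061) in T0 and 0.41 (standard error 0.19, adjusted p = 0.074) in T3 by the authors' test. The insulin pathway list of 12 genes had a median of -0.12 in T0 and 0.28 in T3 against FACS, and of 0.23 in T3 against T0, at percentile 99.9 of random lists. In T3 against T0, 11 of the 12 genes were above 0, but *InR* was the 1 gene called, over all genes and when adjusted over the list alone.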

Expression of *InR^DN^* mildly reduced the magnitude of *NΔecd*-induced NSC hyperplasia in the larval CNS (*SI Appendix*, Fig. S4 *A* and *B*) and, upon transplantation, it gave rise to allograft tumors less frequently, GFP signal was detected with a delay and hosts survived longer (Fig. 3 *A* and *B*). Even at the T2 stage, *NΔecd*; *InR^DN^* tumors continued to show a delay in killing their hosts (Fig. 3*C*). The converse manipulation, overexpression of *InR^act^*, enlarged the primary hyperplasia (*SI Appendix*, Fig. S4 *A* and *B*) but had no effect on allograft tumor growth (Fig. 3 *A* and *B*). Thus, insulin signaling interacts with active Notch to promote primary and allograft tumor growth at early and progressed stages.

**Fig. 3.**
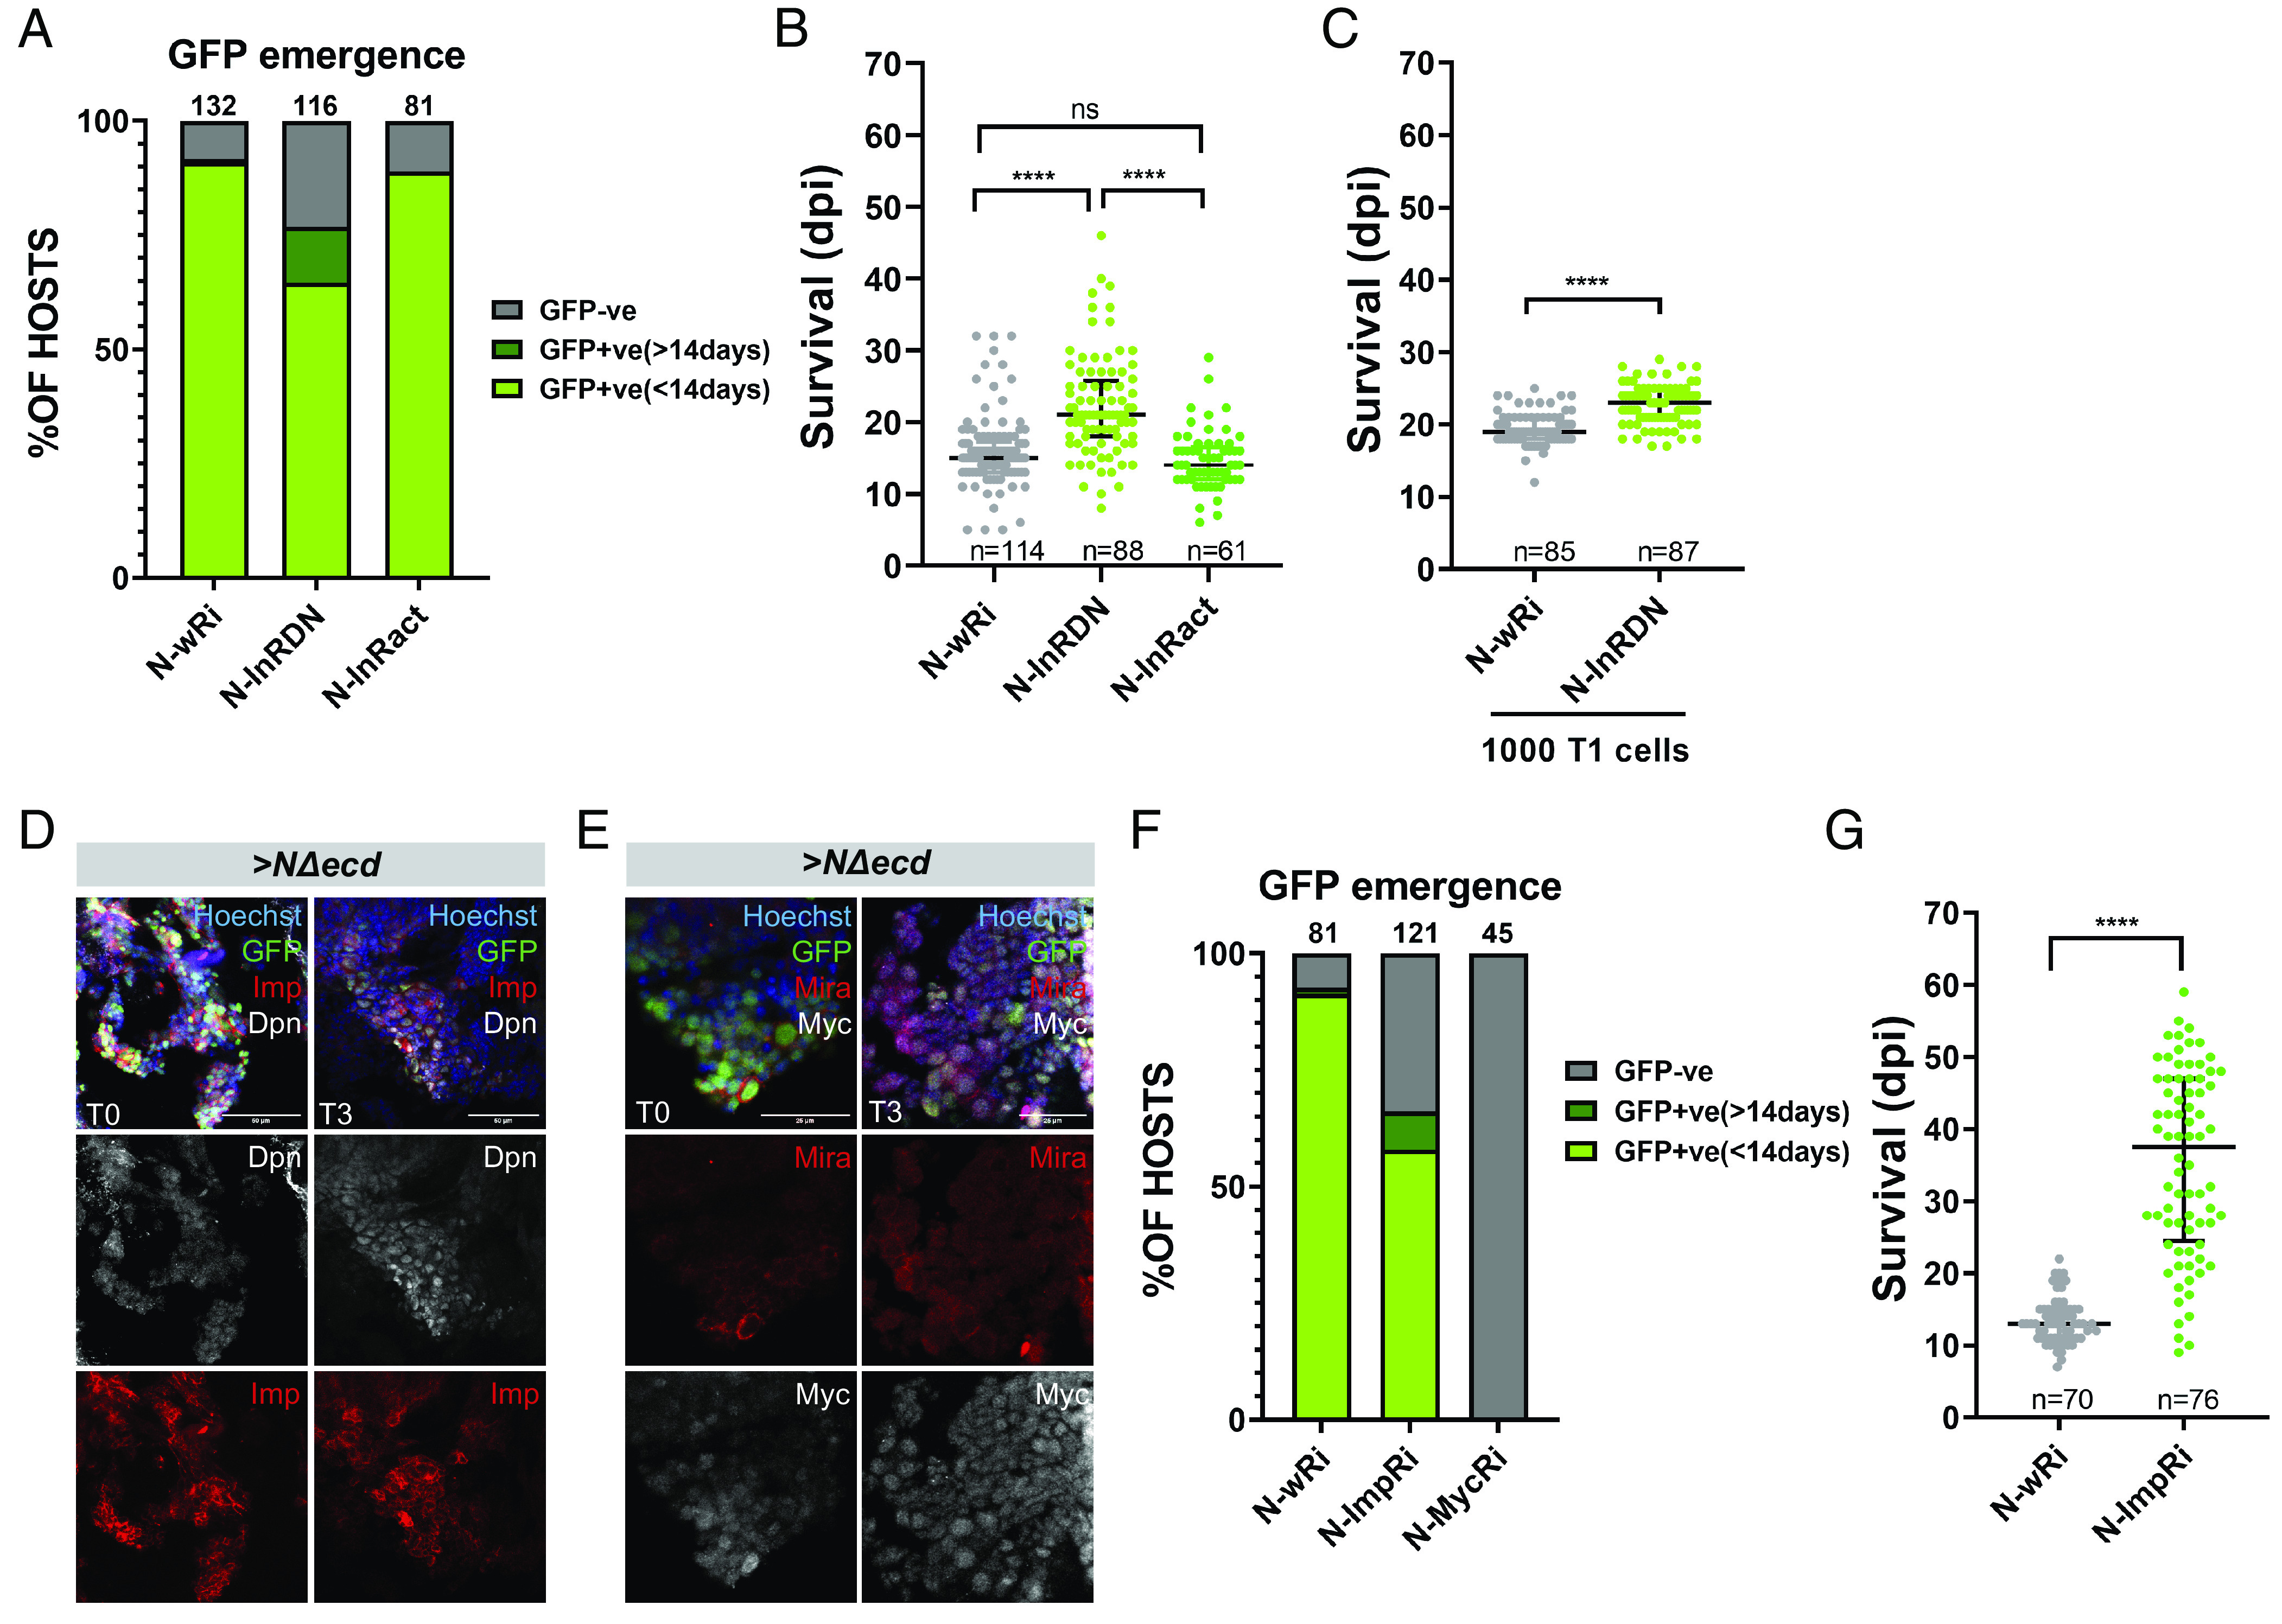
InR, Imp and Myc mediate *NΔecd* allograft tumor growth. (*A* and *F*) Diagrams depicting the proportion of hosts that develop GFP-positive tumors within 14 or >14 d after transplantation of a brain lobe of the indicated genotypes: >*NΔecd* in *w-RNAi* (control) vs. *InR^DN^* or *InR^act^* background (*A*) and >*NΔecd* in *w-RNAi* (control) vs. *Imp-RNAi* or *Myc-RNAi* background (*F*). The total number of allografted flies scored from 3 to 5 independent biological replicates was pooled and is shown above the bars. (*B*, *C*, and *G*) Scatter plots showing host lifespan as dpi of brain lobes (*B* and *G*) or 1,000 T1 cells (*C*) of the indicated genotypes. Since *NΔecd*; *InR^DN^* allografts are growth compromised, we used 1,000 (instead of 500) cells for retransplantation experiments to offer them an advantage. Only GFP-positive hosts were scored; n = the total sample size pooled from 3 to 5 independent biological replicates. Middle black lines: median values; lower and upper black lines: first to third IQRs; *P_adj_ or *P* < 0.05; **** *P*_adj_ or *P* < 0.0001, ns: not significant [ordinary one-way ANOVA, Tukey’s multiple comparisons test for *B*; unpaired *t* test for (*C* and *G*). (*D* and *E*) Confocal images depicting the expression of Imp (red; *D*) or Myc (gray; *E*) in *actinF/O>NΔecd, GFP* T0 or T3 allograft tumor fragments. Hoechst marks nuclei whereas Dpn (gray; *D*) or Mira (red; *E*) marks NSC-like cells. (Scale bar, 50 μm.)

We next examined the role of the growth-regulating TF Myc and the RNA-binding protein Imp, which binds and stabilizes *Myc* mRNA in NBs (28). Both are highly expressed in tumors and are up-regulated as the tumors progress to T3. 

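*Myc*, on chromosome X from 3373159 to 3391697 of BDGP6.54, had implied means of 3772 normalized counts in FACS, 1887 in T0 and 5709 in T3 from the comparisons with FACS. Its base mean in T3 against T0 lies at percentile 92.5 of all features. In the authors' deposited tables its log2 fold change was 1.57 (standard error 0.39, adjusted p = 0.0090) in T3 against T0 and 0.56 (standard error 0.12, adjusted p = 6.7e-06) in T3 against FACS, and it was called lower in T0 than in FACS (adjusted p = 0.047). The rise from T0 to T3 was not called by the Wald test against a change of 0.5 (adjusted p = 0.34). *Imp*, on chromosome X from 10787869 to 10824277, had implied means of 9641 normalized counts in FACS, 6593 in T0 and 26218 in T3, with a base mean at percentile 98.8. The change in the authors' tables was 1.97 (standard error 0.40, adjusted p = 2.9e-04) in T3 against T0, where the 95% limits were 1.18 and 2.75 and the Wald test gave an adjusted p of 0.041. It was -0.55 (standard error 0.46, adjusted p = 0.39) in T0 against FACS and 1.41 (standard error 0.49, adjusted p = 0.011) in T3 against FACS. All 3 early temporal genes, *Imp*, *chinmo* and *lin-28*, were called higher in T3 than in T0, also when adjusted over the list alone, and their median log2 fold change was 1.43. Against FACS, the median of these genes was -0.41 in T0 and 1.41 in T3. The 4 late temporal genes had a median of 1.17 in T3 against T0, with 1 of them called higher, or 2 when adjusted over the list alone, and of -2.44 in T0 and -1.23 in T3 against FACS.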

We confirmed expression of Imp and Myc in T0 and T3 tumors by immunofluorescence (Fig. 3 *D* and *E*). RNAi knockdown of either *Ιmp* or *Myc* (*SI Appendix*, Fig. S4 *E* and *F*) reduced larval NB hyperplasia (*SI Appendix*, Fig. S4 *C* and *D*), but did not altogether abolish the dedifferentiation effect caused by *NΔecd*. Upon allografting, depletion of *Imp* led to a reduced number of hosts developing tumors, a delay in the emergence of GFP-positive tumors and a striking extension in the hosts’ lifespan (Fig. 3 *F* and *G*). Interestingly, these *NΔecd*; *ImpRNAi* tumors did not spread throughout the host (*SI Appendix*, Fig. S4*G*) and were so small that it was impossible to collect enough tumor cells to proceed to T1 stage and beyond. Depletion of *Myc* had an even more dramatic effect in *ΝΔecd* allograft tumor growth, as none of the host flies ever developed detectable T0 tumor (Fig. 3*F*). Therefore, although Imp or Myc depletion has moderate effects at the primary tumor stage (*SI Appendix*, Fig. S4*D*), it dramatically handicaps or abolishes the growth of allografts (Fig. 3 *F* and *G*).

### Hemocytes Are Attracted to *NΔecd* Allograft Tumors but Not to the Primary Hyperplasias.

Processes related to immunity were notably enriched in *NΔecd* T0 and T3 transcriptomes compared to primary *NΔecd* CNS hyperplasias (Fig. 2 *B* and *E*). More specifically, genes normally expressed in hemocytes like the clotting factor *hemolectin* (*hml*) or phagocytic receptors of the Nimrod family were among a few hundred genes that were de novo turned on at the T0/T3 stage tumors (Fig. 4*A*). 

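*Hml*, on chromosome 3L from 13846054 to 13860001 of BDGP6.54, had an implied mean of 39.1 normalized counts in FACS, 814 in T0 and 498 in T3. Its log2 fold change in the authors' deposited tables was 4.38 (standard error 0.40, adjusted p = 2.7e-26) in T0 and 3.64 (standard error 0.37, adjusted p = 1.3e-21) in T3 against FACS, and the Wald test against a change of 0.5 gave an adjusted p of 7.1e-21 and 2.4e-16. The phagocytic receptor gene *NimC1*, on chromosome 2L from 13973158 to 13976769, rose from 6.62 normalized counts to 299 in T0 and 199 in T3, with 5.50 (standard error 0.53, adjusted p = 5.8e-23) in T0 and 4.88 (standard error 0.58, adjusted p = 4.3e-16) in T3 by the authors' test. For *NimB2*, *NimB5* and *NimC4* the log2 fold change in the authors' tables lay between 3.01 and 5.15 in T0 and between 3.56 and 4.42 in T3. *eater* was listed at an implied 26.2 normalized counts in T0, at least 3.13 above FACS on the log2 scale. Of the plasmatocyte list, 14 of 15 genes were called higher in T0 and 12 of 14 in T3, with the same numbers when adjusted over the list alone. The median log2 fold change was 3.38 in T0 and 2.65 in T3. In T3 against T0 the median was -0.72, and 1 gene was called lower, or 2 when adjusted over the list alone. The lamellocyte list had a median of 1.25 over 4 genes in T0 and 1.87 over 3 genes in T3, and the crystal cell list 0.62 and -0.48 over 3 genes. Counting a gene as turned on de novo where it was called higher and its implied FACS mean was under 10 normalized counts, 453 features met this in T0, 435 in T3, 300 at both stages and 588 at either. Of these, 458 had a gene symbol, and 7 of 24 hemocyte genes were among them. *Hml*, at 39.1 normalized counts in FACS, was above that limit. With a limit of 5 the number was 430 and with 20 it was 731, whereas a base mean of at least 30 gave 133, and a gene symbol as well, the alternative that changed it most, gave 110.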

As allograft masses were not sorted before RNAseq, this could reflect tumor infiltration by host hemocytes, as previously reported for epithelial-derived allograft tumors (13). To test this hypothesis, we transplanted RFP-labeled *grh^ts^>NΔecd* tumors into hosts with GFP-labeled hemocytes [*hmlΔ-Gal4>UAS-GFP* (29)], grew them to T0 and T3 stages and stained for the phagocytic receptor NimC1. We indeed detected many hemocytes adhering and even penetrating into tumor masses extracted from host abdomens. (Fig. 4 *B* and *C*). The majority of tumor-associated hemocytes were double positive for hmlΔ>GFP and NimC1, with a few single positives (Fig. 4*B*, white and yellow arrows).

**Fig. 4.**
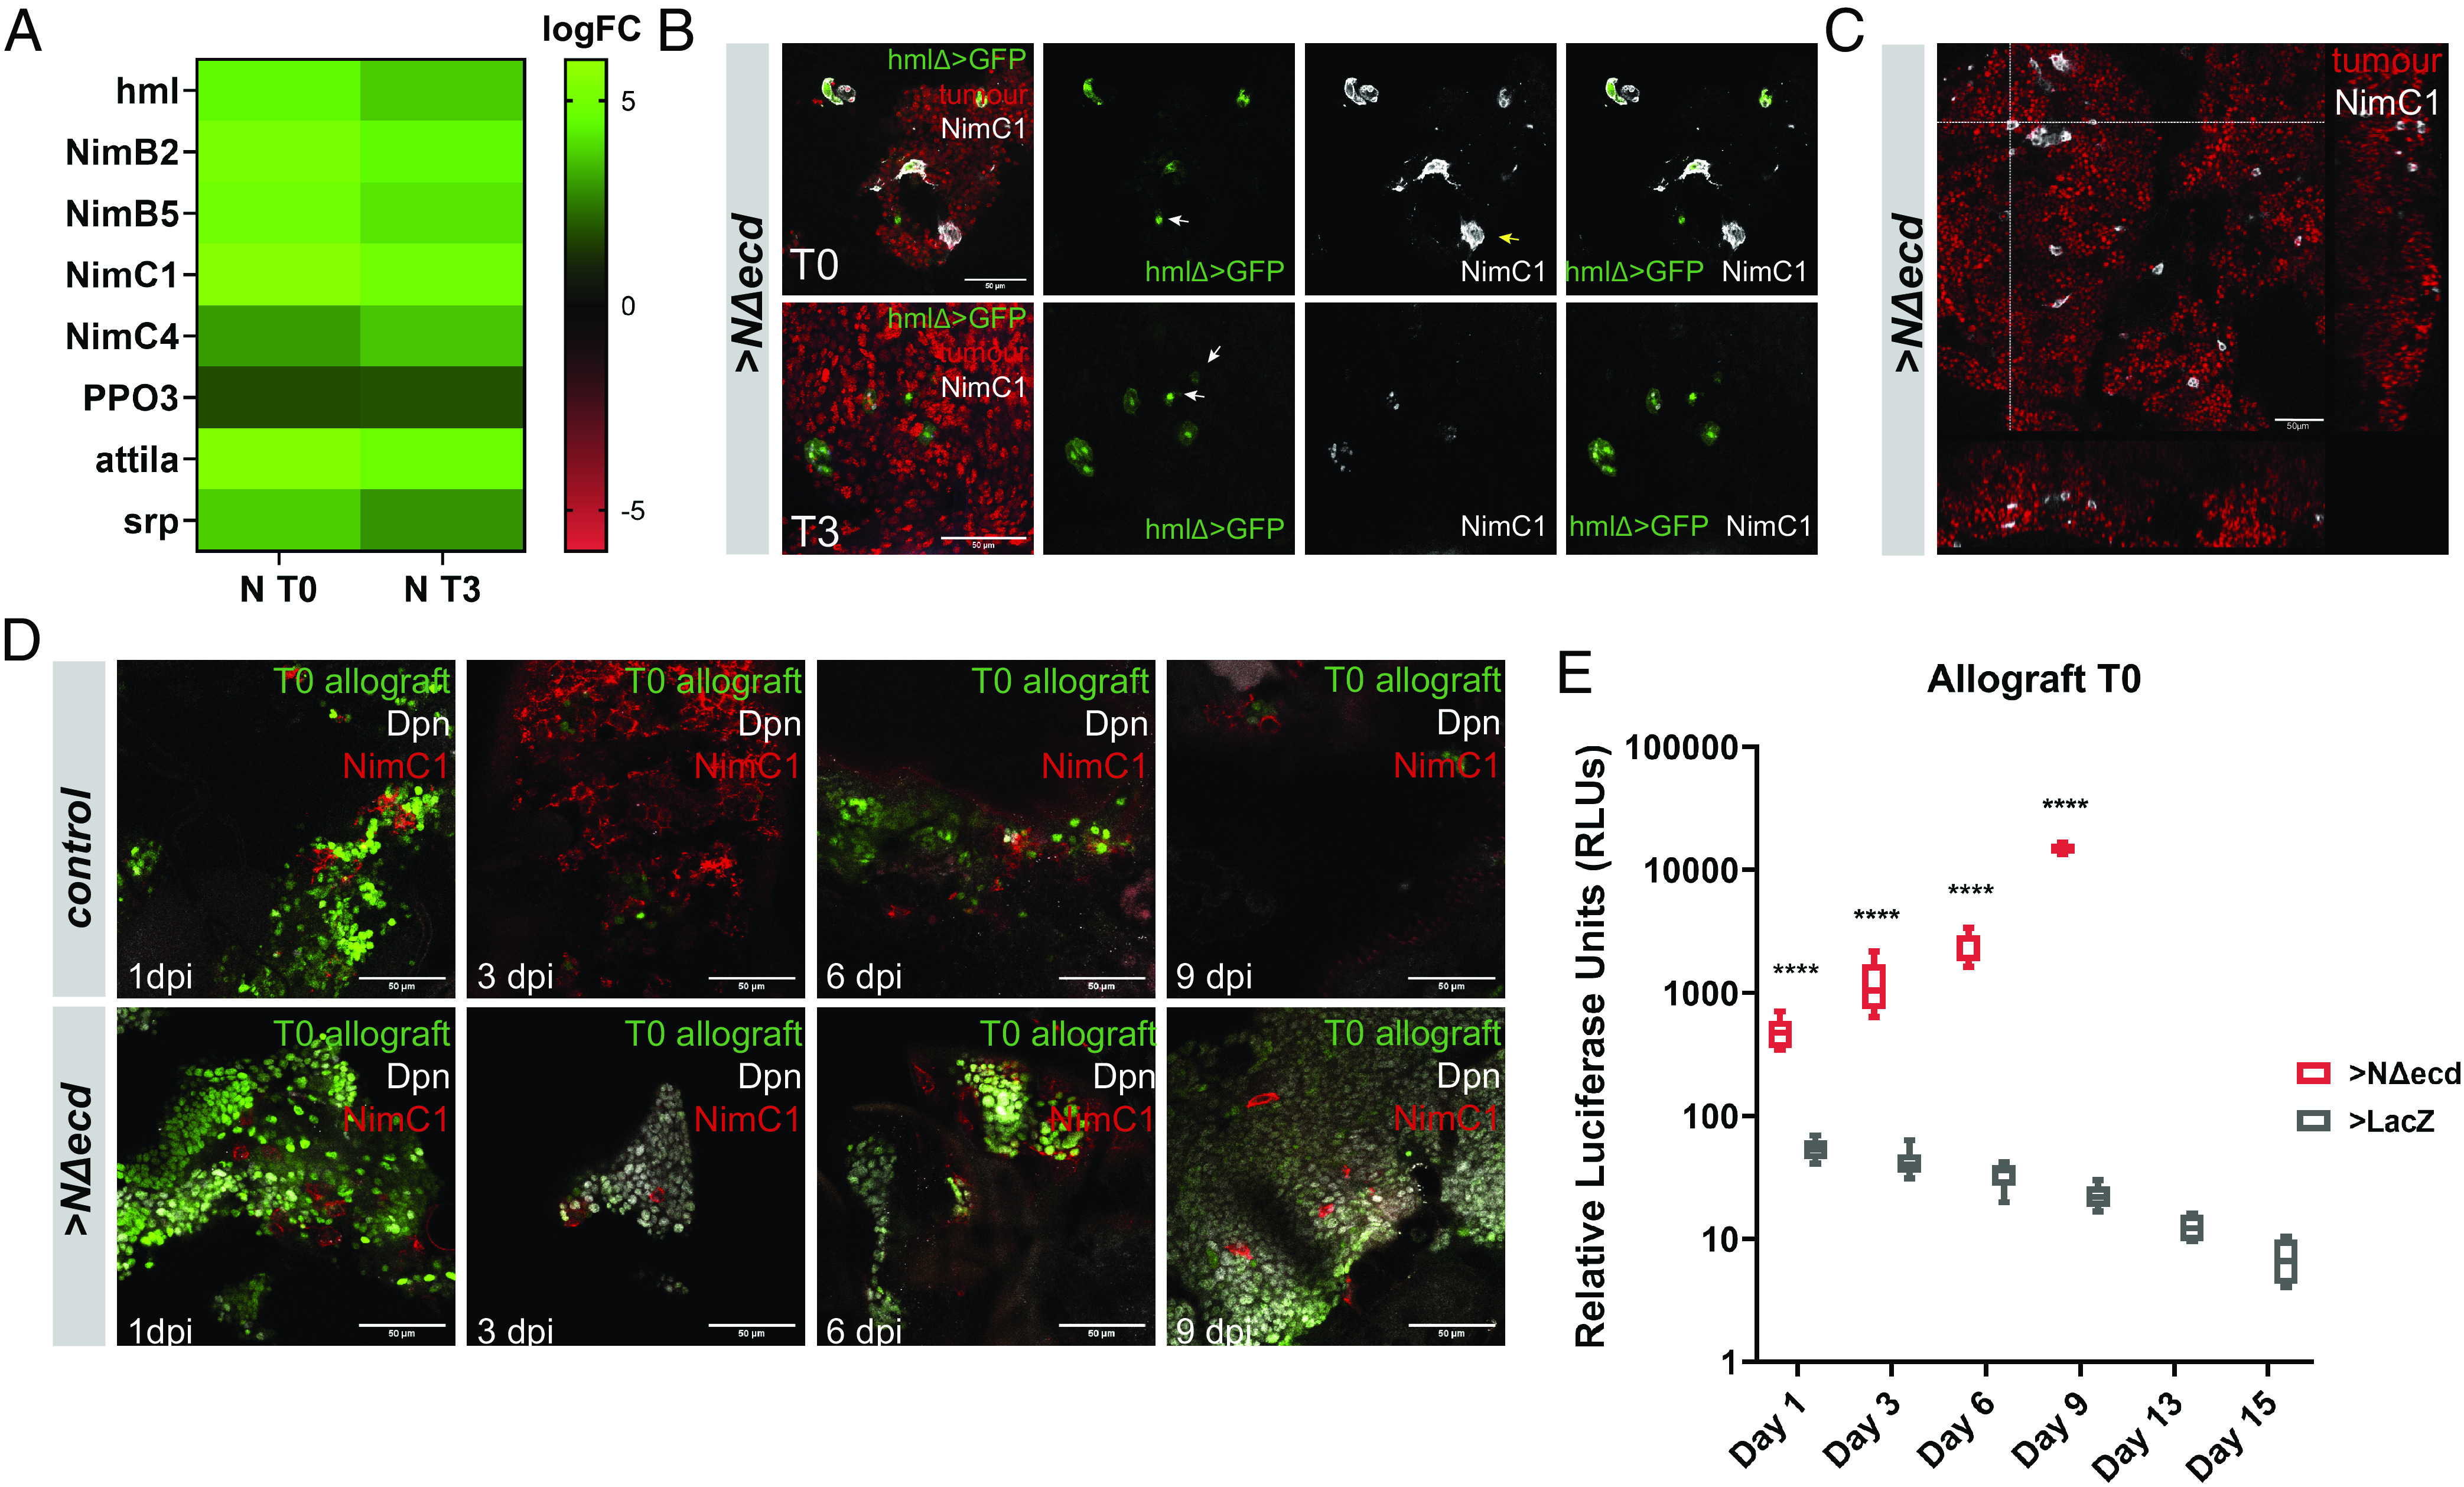
*NΔecd* allograft tumors are infiltrated by host hemocytes. (*A*) Selected hemocyte-related genes which were up-regulated in *NΔecd* allograft tumors (N-T0 or N-T3 vs. primary FACS). (*B*) Confocal images of T0 and T3 *grh^ts^>NΔecd* explants (red) transplanted into *hmlΔ>GFP* (green) hosts and stained for the phagocytic receptor NimC1 (white). White arrows: hmlΔ>GFP-positive only cells; yellow arrows: NimC1-positive only cells. (*C*) Confocal image of *grh^ts^>NΔecd* T0 tumor (red) with haemocytes stained for NimC1 (gray). Orthogonal sections of a confocal Z-stack (corresponding to the crosshairs) are shown. (*D*) Confocal images depicting hemocytes (NimC1, red) interacting with *actF/O* control or *NΔecd* brain allografts (marked with *UAS-GFP*, green) at the indicated dpi. Control fragments are gradually cleared off whereas *NΔecd* fragments continue to grow with hemocytes attached. Dpn (gray) marks NSC-like cells. (*E*) Box plot depicting relative luciferase activity levels from host flies carrying control (*grh^ts^ *>*lacZ*) or *grh^ts^>NΔecd* brain allografts (T0) over a time course of 15 dpi. No *NΔecd* samples were measured after 9 dpi as the tumor had killed hosts. Middle bars: median values; boxes: first to third IQRs; whiskers: 5% and 95%. ****P < 0.0001, (unpaired *t* test).

Unlike allografts, primary larval lesions did not seem to attract hemocytes (*SI Appendix*, Fig. S5 *A* and *B*). We hypothesized that superficial glia and their associated basement membrane (BM) enwrap the entire CNS and act as a blood–brain barrier that blocks hemocyte recruitment to the hyperplastic regions. We confirmed that *grh^ts^*>*NΔecd* tumors do not disrupt the larval CNS BM, which was visualized with a GFP-tagged collagen IV, vkg-GFP (*SI Appendix*, Fig. S5*C*). When we dissociated hyperplastic (or wt) larval brains and cocultured them with GFP-labeled hemocytes (*hmlΔ*>*GFP*) derived from larval bleeding, we observed hemocytes moving toward and attaching to NSC lineages (*SI Appendix*, Fig. S5 *D* and *E*). Thus, primary *NΔecd* hyperplasias do not attract hemocytes because they do not disrupt the larval CNS BM. Allografting severely damages the BM: A few days after transplantation it seems to be shed from the brain lobe and the exposed brain cells are associated with hemocytes (*SI Appendix*, Fig. S5*F*); this happens in both *wt* and *NΔecd* hyperplastic brains.

To explore the kinetics of hemocyte recruitment, we injected either control or *NΔecd* hyperplastic larval brain lobes into *w^1118^* hosts and performed a time-course of explant immunostainings with the hemocyte-specific antibody NimC1. We observed that both control and tumorous brain lobes triggered hemocyte recruitment as early as the first day post-injection (dpi) (Fig. 4*D*). By the third dpi, control cells were heavily surrounded and engulfed by hemocytes and by 6 dpi many of them were cleared. By day 9, only remnants of the original material or cellular debris could be detected (Fig. 4*D*). *NΔecd* brains, on the other hand, were not successfully cleared by hemocytes and instead they grew to amorphous and diffuse tumor masses that remained associated with hemocytes into 6 to 9 dpi. Eventually they killed their hosts by 10 to 12 dpi (Fig. 1*C*).

Finally, to quantitatively estimate the rate of growth or clearance of allografted tissue, we utilized a highly sensitive luciferase assay. We coexpressed a *UAS-luciferase* transgene (30, 31) along with *NΔecd* or *lacZ* in NSCs using *grh^ts^-Gal4* and subsequently transplanted these brain lobes into *w^1118^* hosts. Allografted whole-fly extracts were prepared over a period of 15 d, and luciferase activity was measured. Control allograft luciferase activity started declining on day 3 and continued to do so till the end of the experiment on day 15. On the contrary, luciferase activity increased exponentially in hosts transplanted with *NΔecd* brain lobes, until flies died by day 10 to 12 (Figs. 4*E* and 1*C*). Therefore, allografted foreign brain tissue can be efficiently cleared by the host, unless the graft contains tumorigenic cells, which grow at a fast pace and kill their hosts within a short period of time.

### Loss of Host hemocytes Accelerates Allograft Tumor Growth.

To test whether hemocytes assist or impede NSC-derived tumor growth, we performed hemocyte ablation on the hosts. To do this, we expressed the proapoptotic gene *hid* in the majority of larval hemocytes using the *hmlΔGal4; UAS-GFP* driver. Whole adult fly cryosections, tumor explant stainings, and hemocyte bleedings (*SI Appendix*, Fig. S6 *A*–*C*) revealed that *hmlΔ*>*hid+GFP* hosts had a reduced hemocyte population. The yield of hemocytes recovered by bleeding *hmlΔ*>*hid* adults was 1/3 of wt, with the surviving hemocytes being primarily hmlΔ-negative and NimC1-positive (*SI Appendix*, Fig. S6*D*).

First, we wanted to assess whether the genetic background of this new host (*hmlΔ*>*GFP*) affected its lifespan under various insults, namely injection of sterile PBS, wt brain cells or neoplastic *grh^ts^*>*NΔecd+RedStinger* cells (at 500 cells/host). Tumor cells caused a dramatic reduction in the host’s lifespan. A smaller effect on the host's lifespan was observed upon PBS or control cell injection, which were indistinguishable from each other (Fig. 5*A*).

**Fig. 5.**
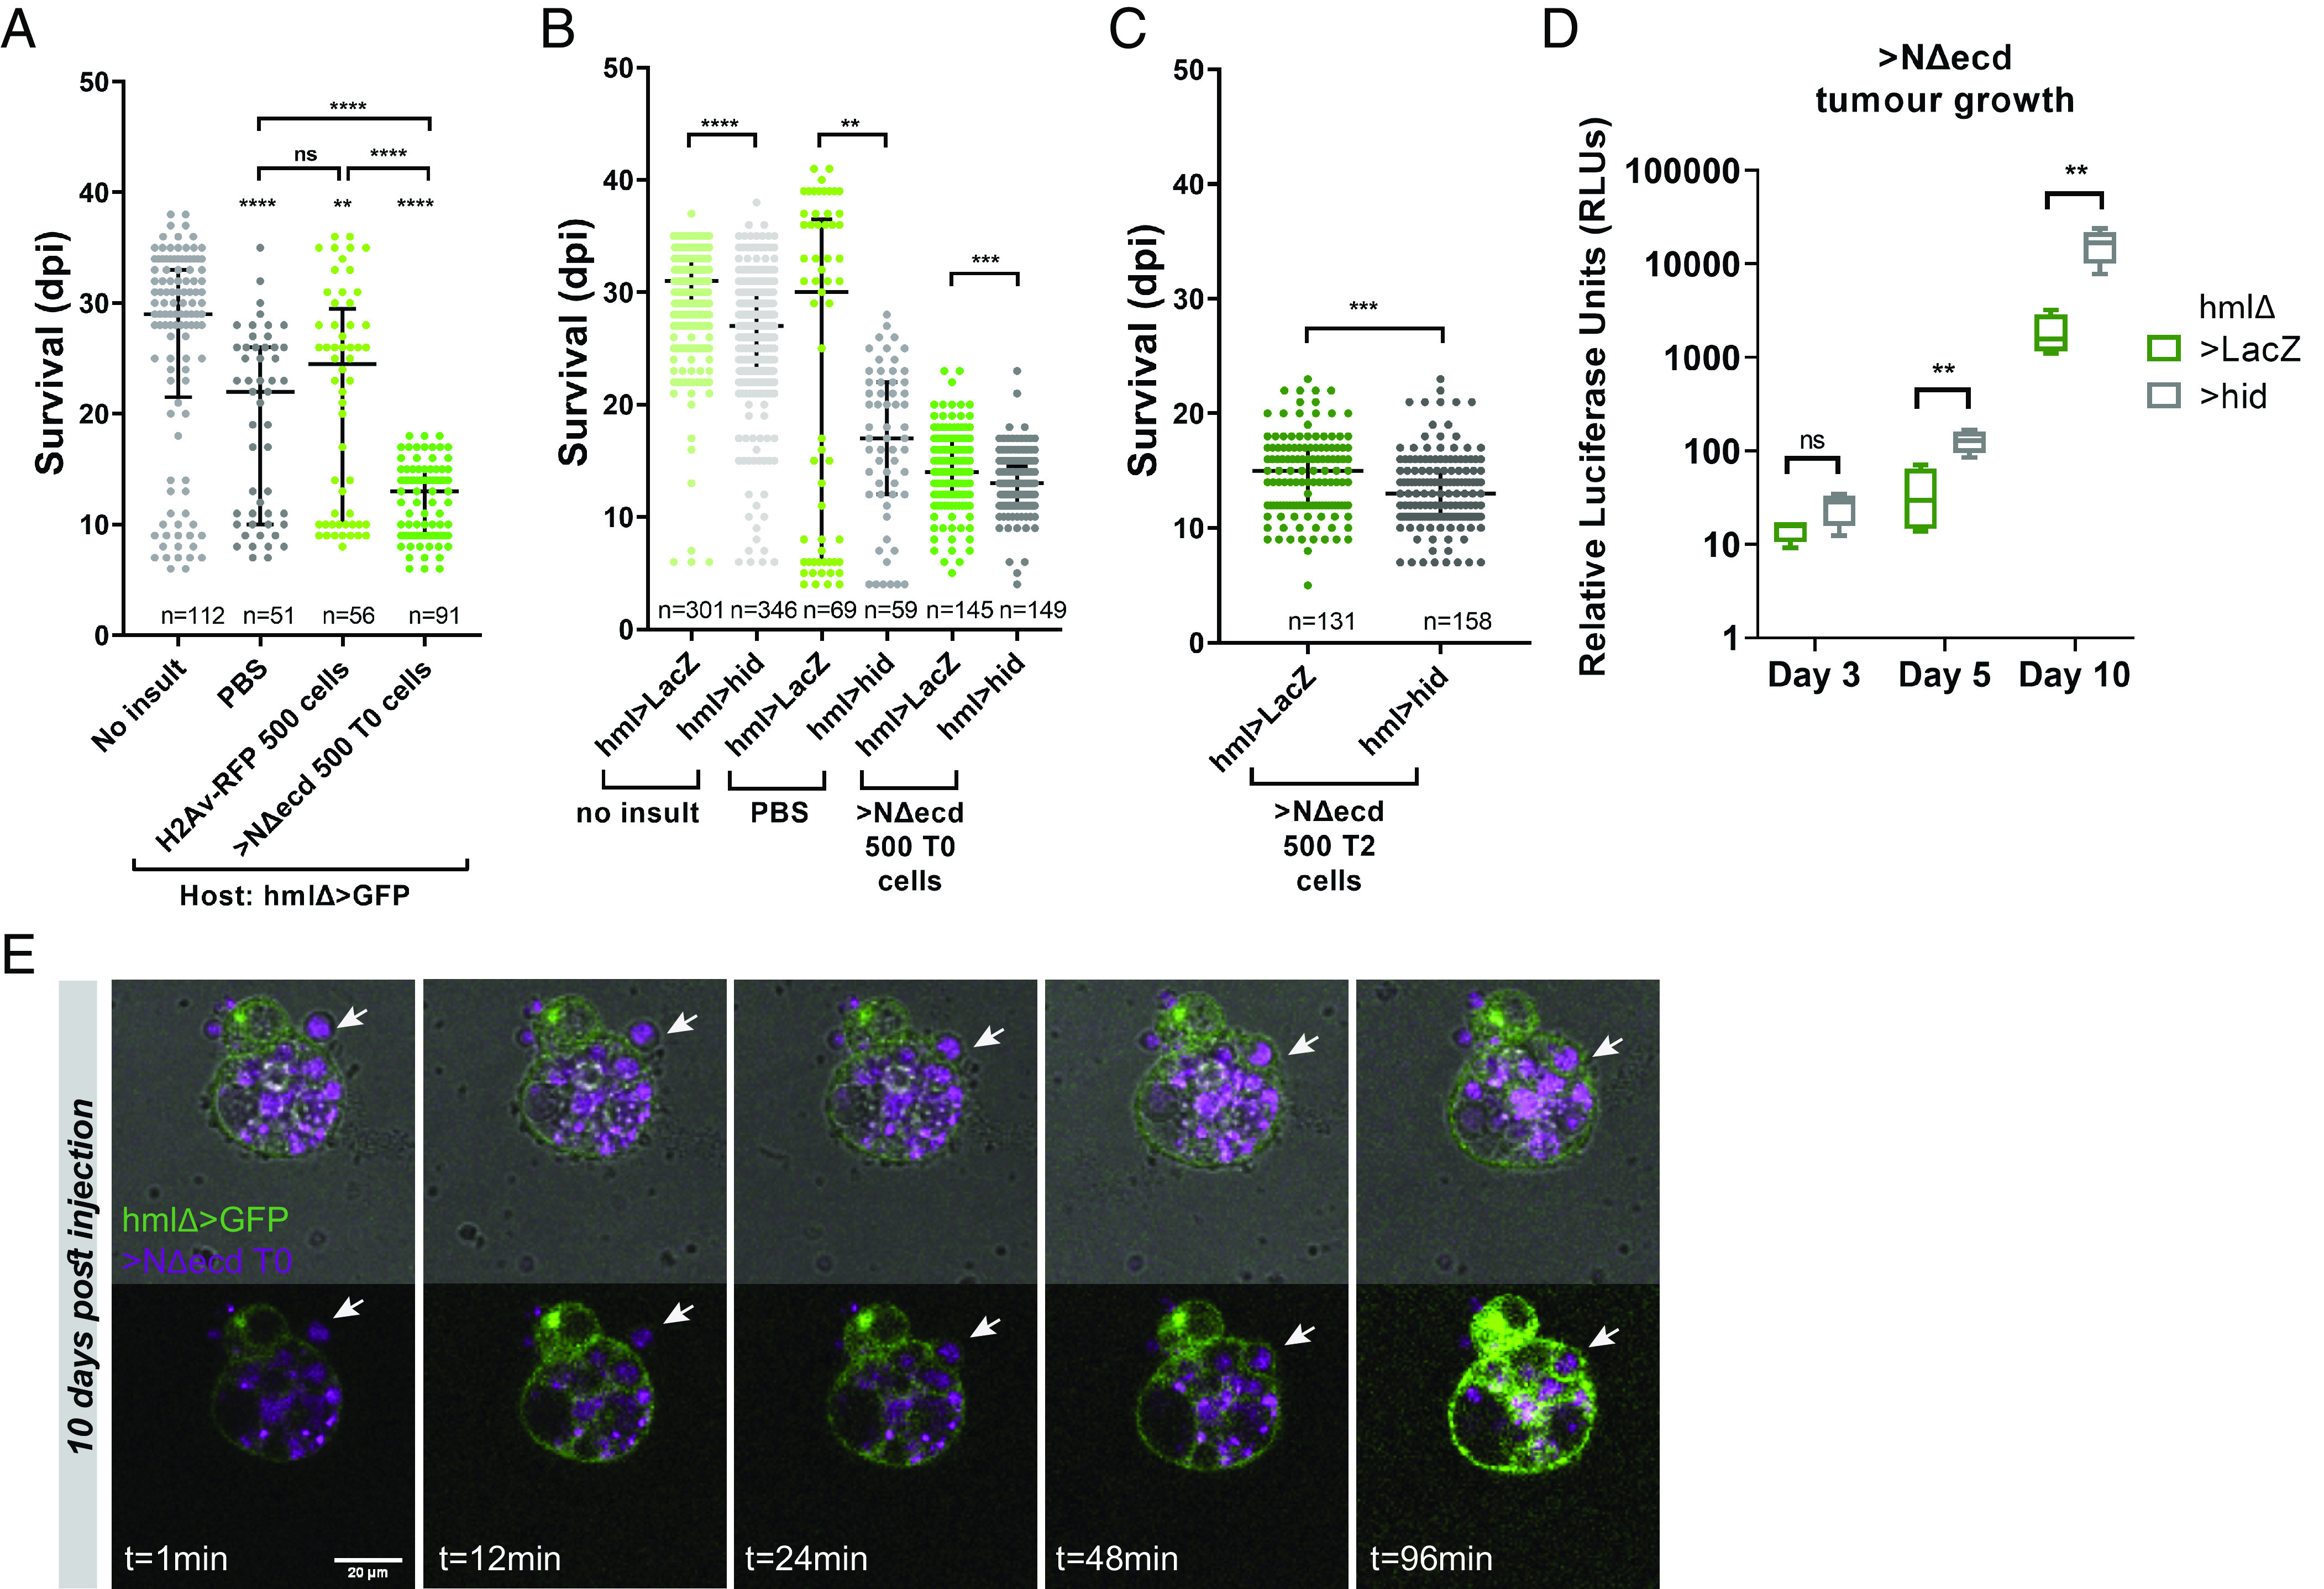
Hemocytes delay tumor growth and phagocytose tumor material. (*A*) Scatter plot indicating the lifespan of *hmlΔ*>GFP hosts either unchallenged (no insult) or injected with PBS, 500 control (H2Av-RFP) brain cells or 500 *grh^ts^>NΔecd* T0 cells. (*B* and *C*) Scatter plots with lifespan of the indicated host genotypes after no insult, PBS injection or transplantation of 500 *grh^ts^>NΔecd* T0 cells (*B*) or 500 *grh^ts^>NΔecd* T2 cells (*C*). Only RFP-positive hosts were scored; n = the total sample size pooled from 2 to 5 independent biological replicates. Middle black lines: median values; lower and upper black lines: first to third IQRs; **P_adj_ or *P* < 0.01; ***P_adj_ or *P* < 0.001; ****P_adj_ or *P* < 0.0001, ns: not significant (ordinary one-way ANOVA, Tukey’s multiple comparisons test for *A*; unpaired *t* test for *B* and *C*). (*D*) Box plot depicting luciferase activity from *hmlΔ>FP+LacZ* vs. *hmlΔ*>*GFP+hid* host flies carrying *grh^ts^>NΔecd+luc* allograft tumors (500 T0 cells) over a time course of 10 dpi. Middle bars: median values; boxes: first to third IQRs; whiskers: 5% and 95%. **P < 0.01; ns: not significant (unpaired *t* test). (*E*) Stills from a timelapse movie of *grh*^ts^*>NΔecd* tumor cells (magenta) raised in an *hml*>*GFP+lacZ* host (green hemocytes) for 10 dpi. (*Top*) fluorescent image superimposed on brightfield. White arrows follow a tumor cell being engulfed by the hemocyte. Note the big vacuoles/phagosomes inside the hemocyte carrying tumor debris from earlier phagocytic events. (Scale bar, 20 μm.)

We then generated hemocyte-depleted hosts (*hmlΔ*>*GFP, hid*) and injected them with PBS or *NΔecd* tumor cells (Fig. 5*B*). We detected a small but significant reduction in the survival of hemocyte-depleted hosts upon injection of either T0 (Fig. 5*B*) or T2 cells (Fig. 5*C*). However, a lifespan reduction was also observed upon PBS injection and even with no insult (Fig. 5*B*), implying that reduction of hemocytes compromises animal health, regardless of tumor.

We therefore turned to the *UAS-luciferase* assay to directly assess tumor burden. After injecting 500 T0 cells, we could detect a steady increase in luciferase activity from 3 to 10 dpi in both control and hemocyte-depleted hosts. At all-time points, hemocyte-depleted hosts displayed a higher tumor burden than controls (Fig. 5*D*). This points toward a tumor-suppressive role of adult hemocytes toward the *NΔecd* malignant cells.

### Host Hemocytes Associate with Tumor Cells and Phagocytose Them.

Since adult host hemocytes restrict tumor growth, we set out to explore how they achieve this. Hemocyte–tumor interactions were examined either in cryosections of allografted flies or in tumor explants. Tumor-bearing adult flies with GFP-labeled hemocytes were cryosectioned at specific time points post injection of 500 NΔecd-T0 cells. Interestingly, although tumor cells were injected at the posterior abdomen (*SI Appendix*, Fig. S6*E*, asterisks), they rapidly diffused through the hemolymph and were detected in the thorax even at 1 dpi (*SI Appendix*, Fig. S6 *E*-*I-1*). Tumor cells/clumps were frequently associated with hemocytes and tracheal structures (32) (*SI Appendix*, Fig. S6 *E* and *F*). We could detect several instances of hemocytes extending processes toward tumor cells (*SI Appendix*, Fig. S6 *E II-1* and *III-1’*) or engulfing them (*SI Appendix*, Fig. S6*E II-2* and *II-3* and *III-1’’*).

In order to confirm that hemocytes indeed phagocytose tumor cells, *NΔecd* allograft explants raised in hosts with GFP-labeled hemocytes were cultured and monitored in time lapse movies for several hours. Many highly vacuolated hemocytes were observed with fluorescent signal from tumor cells inside their phagosomes, indicating that these blood cells had already engulfed tumor material inside the host before explanting (Fig. 5*E*, *SI Appendix*, Fig. S6*G*, and Movie S1). During live imaging, hemocytes firmly attached to the dish surface, while tumor cells from the explant floated in the medium. When tumor cells collided with hemocytes, the latter captured them with their extended filopodia (*SI Appendix*, Fig. S6*G*, arrows). Once a tumor cell was captured by a hemocyte, it rarely escaped. Engulfment was observed on several occasions (Fig. 5*E*, arrows; Movie S1).

### Loss of Phagocytic Receptors and ROS (Reactive Oxygen Species) Signaling in Hemocytes Affects Tumor Growth.

To investigate the mechanisms that hemocytes exploit to resist *NΔecd* NSC tumor growth, we performed a hemocyte-targeted RNAi miniscreen. We injected 500 *NΔecd* T0 cells into hosts with either normal (*hmlΔGal4*>*GFP+lacZ*) or compromised hemocytes (*hmlΔGal4*>*GFP+ X-RNAi*, where X stands for one of 12 candidate genes). We then monitored for any differences in host survival as an indication of whether the hemocyte knockdown influences tumor-induced mortality (Fig. 6*A*). The viability of PBS injected and unchallenged hosts was also monitored as controls for the screen (Fig. 6 *C*, *E*, *G*, and *H* and *SI Appendix*, Fig. S7*A*). The 12 candidate genes screened are implicated in cellular immune responses like phagocytosis, hemocyte attraction to wounds, and ROS production.

**Fig. 6.**
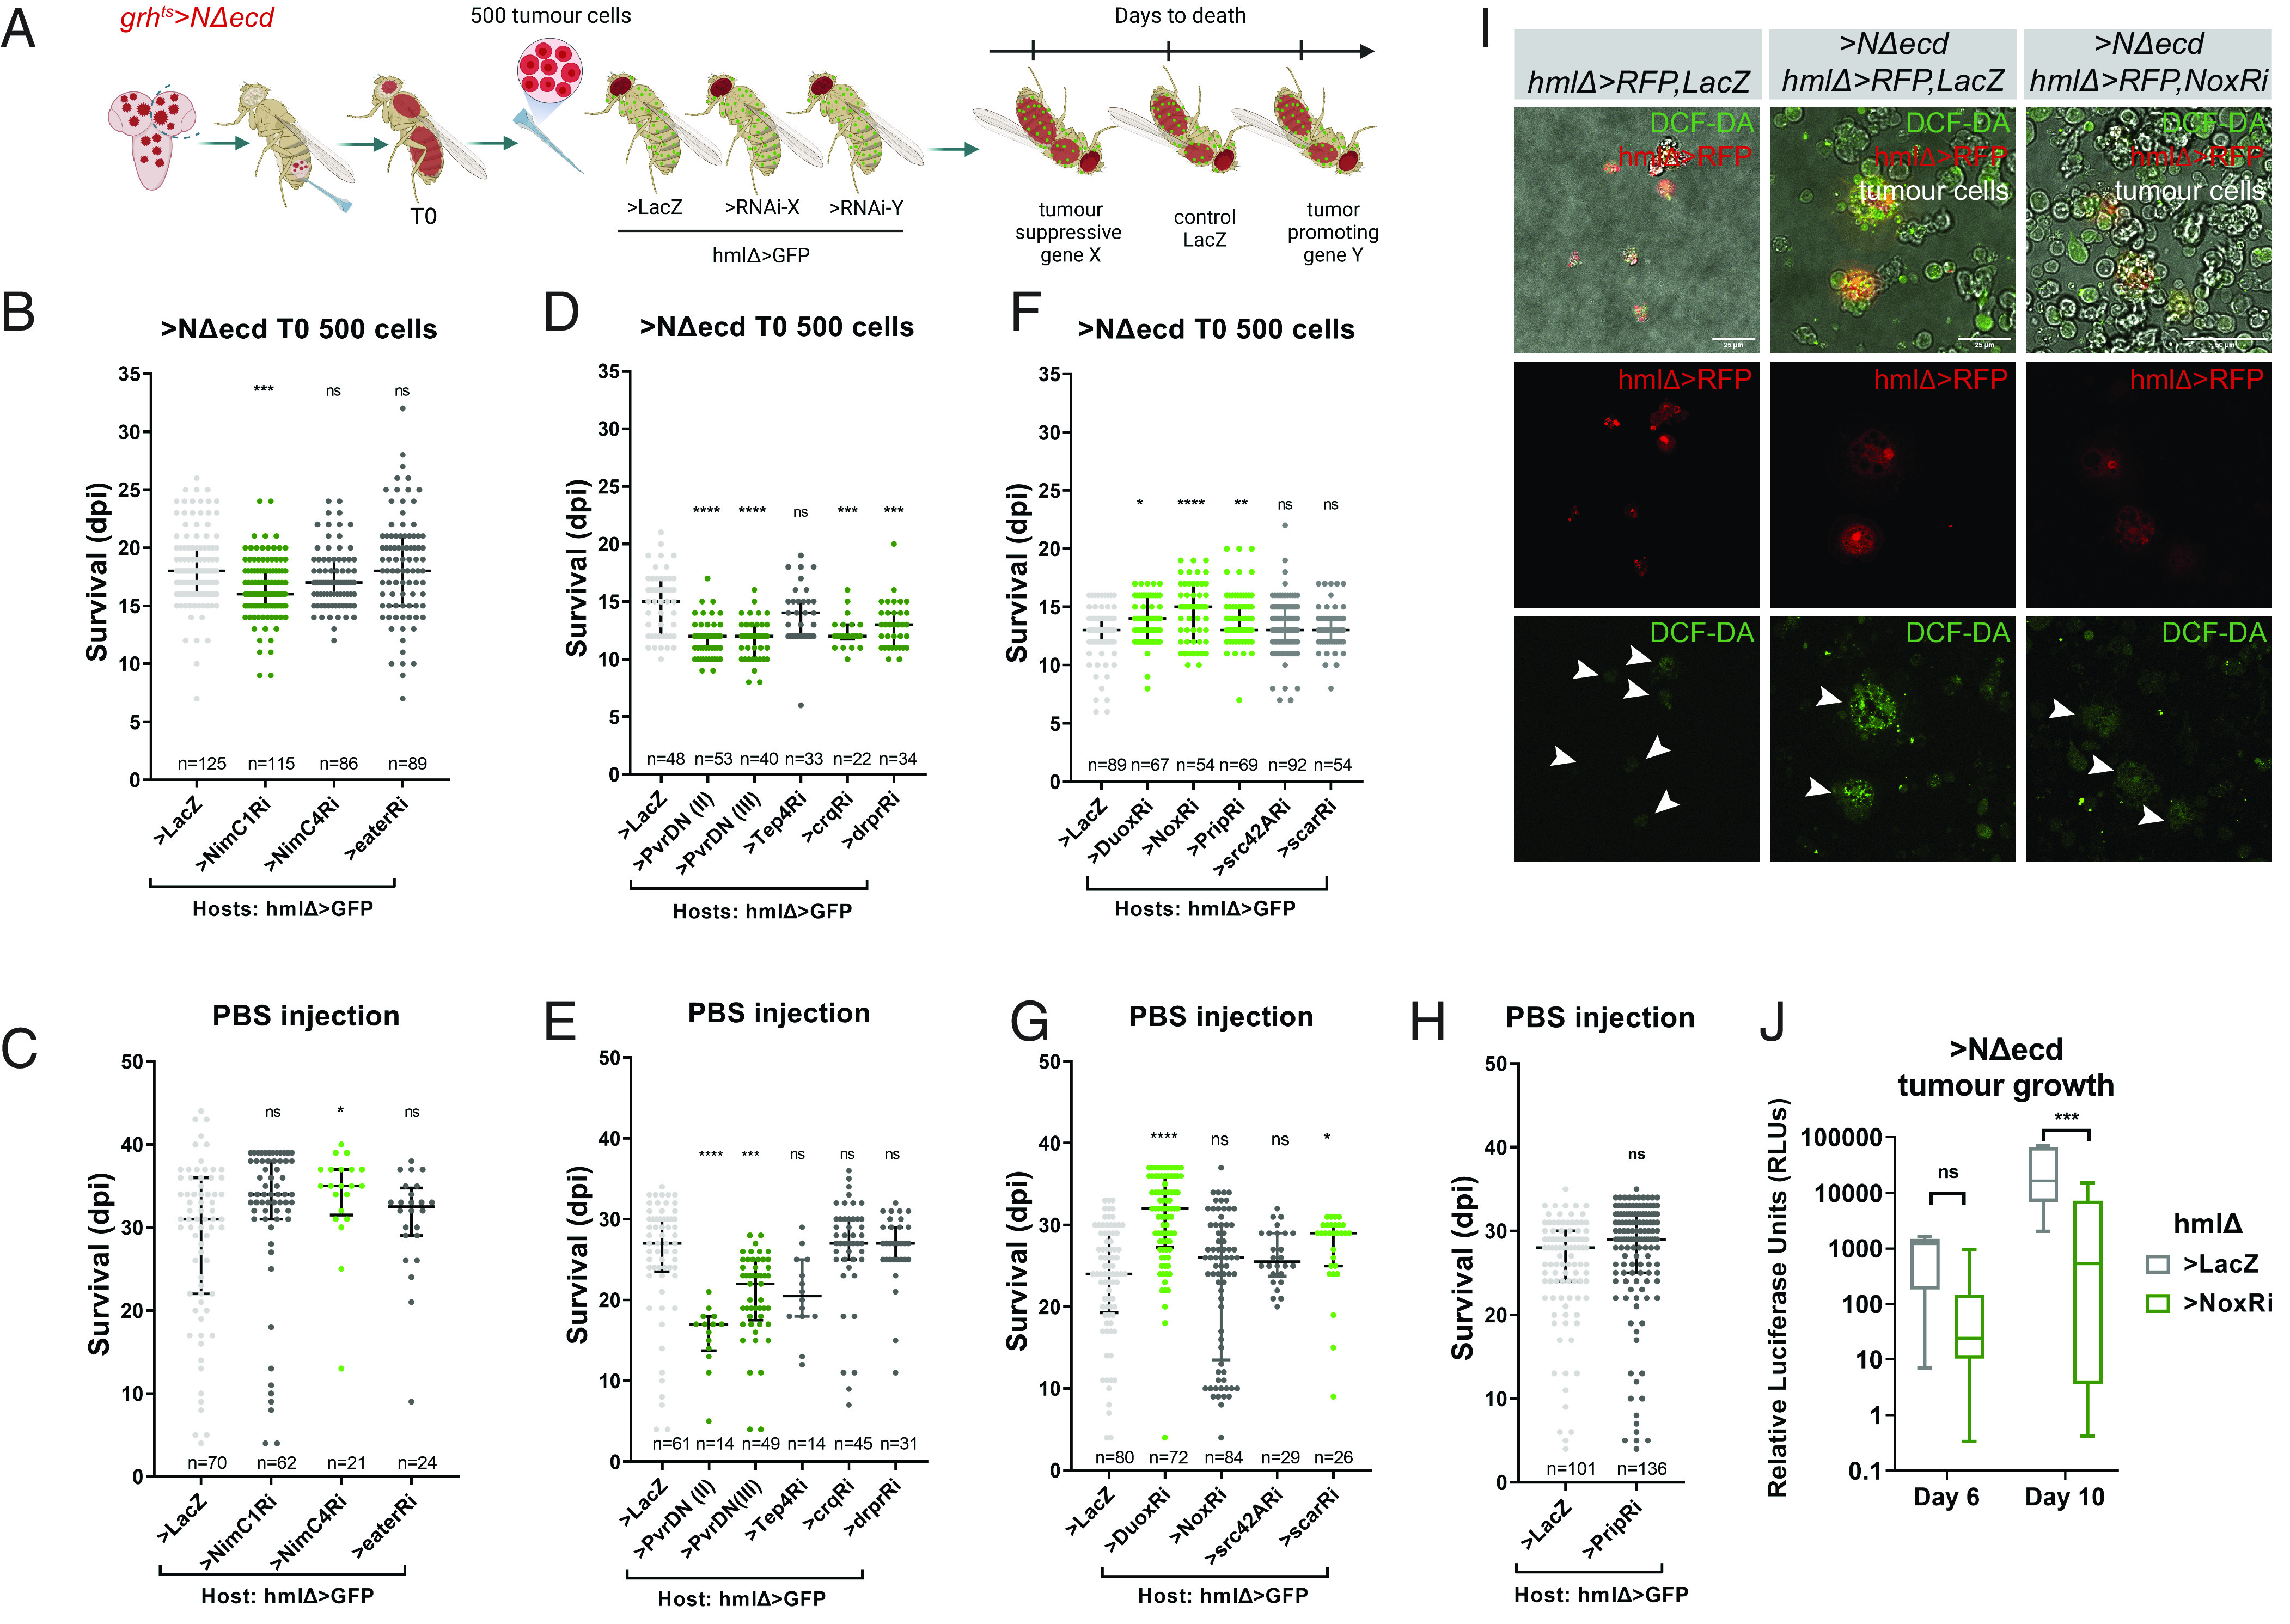
An RNAi screen in host hemocytes reveals that loss of phagocytic receptors accelerates tumor growth. (*A*) Cartoon of the RNAi screen in host hemocytes: *grh^ts^*>*RedStinger+NΔecd* brain lobes were transplanted into hemocyte-depleted hosts (T0). For T1: 500 T0 *> NΔecd* cells were retransplanted into hosts with genetically manipulated hemocytes or into controls (*hmlΔ*>*GFP +lacZ)*. (*B*–*Η*) Scatter plots showing the survival (in dpi) of hosts injected with 500 T0 *grh^ts^>NΔecd* cells (*B*, *D*, and *F*) or sterile PBS (*C*, *E*, *G*, and *H*). Only RFP-positive hosts were scored; n = the total sample size pooled from 2 to 5 independent biological replicates. Middle black lines: median values; lower and upper black lines: first to third IQRs; *P_adj_ or *P* < 0.05; **P_adj_ or *P* < 0.01, ***P_adj_ or *P* < 0.001; ****P_adj_ or *P* < 0.0001, ns: not significant (ordinary one-way ANOVA, Dunnett’s multiple comparisons test for *B*–*G*; unpaired *t* test for *H*). (*I*) Confocal images of either naïve control adult hemocytes (*hmlΔ*>*RFP,LacZ*) or tumor explants (*grh^ts^*>*NΔecd,* no fluorescent indicator) from normal (*hmlΔ*>*RFP,LacZ*) or *Nox* depleted (*hmlΔ*>*RFP,NoxRi*) hosts imaged live with the ROS indicator DCF-DA (green). Note that tumor-associated control hemocytes (arrowhead, *Middle*) have higher ROS levels than naïve hemocytes (arrowhead, *Left*) while *Nox RNAi* knockdown also reduces ROS levels in host hemocytes. Tumor cells also contain ROS at various levels. (Scale bar, 25 μm.) (*J*) Box plot depicting luciferase activity from *hmlΔ*>*GFP+lacZ* vs. *hmlΔ*>*GFP+Nox-RNAi* host flies carrying *grh^ts^*>*NΔecd+luc* allograft tumors (500 T0 cells) at 6 and 10 dpi. Middle bars: median values; boxes: first to third IQRs; whiskers: 5% and 95%. ****P < 0.0001 (unpaired *t* test).

First, we knocked down several genes encoding phagocytic receptors. These have been implicated in a multitude of processes, including defense against bacteria, engulfment of apoptotic corpses, sensing of chemoattractive damage signals (like ROS) and uptake of lipoproteins (33). Tumor-bearing hosts with hemocytes depleted of either *NimC1* (Fig. 6*B* and *SI Appendix*, Fig. S7*B*), *draper*, or *croquemort* (Fig. 6*D* and *SI Appendix*, Fig. S7*C*), had significantly poorer survival compared to control hosts. PBS-injected flies of the above genotypes were not significantly different from control (Fig. 6 *C* and *E*) showing that a control injection does not adversely affect survival of these flies. Loss of *eater* or *NimC4* in host hemocytes had no effect in their survival upon tumorigenic challenge (or PBS) (Fig. 6 *B* and *C*). We conclude that *NimC1, Croquemort* and *Draper* are used by hemocytes to impede tumor growth, probably by phagocytosis of tumor cells. This was confirmed by more detailed analysis of the *NimC1* knockdown hosts (see next section).

We next investigated whether perturbing the Pvr [Platelet-Derived Gowth Factor/ Vascular Endothelial Growth Factor (PDGF/VEGF) homologue] pathway in hemocytes would affect tumor growth. Pvf2, one of Pvr ligands, was up-regulated in *NΔecd* allograft tumors. 

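*Pvf2*, on chromosome 2L from 7069536 to 7084635 of BDGP6.54, had implied means of 241 normalized counts in FACS, 1001 in T0 and 914 in T3. The log2 fold change against FACS in the authors' deposited tables was 2.06 (standard error 0.50, adjusted p = 2.5e-04) in T0 and 1.89 (standard error 0.26, adjusted p = 2.2e-12) in T3. The 95% limits were 1.08 and 3.03 in T0 and 1.39 and 2.40 in T3, and the Wald test against a change of 0.5 called the gene at both stages (adjusted p = 0.0072 and 3.8e-07). T3 and T0 did not differ detectably (-0.15, 95% limits -0.99 and 0.70). The receptor gene *Pvr* was also called higher, with 1.05 (standard error 0.32, adjusted p = 0.0053) in T0 and 0.84 (standard error 0.33, adjusted p = 0.029) in T3 in the authors' tables, though not by the Wald test (adjusted p = 0.19 and 0.45).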

Pvr, the receptor of the pathway, is localized on hemocyte cell membranes and responds to Pvf ligands during developmental migrations (34). Overexpression of a dominant-negative form of Pvr (*Pvr-DN*) in hemocytes resulted in a significantly reduced survival not only of tumor-injected hosts (Fig. 6*D*), but also of PBS-injected flies (Fig. 6*E*) or even unchallenged hosts (*SI Appendix*, Fig. S7*A*). We conclude that inhibiting hemocyte Pvr is generally detrimental to fly health but we cannot discern a role in tumor growth. We tested two more genes encoding the kinase Src42A and Scar both of which have been associated with hemocyte migration to wounds (35). Knockdown of *src42A* and *scar* had no significant effect on tumor-bearing flies (Fig. 6*F*) while upon PBS injection their silencing was slightly beneficial for the organism survival (Fig. 6*G*).

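*Tep4*, on chromosome 2L from 19548507 to 19556451 of BDGP6.54, had an implied mean of 91.2 normalized counts in FACS against 1945 in T0 and 2614 in T3. By the authors' deposited tables its log2 fold change was 4.41 (standard error 0.41, adjusted p = 1.2e-24) in T0 and 4.81 (standard error 0.26, adjusted p = 1.8e-76) in T3, with an adjusted p of 1.2e-19 and 1.7e-61 from the Wald test against a change of 0.5. Between T3 and T0 the change was 0.40, with 95% limits of -0.19 and 1.00. *Src42A* and *SCAR*, in contrast, were called at neither stage. Their log2 fold changes in the authors' tables lay between -0.32 and -0.19, under the limit of 0.5 in size, although the adjusted p of *Src42A* in T3 was 0.013.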

Another gene that was highly up-regulated in *NΔecd* allograft tumors was *tep4*. This gene encodes a secreted thioester containing protein known to act as an opsonin (a complement-like molecule that binds to microbes and facilitates their uptake by macrophages). Tep4 was found to be up-regulated in hemocytes upon bacterial infection (36–39). Knockdown of *tep4* in hemocytes did not result in changes in the survival of tumor-bearing or PBS-injected hosts (Fig. 6 *D* and *E*); however, Tep4-depleted flies died faster without any challenge (*SI Appendix*, Fig. S7*A*), suggesting that hemocyte Tep4 may affect the overall animal fitness.

Hemocytes respond to ROS and also produce ROS. Phagosome ROS play a role in pathogen killing (40), but ROS mediate a multitude of additional functions: hemocyte recruitment to sites of injury, where they participate in wound healing (41, 42) and recruitment to epithelial tumors where they may promote the overgrowth of cancer cells (11, 43). By using the fluorescent ROS-sensor DCF-DA, we found that *NΔecd* tumor-associated hemocytes had increased ROS levels compared to naïve adult hemocytes (Fig. 6*I*). We asked if hemocyte ROS sensing and production could also affect *NΔecd*-induced tumor growth. We tested the role of *Duox* and *Nox*, the two genes encoding NADPH oxidases that produce extracellular/endosomal ROS. *Nox* is up-regulated in N-T0/T3 transcriptomes, whereas *Duox* is down-regulated. 

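*Nox*, on chromosome 2R from 16307269 to 16316485 of BDGP6.54, had implied means of 50.2 normalized counts in FACS, 178 in T0 and 273 in T3. The authors' deposited tables give a log2 fold change of 1.83 (standard error 0.45, adjusted p = 3.3e-04) in T0 and 2.40 (standard error 0.29, adjusted p = 3.4e-15) in T3, and the Wald test against a change of 0.5 gave an adjusted p of 0.012 and 7.1e-10. *Duox*, on chromosome 2L from 2815970 to 2830248, went from 83.3 normalized counts in FACS to 29.2 in T0 and 9.74 in T3. It was called lower in T3, with -3.12 (standard error 0.56, adjusted p = 1.8e-07) by the authors' test. In T0 the estimate was -1.51 (standard error 0.64, adjusted p = 0.055), which lies just outside the adjusted p limit of 0.05, with 95% limits of -2.77 and -0.25. The difference between T3 and T0 was not called (-1.60, adjusted p = 0.56 by the authors' test). *Prip* was called higher in T0 (1.94, adjusted p = 6.3e-04) and not in T3 (0.30, adjusted p = 0.73) in the authors' tables, and its implied means in T0 and T3 were 63.3 and 20.6 normalized counts in the table for T3 against T0.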

We also tested *Prip*, a gene encoding an aquaporin-like channel that contributes to cytoplasmic accumulation of H_2_O_2_ (42). Interestingly, silencing of *Nox*, or *Prip* resulted in better host survival specifically upon tumorigenic challenge (Fig. 6*F*), and not after sterile PBS injection (Fig. 6 *G* and *H*). *Nox* RNAi resulted in decreased ROS levels in tumor-associated hemocytes (Fig. 6*I*). The luciferase assay validated that the tumor burden was significantly lower in *Nox*-depleted hosts compared to controls at 10 dpi (Fig. 6*J*). Therefore, hemocyte accumulation of ROS seems to enhance the mortality caused by the *NΔecd* NSC tumor. Silencing *Duox* in hemocytes also resulted in increased survival with tumor (Fig. 6*F*), but also after PBS injection (Fig. 6*G*), indicating that the beneficial *Duox* knockdown in hemocytes is not tumor specific. Therefore, we provide evidence of a tumor-promoting role of hemocyte-derived ROS production.

### Loss of *NimC1* in Hemocytes Affects Their Ability to Associate with Tumor Cells.

Since the lifespan of hosts with *NimC1*-defective hemocytes was decreased upon challenge with NSC tumors, we set out to explore if this was due to inefficient phagocytosis of tumor cells. For this purpose, we performed ex vivo live imaging of cocultures of *NΔecd* explant allograft tumor or control larval CNS cells with bled adult Drosophila hemocytes that were either normal or depleted of *NimC1*. In these cocultures, hemocytes quickly adhered to the glass surface whereas tumor cells were floating in the culture medium randomly encountering hemocytes. These tumor–hemocyte encounters were recorded for 4 to 6 h with time lapse movies (Fig. 7*A*, *SI Appendix*, Fig. S7 *D* and *E*, and Movies S2 and S3). We observed that control hemocytes usually (in 90% of the encounters, Fig. 7*B*) extended filopodia, successfully capturing tumor cells and subsequently engulfed them (Fig. 7 *A*, *Top*, white arrows; Fig. 7*C* and Movie S2). On the other hand, *NimC1*-defective hemocytes exhibited various behaviors. Some appeared normal (circa 50%, Fig. 7*B*) as they extended filopodia, trapped and phagocytosed tumor cells (Fig. 7*A*, arrowhead; Fig. 7*C*, *SI Appendix*, Fig. S7*C*, and Movie S3). The remaining 50% (Fig. 7*B*) either did not respond to passing tumor cells or, when they did, they could not efficiently attach to (*SI Appendix*, Fig. S7*D* yellow arrowhead) or phagocytose (Fig. 7*A*; white arrowhead) the tumor cells, allowing the latter to escape back into the medium (Movie S3). *NimC1-*defective hemocytes’ response to control cells was similar to tumor cells but milder. Compared to normal hemocytes, a higher proportion of *NimC1*-defective haemocytes failed to capture (17% vs. 4%) or phagocytose (28% vs. 18%) control cells (*SI Appendix*, Fig. S7 *E*–*G*). Thus, we provide evidence that *NimC1*-defective hemocytes show an impaired ability to associate with control or tumor cells and phagocytose them.

**Fig. 7.**
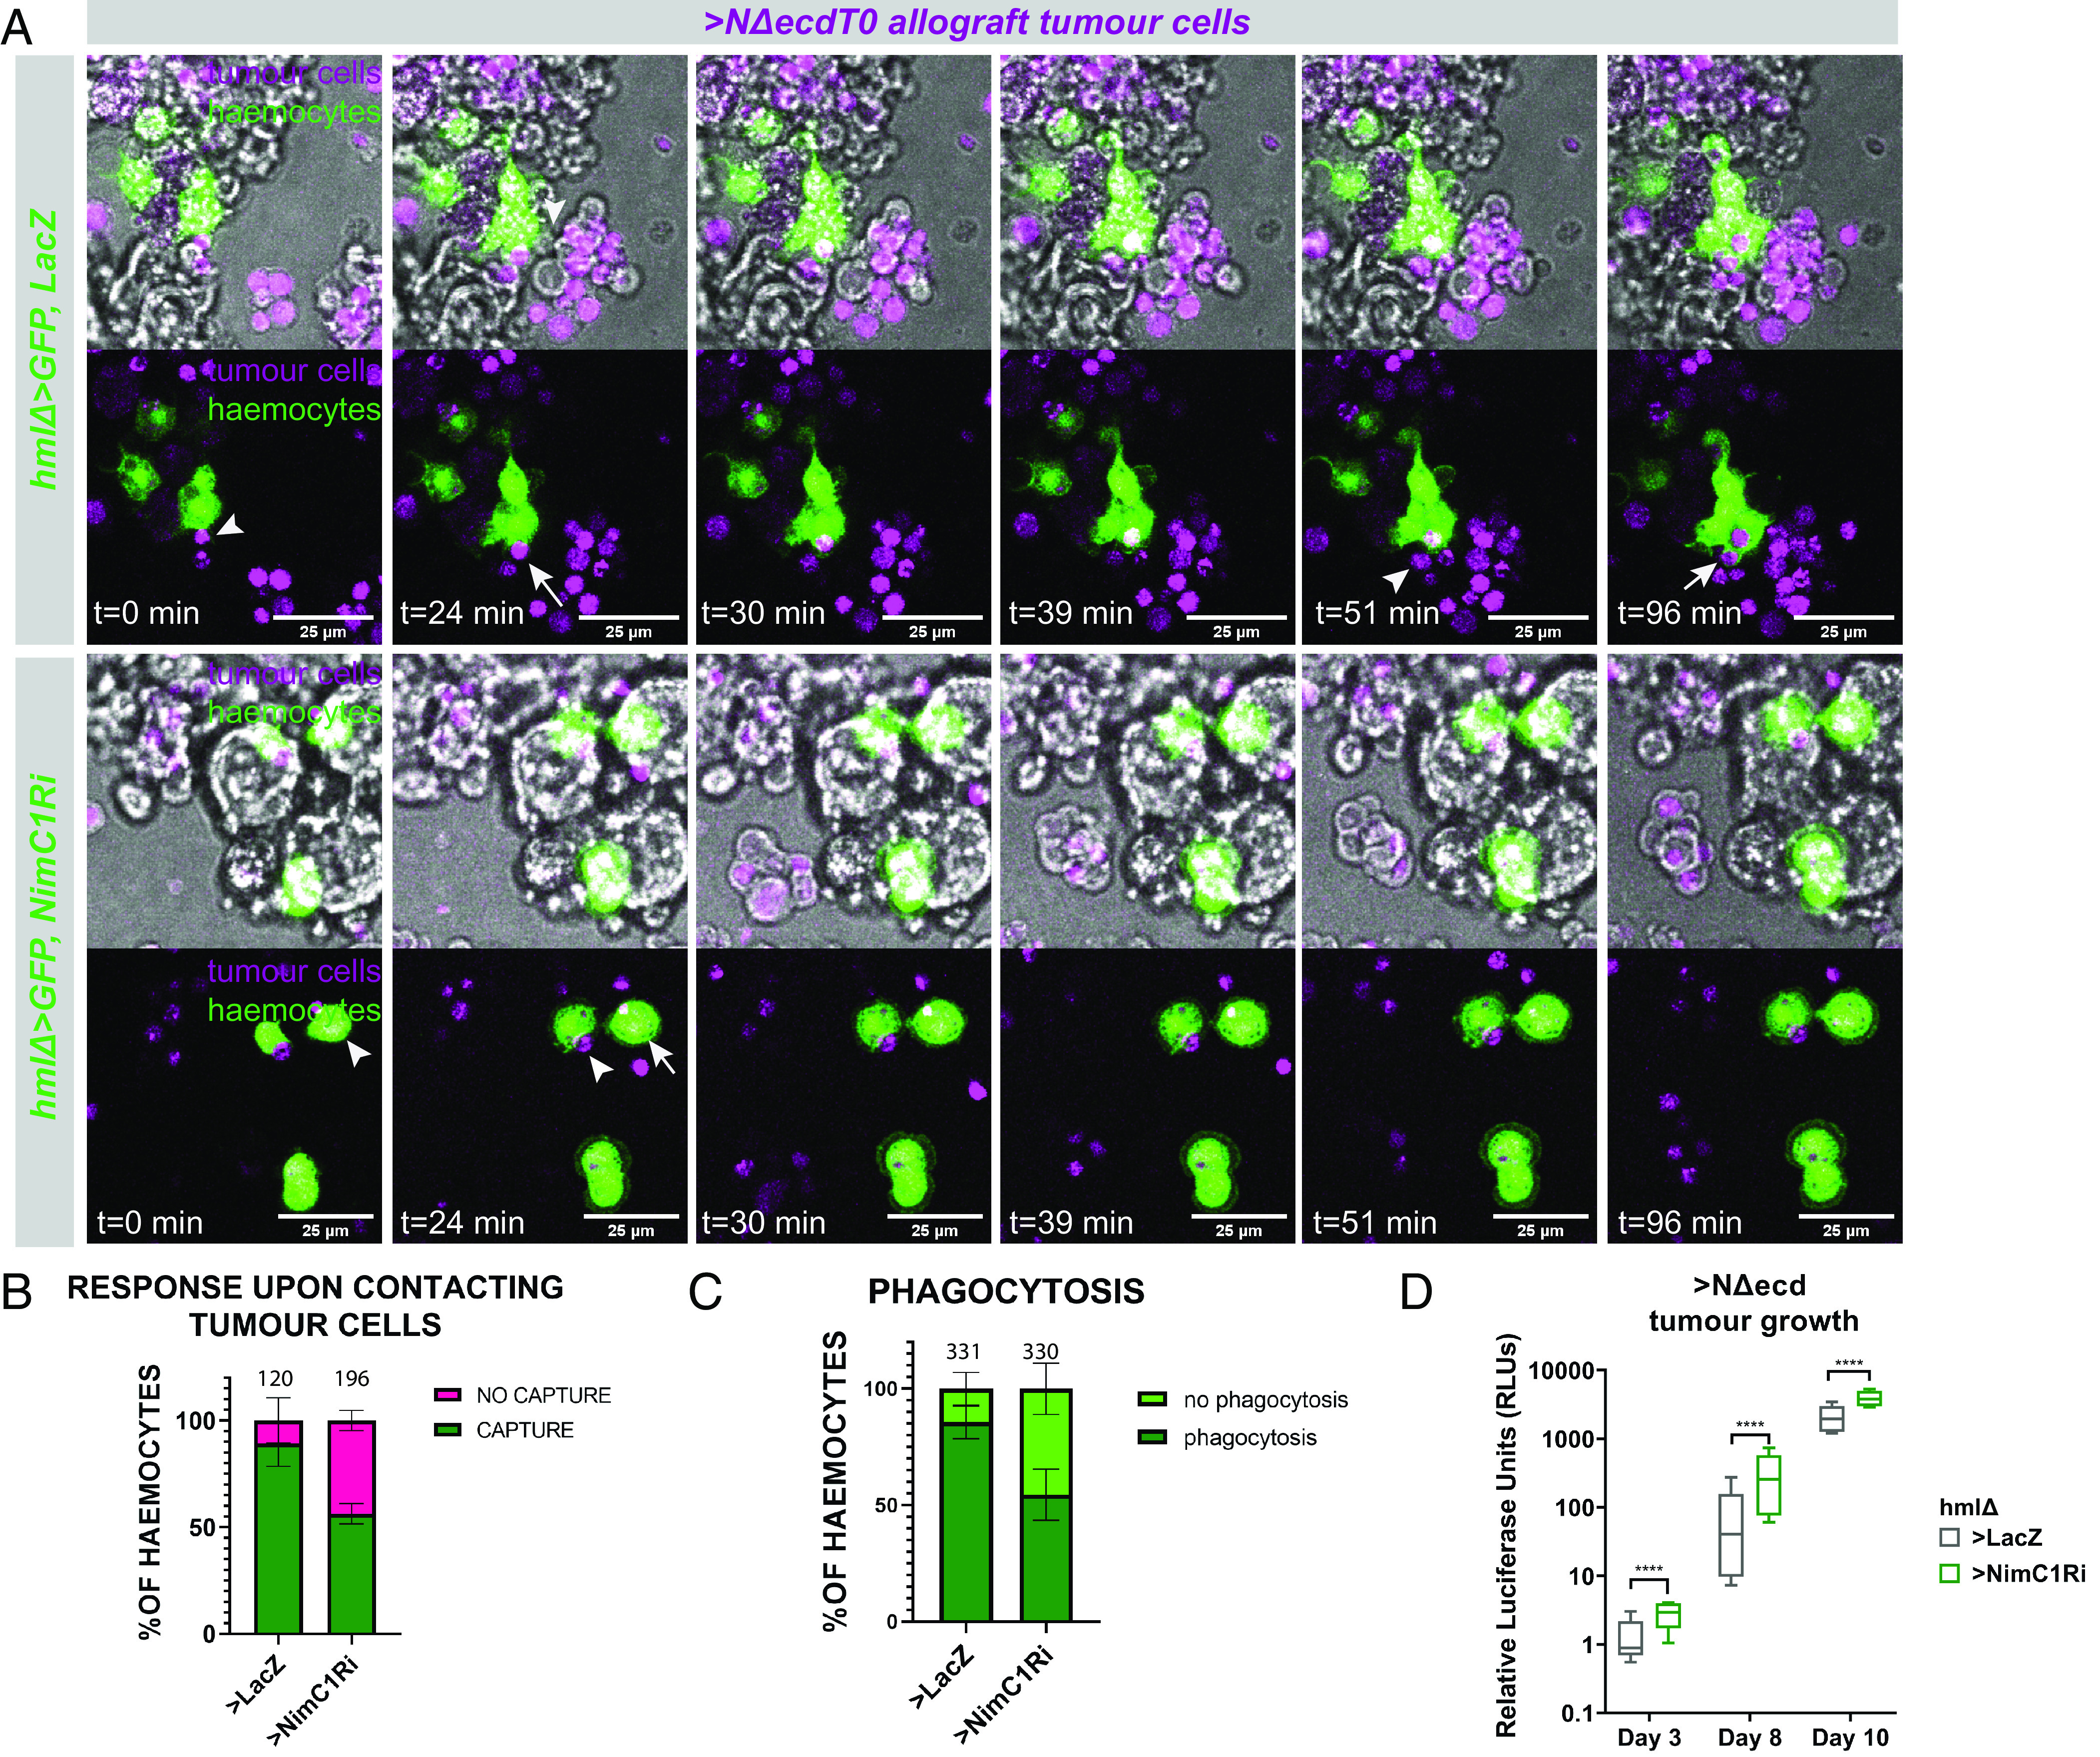
Hemocytes lacking *NimC1* cannot efficiently capture and phagocytose *NΔecd* tumor cells. (*A*) Stills from timelapse movies of *grh^ts^>NΔecd* allograft tumor cells (magenta) cocultured with naïve isolated hemocytes (green) from *hmlΔ*>*GFP+lacZ* (control) and *hmlΔ*>*GFP+NimC1-RNAi* adult flies. White arrows: tumor cells being engulfed by haemocytes, white arrowheads: tumor cells captured by hemocytes. (Scale bar, 25 μm.) (*B* and *C*) Diagrams depicting the proportion of hemocytes that capture tumor cells upon contact (*B*) or contain tumor material in their phagosomes after 4 to 6 h of coculture (*C*). The number of total contact events/hemocytes scored (from 3 biological replicates) is shown above each bar. Error bars indicate SD. (*D*) Box plot depicting luciferase activity from *hml*>*GFP+lacZ* vs. *hml*>*GFP+NimC1-RNAi* host flies carrying *grh^ts^>NΔecd+luc* allograft tumors (500 T0 cells) over a time course of 10 dpi. Middle bars: median values; boxes: first to third IQRs; whiskers: 5% and 95%. ****P < 0.0001 (unpaired *t* test).

To validate that the phagocytic defects seen in the live imaging experiments (Fig. 7 *A*–*C* and *SI Appendix*, Fig. S7*C*) and the decreased survival of *NimC1*-depleted hosts (Fig. 7*B*) correlate with increased tumor burden, we utilized the luciferase assay. At all timepoints, tumor-derived luciferase activity was significantly higher in *NimC1*-depleted hosts compared to controls (Fig. 7*D*). We therefore propose that phagocytosis defects caused by silencing of *NimC1* led to an increased tumor growth rate, which resulted in the accelerated death of the host.

## Discussion

Persistent Notch signaling or Hes expression in NSC progeny in Drosophila larvae leads to a block in differentiation, hyperplasia, and the generation of malignant tumors upon allografting. The transcriptome changes between host-propagated and primary larval tumors presented herein suggest that neurons and glia are eliminated after allografting. In addition, early differentiation-promoting factors, though not entirely repressed, continue to decrease from primary tumor to T0/T3. 

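The list of 11 early neuronal and differentiation factors, which includes *pros*, *ase*, *erm*, *nerfin-1* and *cas*, had a median log2 fold change of -2.92 in T0 and -3.12 in T3 against FACS, below the range of 95% of random lists, whose lower ends were -0.56 and -0.58. In T0 all 11 genes were called lower and in T3 10 of them, or 11 when adjusted over the list alone. *pros*, on chromosome 3R from 11328480 to 11407627 of BDGP6.54, kept an implied mean of 1262 normalized counts in T0 and 626 in T3, from 18713 in FACS, with -3.89 (standard error 0.35, adjusted p = 2.5e-26) in T0 and -4.94 (standard error 0.39, adjusted p = 2.0e-35) in T3 in the authors' deposited tables. *ase* kept 332 and 159 normalized counts, from 2558, and *dati*, which changed least in T0, 863 and 695, from 1558. From T0 to T3 the median of the 10 genes with enough counts was -0.80, at percentile 0 of random lists. Of these, 3 were called lower, and 5 when adjusted over the list alone. They included *nerfin-1*, with -2.44 (standard error 0.47, adjusted p = 1.1e-04) in the authors' table, and *cas*, with -1.35 (standard error 0.33, adjusted p = 0.0079). *erm* and *ham* were above 0, at 0.16 and 0.47, and neither was called.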

The transcriptome data are also indicative of a metabolic switch in both lipid and amino acid pathways and a multitude of stress responses. The growth regulator Myc is absolutely necessary for malignant conversion, since no allograft tumors could be recovered upon *Myc* knockdown (Fig. 3). The ability of overexpressed Myc to coordinately activate autophagy and antioxidant responses has been shown to underlie its overgrowth effects (44) and is consistent with our results, since both autophagy and antioxidants (gst genes) are up-regulated in Notch tumors. 

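The autophagy list of 17 genes had a median log2 fold change of 0.31 in T0 and 0.40 in T3 against FACS, at percentiles 96.7 and 98.6 of random lists, so that the median in T0 lay inside the range of 95% of them. At each stage 15 genes were above 0 and 6 were called higher, also when adjusted over the list alone. With the median of the Wald statistic in place of that of the log2 fold change, the list lay above that range in T0 as well, at 1.54. *Atg8a*, on chromosome X from 10764878 to 10768338 of BDGP6.54, had 0.75 (standard error 0.24, adjusted p = 0.0065) in T0 and 0.75 (standard error 0.13, adjusted p = 1.9e-08) in T3 in the authors' deposited tables, and implied means of 3937 normalized counts in FACS and 6634 in T0. It was not called by the Wald test against a change of 0.5 at either stage (adjusted p = 0.45 and 0.099). The list of glutathione S-transferases had a median of 0.98 in T0 and 0.99 in T3 over 19 genes, above the random lists at both stages. Of these, 8 were called higher in T0, and 12 higher and 2 lower in T3, with the same numbers when adjusted over the list alone. The median Wald statistic in T0, 1.46, lay inside the range of random lists. *GstD1*, on chromosome 3R from 12367817 to 12369268, had implied means of 3045 normalized counts in FACS, 5762 in T0 and 5788 in T3, with 0.92 (standard error 0.23, adjusted p = 4.9e-04) in T0 and 0.89 (standard error 0.15, adjusted p = 2.2e-08) in T3 by the authors' test. Members of this family have near relatives, between which the counting could have split reads.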

Depletion of the RNA-binding protein Imp also severely curtails *NΔecd* tumor growth. Besides stabilizing Myc RNA (28), Imp associates with many other mRNAs and has been shown to promote growth in another NB tumor, generated by the depletion of the prodifferentiation TF Pros (45, 46).

Two of the profound changes that happen upon allografting are the mechanical disruption of the CNS BM and the injury inflicted on the host’s epidermis by the transplantation procedure. Both of these events are known to stimulate hemocyte attraction. Indeed, we find that hemocytes attach and infiltrate the tumor (Fig. 4 and *SI Appendix*, Fig. S6*F*). These hemocytes often contain tumor material in their phagosomes. Tumor phagocytosis appears to slow down the tumor’s growth, as evidenced by either depleting the hemocyte population or disabling their phagocytic ability by knocking down photoreceptors, like NimC1. Both of these manipulations accelerate tumor growth and hasten the demise of the host. We do not think that the hemocytes’ response is specific to the *NΔecd*-tumor, as we have documented a similar response to nonmalignant brain lobes after allografting (Fig. 4 and *SI Appendix*, Fig. S5*F*) or upon coculture (*SI Appendix*, Figs. S5*D* and S7*E*). It is possible that hemocytes attack any foreign tissue fragment injected at the wound, but the tumor simply evades destruction by these immune cells by virtue of its ability to grow rapidly.

Over the past two decades, many eye or wing disc-derived tumor studies have given us insight on the changes that underlie malignant transformation. A common denominator in these epithelial cancers is activation of JNK, a stress-responsive proapoptotic pathway, coupled with activation of oncogenes, which, among others, leads to inhibition of apoptosis (43, 47–51). 

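The JNK core list of *bsk*, *hep*, *Tak1*, *msn*, *Jra*, *kay*, *Mkk4*, *slpr*, *Traf6* and *wgn* had a median implied mean of 1638 normalized counts in FACS, 1405 in T0 and 1625 in T3. The list's median log2 fold change against FACS was -0.24 at both stages, inside the range of 95% of random lists. The genes called were *Jra*, lower at both stages, and in T3 *wgn*, lower, and *kay*, higher, with the same calls when adjusted over the list alone. *puc*, on chromosome 3R from 8105332 to 8122294 of BDGP6.54, had implied means of 1108 normalized counts in FACS, 913 in T0 and 1161 in T3. Its changes in the authors' deposited tables were -0.28 (standard error 0.27, adjusted p = 0.46) in T0 and 0.03 (standard error 0.19, adjusted p = 0.92) in T3, with 95% limits of -0.80 and 0.25 in T0 and -0.34 and 0.41 in T3. *Mmp1*, on chromosome 2R from 24671294 to 24688184, fell from 517 normalized counts in FACS to 43.9 in T0 and 19.2 in T3, with -3.56 (standard error 0.54, adjusted p = 7.5e-10) in T0 and -4.78 (standard error 0.68, adjusted p = 2.2e-11) in T3 by the authors' test. The JNK target list had a median of -0.99 in T0 and -1.31 in T3 over 7 genes, below the random lists. Its median Wald statistic in T0, -1.53, lay inside the range of random lists. Of the 7 genes, 3 were called lower in T0, and 4 lower and 1 higher in T3, with the same numbers when adjusted over the list alone.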

The *NΔecd*-tumor transcriptome contains most core components of the JNK pathway, but shows no evidence of increased JNK activity e.g., upregulation of *puc* or *Mmp1* (48) in the allografts vs. primary tumors. Also, expression of the TNF cytokine *egr*, a major upstream activator of the JNK cascade, is reduced (but still detectable) after allografting. 

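*egr*, on chromosome 2R from 10078366 to 10084210 of BDGP6.54, had implied means of 637 normalized counts in FACS, 518 in T0 and 263 in T3. In the authors' deposited tables its log2 fold change was -1.31 (standard error 0.26, adjusted p = 2.3e-06) in T3 against FACS, which the Wald test against a change of 0.5 also called (adjusted p = 0.0056). In T0 the decrease was not detectable, with -0.30 (standard error 0.44, adjusted p = 0.66) by the authors' test and 95% limits of -1.17 and 0.57. From T0 to T3 the change was -0.996 (standard error 0.44, adjusted p = 0.44) in the authors' table.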

Other JNK targets are the Upd cytokines that activate the Jak/STAT pathway and may act as growth factors within epithelial tumors (13). However, none of the three *upd* genes are detected in the *NΔecd*-tumor transcriptomes. Therefore, neither JNK signaling nor Jak/STAT are at a high level within *NΔecd* tumors; instead these neural malignancies seem to use different oncogenic strategies than epithelial tumors to overgrow and colonize their hosts. 

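The authors' deposited tables list *upd1*, *upd2* and *upd3* at low base means in T0 against FACS, 1.93, 12.6 and 7.15 normalized counts. The implied means of *upd1* were 3.09 in FACS, 0.771 in T0 and 0.643 in T3. *upd2*, on chromosome X from 18240654 to 18243284 of BDGP6.54, had implied means of 23.7 in FACS, 1.56 in T0 and 2.87 in T3, and was called lower at both stages by the authors' test (adjusted p = 0.0015 and 0.0010). Its log2 fold change was at or below -2.98 in T0 and -2.99 in T3, since both allograft means lie under 3 normalized counts. For *upd3* the means were 8.98 in FACS, 5.31 in T0 and 2.58 in T3, with no call. The base mean of at least 10 left fewer than 3 of these genes, so no list median was taken. The list of JAK/STAT targets and receptor genes had a median log2 fold change of -0.01 in T0 and 0.55 in T3 over 8 genes, inside the range of 95% of random lists at both stages. *TotA*, *TotC* and *TotM* were called higher at both stages and *chinmo* in T3, with the same calls when adjusted over the list alone. In T3 against FACS, *Socs36E* (0.08), *Ptp61F* (-0.10), *Stat92E* (-0.08) and *dome* (-0.34) were not called. *TotA* is also in the adult fat body list, and the masses were not sorted. Host tissue is thus not excluded as a source of the higher *Tot* values.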

Epithelial tumors also induce cachexia to their hosts, hallmarked by organ wasting and fluid retention (8); we never observed such systemic effects in the *NΔecd* NB tumor bearing hosts.

A common feature of tumors and wounds is the accumulation of ROS generated by damaged cells or actively produced extracellularly by wound-associated hemocytes that express the membrane-associated oxidases Nox and/or Duox. Some extracellular ROS species, primarily H_2_O_2_, are known to recruit blood cells to wounds in both mammals and flies; these cells help clear cellular debris and repair the injury. The *NΔecd* tumor-associated hemocytes contain high ROS, and this somehow increases the morbidity of the fly—either by helping the tumor grow faster or by generating a widespread inflammation which hastens the host’s death by the tumor.

Human NSC tumors, share many characteristics with the herein described N-tumor. Myc plays an important role in the initiation and progression of certain types of medulloblastomas and gliomas (52, 53). The similarities extend to the reliance of human tumors on insulin/Insulin-like Growth Factor (IGF) signaling. IGF1R activation has been implicated in increasing tumor aggressiveness. Notch has also been implicated in glioma growth (54). In human glioblastoma explanted cultures mutant for *TRIM3*, transport of active NOTCH1 (NICD) is perturbed, resulting in enhanced tumor growth (55). A population of Notch-dependent slow-growing cancer stem cells has been implicated in the drug resistance [to Receptor Tyrosine Kinase (RTK) inhibitors] of certain types of glioblastoma (56). Rare subclones acquire further genetic changes which activate insulin and AKT signaling programs enabling their rapid expansion over time (57). Thus, the interplay of insulin/IGF, Myc, Notch and HES seems to be a common intrinsic axis controlling NSC carcinogenesis.

Finally, Notch regulates coevolution of malignant glioma and immune cells in the TME. In early stages of GBM, glioma cells increase their aggressiveness and avoid immune surveillance by reducing Notch signaling, which results in recruitment of immunosuppressive TAMs, instead of antitumor TAMs and T cells (58).

Similar tumor-intrinsic mechanisms and interactions with the microenvironment seem to shape brain tumor progression in flies and mammals. The easily manipulable fly system that we have described may help devise intervention strategies to treat these highly lethal tumors.

## Materials and Methods

### Drosophila Strains and Genetics.

Drosophila stocks and crosses were maintained in standard conditions (details in *SI Appendix*).

Hyperplastic or control larval CNSs were obtained either with the act-F/O or the *grh^ts^*system. See *SI Appendix*, *Materials and Methods* for details.

Host flies’ preparation for the hemocyte ablation and RNAi screen experiments as well as for bleedings and live imaging experiments are described in *SI Appendix*.

### Transplantation Procedure.

Transplantations were performed as previously described by ref. 20 and as recently summarized in refs. 24, 25, and 59; for detailed description see *SI Appendix*, *Materials and Methods*.

Hosts were mesoscopically examined daily for viability (survival assay) and GFP/RFP signal detection under an epifluorescent stereoscope.

### Immunohistochemistry.

Fixation and immunohistochemistry of larval tissues were performed according to standard protocols (60), see *SI Appendix*, *Materials and Methods and Materials Table*.

### Live Imaging.

Both cocultures of larval brains with larval hemocytes and tumor explant with adult hemocytes (freshly isolated by perfusion as described in ref. 61 were prepared as described in *SI Appendix, Materials and Methods*.

All imaging was performed on a Leica TCS SP8 microscope (FORTH-IMBB confocal facility).

### Luciferase Assay.

Luciferase assays in tumor-bearing flies were performed as previously described (30, 31) using a Luciferase Assay Kit [Promega (details in *SI Appendix*, *Materials and Methods*)].

### FACS Purification, RNA prep, RNA-seq Library.

NSC-like cells from circa 150 hand-dissected larval CNSs were dissociated and isolated by FACS according to published protocols (62) and as previously described in ref. 25. Tumor cells from T0 or T3 stage (25 hosts, circa 10 dpi) were collected in ice cold PBS.

RNA was extracted with Trizol according to standard protocols from FACS sorted cancer NSCs or T0 and T3 allograft tumors (three replicates per sample) and was subsequently used for the RNA-seq library preparation.

NGS libraries were generated using the polyA mRNA magnetic isolation kit [New England Biolabs (NEB)] and the NEB Ultra II RNA library kit for Illumina kit according to manufacturer’s protocol, using 13 cycles of amplification. Libraries were sequenced on Illumina Nextseq 500 on 1 × 75 High flowcell. (More details in *SI Appendix*, *Materials and Methods*).

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

Dataset S03 (XLSX) Click here for additional data file.

Dataset S04 (XLSX) Click here for additional data file.

Movie S1. *grh^ts^>NΔecd* tumour cells (magenta) raised in an *hml>GFP+lacZ* host (green haemocytes) for 10 days prior to explanting and imaging live. Timelapses were captured every 2min for a duration of circa 4 hours. Top: fluorescent image superimposed on brightfield to visualize cell morphology. Scale bar 20μm. Movie is related to Fig.5E.

Movie S2. *grh^ts^>NΔecd* allograft tumour cells (magenta) co-cultured with naïve isolated adult haemocytes (green) from *hmlΔ>GFP+lacZ* (control). Timelapses were captured every 3min for a duration of circa 4-6 hours. Top: fluorescent image superimposed on brightfield to visualize cell morphology. Note the highly motile filopodia emanating from the haemocytes. Scale bar 25μm. Movie is related to Fig.7A.

Movie S3. *grh^ts^>NΔecd* allograft tumour cells (magenta) co-cultured with naïve isolated adult haemocytes (green) from *hmlΔ>GFP+NimC1-RNAi*. Timelapses were captured every 3min for a duration of circa 4-6 hours. Top: fluorescent image superimposed on brightfield to visualize cell morphology. Scale bar 25μm. Movie is related to Fig.7B.

## Data Availability

RNA seq raw data have been deposited in GEO (GSE219067) (63). Previously published data were used for comparisons with the datasets produced in this work (https://doi.org/10.1242/dev.126326, https://doi.org/10.1387/ijdb.210187cd, https://doi.org/10.1242/dev.191544, https://doi.org/10.1126/science.1195481, doi: 10.1016/j.celrep.2012.07.008) (27, 64–67). Requests for resources and reagents should be directed to Christos Delidakis () or Eva Zacharioudaki ().

# Supplementary material for: Growth deregulation and interaction with host hemocytes contribute to tumor progression in a Drosophila brain tumor model
**Source:** Proc Natl Acad Sci U S A. 2023 Aug 7;120(33):e2221601120. doi: 10.1073/pnas.2221601120
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for:

### Growth deregulation and interaction with host haemocytes contribute to tumour progression in a *Drosophila* brain tumour model

Chrysanthi Voutyraki<sup>1,2</sup>, Alexandros Choromidis<sup>1,2</sup>, Anastasia Meligkounaki<sup>1,2</sup>, Nikolaos Andreas Vlachopoulos<sup>1,2</sup>, Vasiliki Theodorou<sup>1</sup>, Sofia Grammenoudi<sup>3</sup>, Emmanouil Athanasiadis<sup>4,5</sup>, Sara Monticelli<sup>6</sup>, Angela Giangrande<sup>6</sup>, Christos Delidakis<sup>1,2, \*</sup>, Evanthia Zacharioudaki<sup>1, \*</sup>

#### This PDF file includes:

- Supporting Materials and Methods
- Supplementary Figures S1 to S7
- Materials Table
- Legends for Datasets S1 to S4
- Legends for Movies S1 to S3
- SI References

#### Other supporting materials for this manuscript include the following:

- Datasets S1 to S4
- Movies S1 to S3

# Supporting Information Appendix

## Materials and Methods

### *Drosophila strains and genetics*

*Drosophila* stocks and crosses were maintained in standard cornmeal/yeast medium at 25°C or 18°C with a 12/12 light/dark cycle. The strains used are described in the Materials Table below.

Hyperplastic larval CNSs were obtained either by using the flip-out system or a temporally controlled progenitor-specific driver. In the first case, male flies from the *hs-FLP; act-FRT>STOP>FRT-Gal4, UAS-nlsGFP* stock (*act-F/O* in brief) were crossed with females of *UAS-NAecd* [1] or *UAS-LacZ* (control). Their progeny underwent heat shock for 1 hour at 37°C at 72 h after egg laying (AEL). Upon heat shock, the Flippase (FLP) was produced and randomly catalyzed the excision of an FRT flanked polyadenylation site (transcriptional STOP) upstream of *Gal4*. As a result, Gal4 was produced from an actin promoter in random cells and their progeny (clonal constitutive expression) and drove the expression of all UAS transgenes (*GFP* and *NAecd* or *LacZ*). Thus, GFP marked *act-Gal4* (flip-out) clones were generated. CNSs were dissected out from wandering third instar larvae 4 days after clone induction and used for transplantation. For the temporally regulated, progenitor-specific expression of *NAecd*, flies carrying *UAS-NAecd* or *UAS-LacZ* (control) were crossed with *tubP-Gal80<sup>ts</sup>, UAS-RedStinger/CyO, Tb;grhNB-Gal4/TM6B* (referred to as *grh<sup>ts</sup>-Gal4*) stock [2]. *αTub-Ga80<sup>ts</sup>* was used to temporally control the expression of transgenes. Progeny were maintained at 18°C for 10 days where Gal80<sup>ts</sup> was inhibiting Gal4, then shifted to 29°C for 48 h, where Gal80<sup>ts</sup> was inactivated and *grhNB-Gal4* was

permitted to drive the expression of *UAS* transgenes. Subsequently, larval CNS were dissected out and used for further experiments.

For the functional experiments with *Myc*, *InR* (constitutively active and dominant negative forms), and *Imp*, the respective transgenes were combined with *UAS-NΔecd* or *UAS-LacZ* (control) lines and *act-F/O* tumours were generated as described above. A neutral transgene, usually *UAS-w-RNAi*, was used as a negative control to balance the dosage of total *UAS* transgenes per genotype.

For quantitatively scoring hyperplasias in the larval CNS, the experimental regimens were slightly altered to create milder hyperplasias (thus allowing easier manual counting of the hyperplastic vs normal clones); for the *act-F/O* system, larvae of the appropriate genotypes underwent heat-shock for 35min at 37°C (72 hours AEL) and CNSs were dissected out 3 days later.

For collecting larval haemocytes, *hmlΔGal4*, *UAS-2xEGFP* larvae were used. For collecting adult haemocytes, *hmlΔGal4*, *UAS-2xEGFP* flies were crossed to appropriate responder *UAS* lines and their F1 progeny were bled as detailed in the "Live Imaging" section.

Host flies for the haemocyte ablation and the RNAi screen experiments were prepared as follows: female flies from *hmlΔGal4*, *UAS-2xEGFP* (BL#30140) were crossed with *UAS-hid/CyO,Tb*, or *UAS-lacZ* or the respective RNAi lines obtained from Bloomington (Materials table). Crosses were maintained at 18°C to keep Gal4 activity low during larval/ early pupal stages (*hmlΔGal4* is not expressed at the embryo stage, anyway [3]). At late pupal stage (16-18 days after egg laying), progeny was shifted to 29°C to boost Gal4 activity. Adult flies circa 5-6 days after adult eclosion were injected with PBS or transplanted with 500 control brain cells or 500 *grh<sup>ts</sup>>UAS-NΔecd* T0 or T2 cells (haemocytes ablation experiments). Adult flies either challenged as described above or unchallenged were monitored until their death.

### ***Transplantation procedure and survival assay***

Transplantations were performed as previously described by [4] and as recently summarized in [5]–[7]. To generate brain tumours, we utilized either the *act-F/O* or *grh<sup>ts</sup>* system to either drive *UAS-NAecd*, *UAS-LacZ* (control) or combinations of transgenes (*UAS-NAecd* + *UAS-RNAi* lines for genes of interest) as described above. Larval CNSs were dissected and sliced into individual brain lobes. Each brain lobe was loaded into a fine glass needle and transplanted into the abdomen of adult female fly hosts (*w<sup>1118</sup>*, unless otherwise stated) using a Nanoject II Auto-Nanoliter Injector (Drummond Scientific Company; Cat# 3-000-205A). All female fly hosts were of similar age at the day of the transplantation i.e 3-4 days after adult eclosion except for the host flies used for the haemocyte ablation and the RNAi screen experiments which were all 5-6 days after adult eclosion to allow haemocytes to complete the clearance of larval fat body cells and relocate to adult tissues [8]. After the transplantation, flies were placed in fresh vials and were kept at 25°C (*act-F/O* system) or 29°C (*grh<sup>ts</sup>* system) in a horizontal position. Fly food was renewed every 2-3 days to keep injected flies clean and reduce the load of potentially harmful germs growing in the vials. Hosts were macroscopically examined on a daily basis for viability (survival assay) and GFP/RFP signal detection in the abdomen or other parts of their body (thorax, head) under an epifluorescent stereoscope. Animals that died within three days post injection were excluded from the survival analysis as mortality could be attributed to damage during the injection procedure and not by the graft. Occasionally, some host animals continued to die up to days 7 post injection. When macroscopically examined post mortem, they had developed some tumour burden which may or may not have been the cause of their death. For the survival assays, we only scored hosts that developed detectable tumour (GFP/RFP), unless otherwise stated. For control animals bearing no insult we did not exclude any deaths from the analysis. Even in these control cases, occasional

animals died during the 10 first days post eclosion in some replicates for reasons that we do not understand. The day of death of each fly host was depicted as an individual dot in Survival Scatter plot diagrams (see below the “Quantification and Statistical analysis” section).

5-15 days after transplantation, tumour (derived from the transplantation of the hyperplastic brain tissue; T0) was dissected out of the fly host into a glass slide filled with 1X sterile PBS by performing an epidermal incision in the abdominal area. The material was either used for re-transplantation (serially for up to three more passages–T3), immunohistochemistry and live imaging experiments or was stored in Trizol for RNA extraction and library preparation for RNA seq analysis. To ensure that a consistent number of tumour cells was injected in the allograft passages (T1-T3), tumour pieces from the previous stage ( $T_{n-1}$ ) were dissected out, dissociated in sterile PBS to single cell suspension (mechanically, via repeated aspiration through an insulin needle), counted on a haemocytometer and resuspended in filtered PBS at the desirable cell density. For the RNAi screen, we injected 500 tumour cells or sterile PBS at 36.8 nl per fly.

### ***Immunohistochemistry***

Fixation and immunohistochemistry of larval tissues were performed according to standard protocols [9]. Allograft tumours were fixed and stained as previously described [5]. After separating the abdomen from the rest of the fly body into a glass plate filled with 1X PBS, a slight cut was performed ventrally and fixation into 4% formaldehyde followed for 35 min at RT. After blocking in PBT (1X PBS, 5% BSA, 0.1% Triton) for at least 2h or O/N, tissues were incubated in primary antibody O/N at 4°C in a 96-well plate. After three 10-minute washes with 1X PT (1X PBS, Triton 0.1%), an O/N incubation with secondary antibodies and Hoechst followed. After breaking up the abdomen to fragments of internal organs mixed with tumour, we mounted the

samples in glass microscopy slides in mounting medium (80% glycerol with 0.5% N-propyl gallate).

Primary and secondary antibodies used are described in the Materials table. Samples were imaged using a Leica SP8 confocal microscope at the FORTH-IMBB confocal imaging facility.

### ***Live imaging***

**For larval brain co-cultures with larval haemocytes:** Larval brains were dissected in Complete Schneider's Culture Medium [Schneider medium (GIBCO; Cat# 21720024) supplemented with 1 mg/ml glucose (D-L- glucose monohydrate), 10% FBS (F4135), 4% larval extract, 1 mg/ml human insulin (Sigma; Cat# I9278) and 1x Antibiotic Antimycotic (GIBCO; Cat# 15240062)]. CNSs were dissociated in collagenase solution [2 mg/ml (Sigma; Cat# C0130)] for 20 minutes at RT, rinsed with culture medium and mechanically sheared using a 200µl pipette tip (pipetting up and down). Clumps of dissociated CNS cells were transferred on a glass-bottom Mattek dish (Cat# P35G-1.5-14-C), where they were left to settle for 15 minutes. Larval haemocytes were collected in ice cold culture medium by making an incision in the ventral part of the larval body and gently rubbing the cuticle to detach most of the tissue-resident haemocytes. A total of ten larvae were used per experiment. Haemocytes were added on top of the CNS culture prior to imaging. Samples were immediately imaged for 4-5 hours on a Leica SP8 confocal microscope at RT ~22°C (FORTH-IMBB confocal facility).

**For tumour explant cultures and co-cultures with adult haemocytes:** Tumour explants were dissected out on a glass slide in 300µl culture medium and were gently dissociated to clumps by pipetting up and down using a yellow pipette tip. Explants were either imaged immediately after isolation (to observe the tumour-resident haemocytes) or were co-cultured with freshly isolated

adult haemocytes. Adult haemocytes were collected with perfusion as previously described [10]. An insulin syringe was loaded with culture medium and a fine glass capillary needle (same needle used for the nanoinjector) was attached to the needle. A small incision was made at the posterior ventral side of the abdomen of a cold anaesthetized female and the tip of the glass capillary was inserted into the lateral thorax. Culture medium was gently perfused in the fly and 5 drops/fly coming out from the abdominal cut were collected on a Mattek dish. A total of ten adult flies were bled for each experiment. Tumour suspension was subsequently (10-15 min later) added on top of the haemocyte population prior to imaging. Samples were immediately imaged for 4-6 hours on a Leica TCS SP8 confocal microscope (FORTH-IMBB).

**2',7'-Dichlorofluorescein diacetate (DCF-DA) staining:** Tumour explant was isolated in unsupplemented Schneider's medium and DCF-DA (Sigma; Cat# D6883) was added at final concentration of 1mg/ml. Samples were imaged live 30 minutes later on a Leica SP8 confocal microscope (FORTH-IMBB confocal facility).

### ***Luciferase assay***

Luciferase assays in tumour-bearing flies were performed as previously described [11], [12]. Luciferase activity was measured using a Luciferase Assay Kit (Promega; Cat# E1500). First, we generated flies carrying both *UAS-NΔecd* (or control *UAS-lacZ*) and *UAS-luciferase* transgenes. Tumourigenic (*UAS-NΔecd/tubP-Gal80<sup>ts</sup>*, *UAS-RedStinger*; *UAS-luciferase/grhNB-Gal4*) or control (*UAS-lacZ/tubP-Gal80<sup>ts</sup>*, *UAS-RedStinger*; *UAS-luciferase/grhNB-Gal4*) brain lobes were transplanted into *w<sup>1118</sup>* hosts. For some luciferase experiments, tumours were serially re-transplanted to the T1 stage (500 cells injected). Three flies were used per biological replicate and a total of 3-4 biological replicates was collected (9-12 flies) for each genotype and timepoint.

Whole fly extract was prepared in 1X Passive Lysis Buffer using Kontes pestles and Eppendorf tubes. The extracts were centrifuged twice at 10.000g for 15 minutes at 4°C and the supernatant was stored at -20°C. Luciferase activity was measured using a Luminometer (Turner Designs; Cat# TD-20210) by adding Luciferin substrate (LARII; provided in the kit) to each sample. Normalization of Luciferase levels was performed by measuring total protein content in the samples by Bradford assay.

### ***Cryosections***

Adult tumour-bearing flies were anesthetized on ice and quickly washed in EtOH on a glass slide. To create an opening for the fixative, flies were placed on 1X PBS and the proboscis was removed. Fixation with 4% formaldehyde followed for 2.5h at RT and after two washes with 1X PBS, flies were incubated in 25% sucrose solution O/N at 4°C. Flies were blotted dry on tissue paper and embedded into OCT (Tissue-Tek Cat# 4583) containing cryocubes, frozen instantly on dry-ice/ethanol, and kept at -80°C until sectioning. Sections were obtained at -25°C on a Leica CM1850 cryostat with a section thickness of 30-50µm. Frozen sections were transferred on Superfrost Plus Microscope Slides (Menzel; Cat# J1800AMNZ) and stored at -20°C overnight. Next day, sections were postfixated for 12 minutes with 4% formaldehyde at RT. After 3 gentle rinses with 1X PBS, samples were mounted with Drop-n-Stain EverBrite™ Mounting Medium (BIOTIUM, Cat# 23009), covered with 24X50mm coverslips and sealed with nail polish. For every genotype/timepoint at least two flies were used.

### ***FACS purification, RNA prep, RNA-seq library***

Neural stem cell-like cells from larval brains were dissociated and isolated by FACS according to published protocols [13] and as previously described in [5]. Hyperplastic CNSs from 150 larvae

bearing GFP positive *act-F/O* clones overexpressing *UAS- Nlecd* were dissected out in ice cold 1x Rinaldini solution (Rinaldini 10X: 1.4M NaCl, 26 mM KCl, 4 mM NaH<sub>2</sub>PO<sub>4</sub>, 120 mM NAHCO<sub>3</sub> and 50 mM Glucose) and incubated in Dissociation Solution [Collagenase 2 mg/ml (Sigma, Cat# C0130) in Complete Schneider's Culture Medium]. After three washes in 1x Rinaldini to remove Collagenase remnants, larval brains were gently disrupted in 200µl of 1x Rinaldini supplemented with 10% FBS. The cell suspension was filtered through a cell strainer (30µm mesh) into a 5ml FACS tube (Corning; Cat# 352235) filled with 800µl of 1x Rinaldini and 10% FBS. Propidium Iodide was added to the sample at a final concentration of 0.5µg/ml prior to sorting to exclude dead cells. NSC-like cells were isolated on a BD FACS ARIA III using a 100-micron diameter nozzle at a sheath pressure of 20psi. Live, GFP-positive cells of which the majority were cancer NSCs (there were also a few mature neurons and glia) were sorted according to the gating strategy described in [5]. Cells were sorted at an event rate of a maximum of 6,000 events per second into 15ml falcon tubes containing 1ml of 1x Rinaldini solution. Isolated cells were centrifuged at 300g for 5 min and the pellet was resuspended in 500µl of Trizol and instantly frozen. The sample was named N-FACS.

Tumour cells at the T0 or T3 stage which are very diffuse and break up easily to single cells/ small clumps were collected in ice cold PBS from hosts circa 10 days post injection and stored frozen in Trizol. These samples were named N-T0 and N-T3.

RNA was extracted with Trizol according to standard protocols from FACS sorted cancer NSCs of 150 animals (approx. 1,000,000 cells) or allograft tumours at T0 and T3 stages grown in 25 adult host flies (approx. 2,500,000 cells) per replicate. Three replicates per sample (N-FACS, N-T0 and N-T3), nine RNA preps in total, were subsequently used for the RNA-seq library preparation.

NGS libraries were generated using total RNA as input with polyA mRNA magnetic isolation kit (NEB) and the NEB Ultra II RNA library kit for Illumina kit according to manufacturer's protocol, using 13 cycles of amplification. Libraries were sequenced on Illumina Nextseq 500 on 1 x 75 High flowcell.

### ***Quantification and statistical analysis***

Quality control checks on raw *fastq* sequence data was performed by *FastQC* [14] (Version 0.11.9). Generated *fastq* files were aligned to the *Drosophila melanogaster* reference genome (Genome assembly: BDGP6.32) using *STAR* [15] (Version 2.7.5), while raw counts were created using the *featureCounts* [16] (Version 2.0.1). The original data can be retrieved from NCBI GEO under accession Number GSE219067. Downstream analysis of the resulted counts was performed in *R* [17] (Version 4.0.2) using the standard *DESeq2* [18] (Version 1.30.1) package pipeline. The *DESeq2* analysis is presented in Figures 2 and S2. DEG genes from pairwise RNAseq comparisons were filtered for  $|\log_2FC| \geq 0.5$ ,  $p_{adj} \leq 0.05$ , base mean  $\geq 30$ . These lists were used as input in Metascape [19] to search for significantly enriched terms and the results are shown in Fig. 2 and S2.

For the correlation heatmap with a dendrogram (Fig S2. A), N and DM (FACs or T0, T3) sample distances were calculated using the *dist* function (*DESeq2* package) to the transpose of the variance stabilizing transformed (VST) count matrix, while, heatmaps were created using the *pheatmap* R package (Version 1.0.12) with the default parameters.

For Figure S3, differentially expressed genes with  $|\log_2FC| \geq 0.5$ ,  $p_{adj} \leq 0.05$  were used as an input to generate heatmaps to search for similarities with microarray transcriptome data from other allograft brain derived tumours originating from genetic insults in the asymmetric cell division

machinery [20]. They were also used as an input to generate venn diagrams to look for similarities with genes enriched in normal NSCs and neurons [21].

For Figure S1.B, the deep learning network StarDist was used to identify Pros+ve and Dpn+ve nuclei in single image channels and these nuclei were subsequently tracked in 3D in allograft T0, T1, T2 and T3 *Nfecd* tumour pieces using the Trackmate plugin in Fiji [22], [23]. Tracks were manually corrected to identify single nuclei throughout different z stacks. Each tracked tumour allograft piece contained 1500-3500 nuclei. The percent of Pros+ve cells over total tumour cells (defined as the number of Pros+ve nuclei divided by the sum of Dpn+ve and Pros+ve cells per 3D image) were subsequently plotted.

The statistical analysis of different genotypes was performed in Graphpad Prism 8 by using i) either student *t*-test, for comparing two genotypes/conditions ii) ordinary one-way ANOVA, adjusting P values with either Dunnett's multiple comparisons test when comparing multiple genotypes with one control or with Tukey's multiple comparisons test when comparing all genotypes/conditions between them. Scatter plot diagrams in all figures depict all data points (with each data point representing one host fly) pooled from 2-5 independent biological replicates with median values (middle black lines) and first to third interquartile ranges (IQRs: lower and upper black lines, 25th and 75th percentile, respectively); *p* or *adjusted p* values are indicated as following: \**P*<0.05; \*\**P*<0.01; \*\*\**P*<0.001; \*\*\*\**P*<0.0001, *ns* stands for not significant. Box-plot diagrams in all figures depict the median values (middle bars) and first to third interquartile ranges (boxes); whiskers are 5% and 95%; dots indicate outliers. *p* values are indicated as following: \**P*<0.05; \*\**P*<0.01; \*\*\**P*<0.001; \*\*\*\**P*<0.0001, *ns* stands for not significant. Error bars in Figure 7 represent the standard deviation. All details of statistical analyses, including

numbers (n=) of the sample size scored for each genotype/condition, are found in the figure panels or figure legends.

All images from the genetic experiments were analysed using Fiji and Photoshop. Hyperplastic lineage scoring was performed manually in Fiji. All cartoon representations were created with BioRender.com (License numbers; Fig.1A: BD25D4AGIN, Fig.S1C: LX25D4C98C, Fig.6A: MW25D4BDTD, Fig.S6 A, D: KW25D4DTZN).

# Supplementary Figures

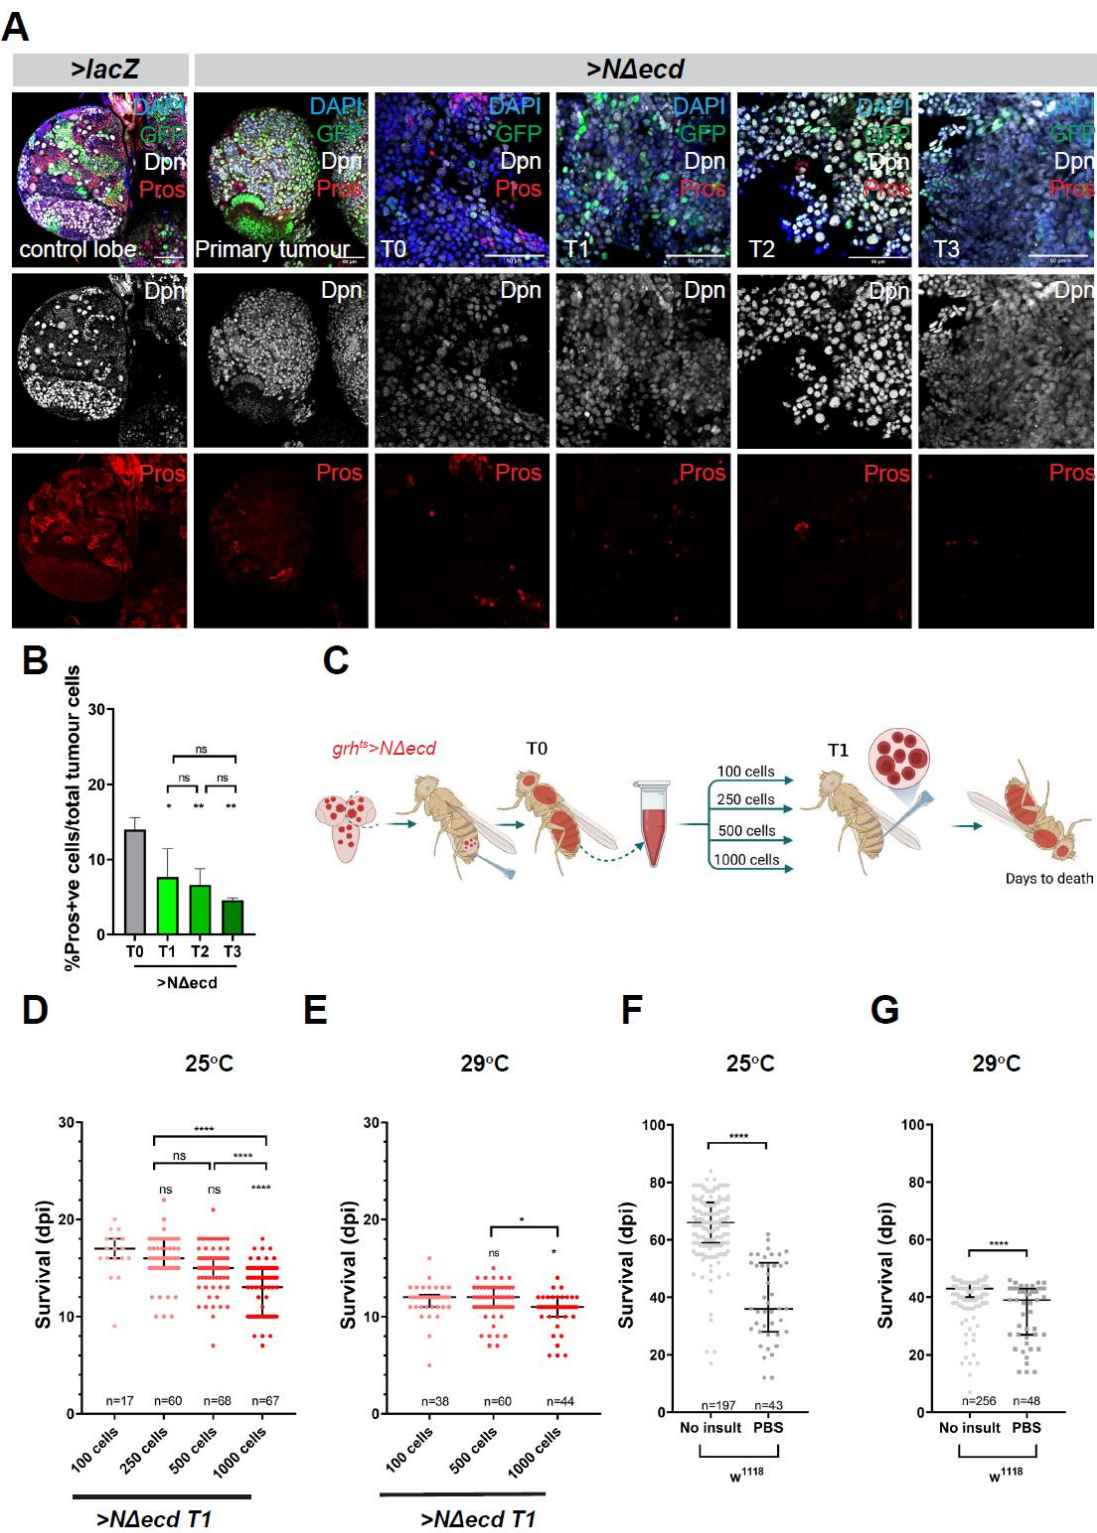

**Figure S1: *NΔecd* tumours have lower number of differentiating cells upon serial transplantations and the reduction in host lifespan is proportional to the amount of *NΔecd* tumourigenic cells injected and temperature dependent.**

(A) Confocal images of GFP marked *act-F/O* clones from control brains (*>lacZ*), primary *>NΔecd* brain hyperplasia (larval brain hemispheres) or *>NΔecd* allograft tumour fragments recovered from the abdomen of host flies (T0 to T3). The tissues are stained for NB marker Dpn (grey) and the early neuronal marker Pros (red). DAPI (blue) shows nuclei. In more advanced allografts (T2 and T3) the number of Pros-positive nuclei is reduced. Scale bar 50μm. (B) Proportion of Pros+ve cells over total tumour cells in *NΔecd* allograft tumours at various stages, T0 (N=4), T1(N=4), T2(N=8), T3(N=2). N= the number of tumour explant pieces analysed per stage. Each piece contained 1500 to 3500 tumour cells. (C) Schematic representation of *grh<sup>ts</sup>>NΔecd* hyperplastic larval brains transplantation into adult fly hosts *w<sup>1118</sup>* (T0). For T1 allografts 100, 250, 500 or 1000 cells of T0 tumour origin were isolated, counted and injected into new fly hosts. Host survival after transplantation was recorded daily. (D-E) Scatter plots of host lifespan after transplantation of 100, 250, 500 and 1000 *>NΔecd* tumour cells. Host flies were kept at 25°C (D) or 29°C (E). Only tumour-bearing flies were scored. (F-G) Scatter plots depicting lifespan of unchallenged (no insult) *w<sup>1118</sup>* flies or flies injected with sterile PBS (32nl). Animals were kept at 25°C (F) or 29°C (G). Note that wild type *w<sup>1118</sup>* flies are also susceptible to sterile PBS injection, however with much higher life expectancy compared to the tumour-bearing fly hosts. Middle black line: median values; smaller lower and upper black lines: first to third interquartile ranges; \**P<sub>adj</sub>* or *P*<0.05; \*\**P<sub>adj</sub>* or *P*<0.01; \*\*\*\* *P<sub>adj</sub>* or *P*<0.0001, ns: not significant [ordinary one-way ANOVA, Tukey's multiple comparisons test for (D, E); unpaired t-test for (F, G)]. n= indicates the total number of flies scored from 3 biologically independent experiments.

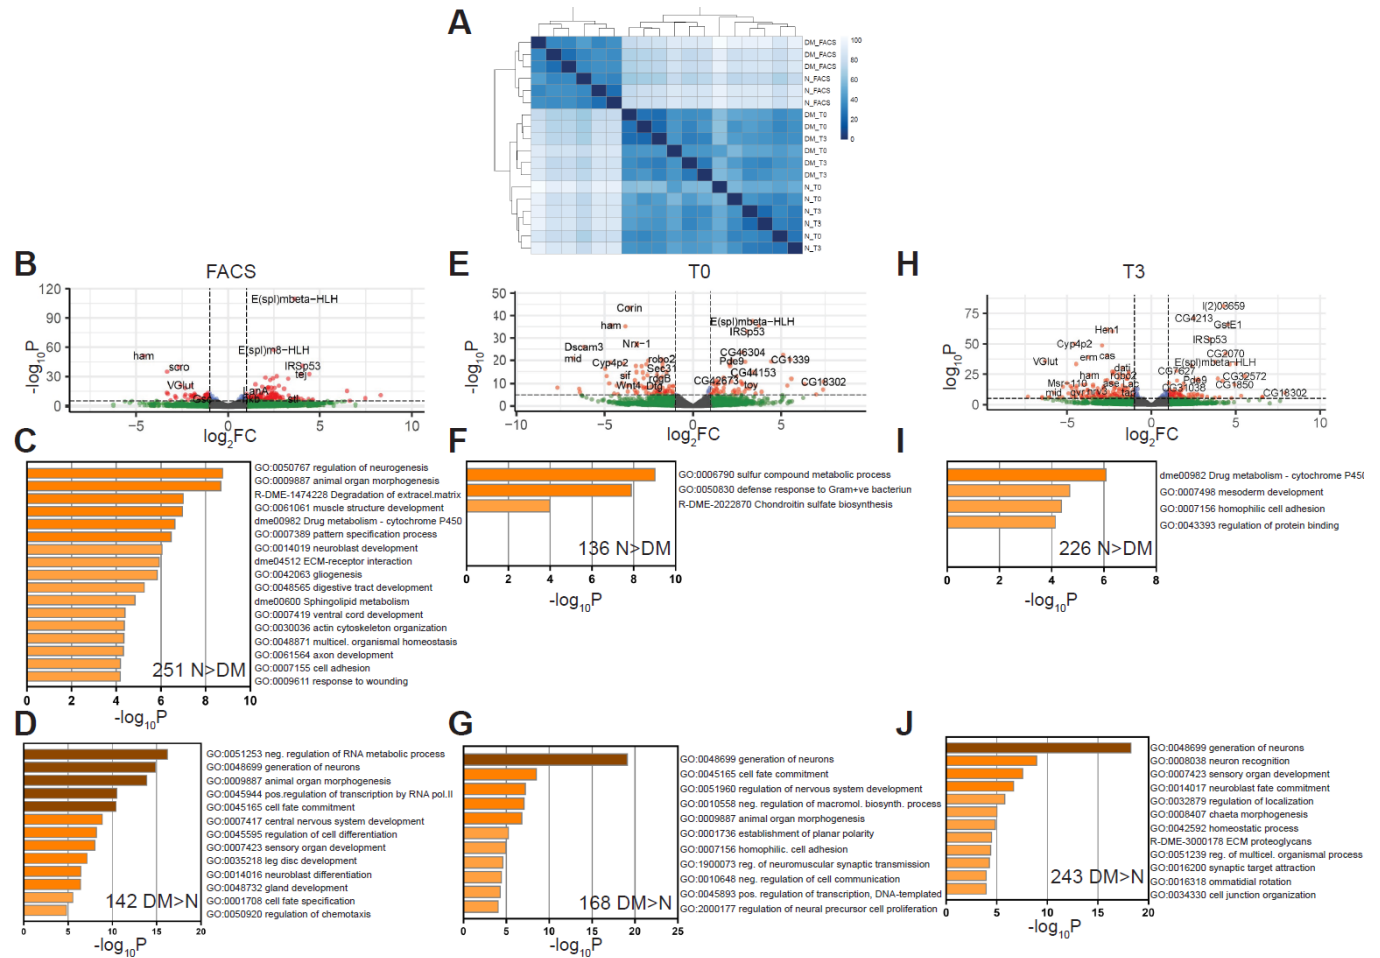

**Figure S2: Comparison between  $N\Delta ecd$  and DM tumours.**

(A) Correlation heatmap with a dendrogram clustering the transcriptomes of  $N$  and DM primary and allograft tumours. (B) Volcano plot comparing  $N\Delta ecd$  (N) vs  $dpn+E(spl)my$  (DM) FACS sorted primary tumour cells. (C-D) Bar graphs of the top enriched GO terms within gene lists of  $N\Delta ecd$  vs DM upregulated (C) and downregulated (D) genes in primary tumour cells. (E) Volcano plot of  $N\Delta ecd$  vs DM T0 tumour cells. (F-G) Bar graphs of the top enriched GO terms (when present, using enrichment  $p_{adj} < 0.1$  as a cutoff) within gene lists of  $N\Delta ecd$  vs DM upregulated (F) and downregulated (G) genes in T0 tumour cells. (H) Volcano plot of  $N$  vs DM allograft T3 tumour cells. (I-J) Bar graphs of the top enriched GO terms within gene lists of  $N\Delta ecd$  vs DM upregulated (I) and downregulated (J) genes in T3 tumour cells. Differentially regulated genes were filtered

by  $FDR \leq 0.05$ ,  $|\log_2FC| \geq 0.5$ , and  $basemean \geq 30$  and the number of genes in each list is shown in C, D, F, G, I, J.

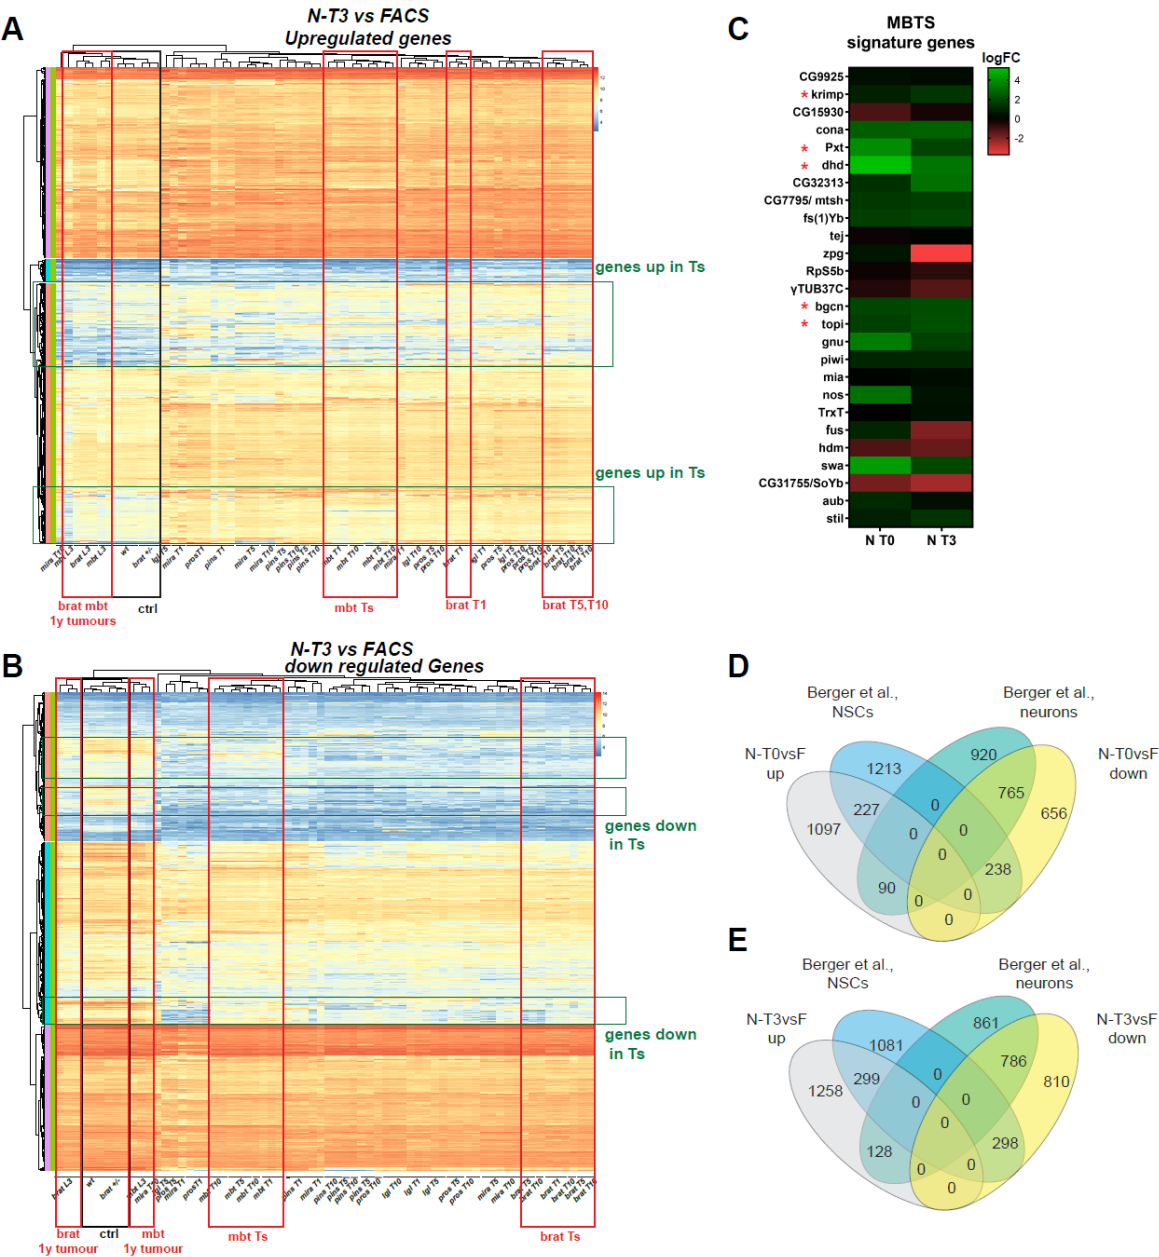

**Figure S3: A small number of the differentially expressed genes in  $N\Delta ecd$  allograft brain tumours show similar expression trends in other allograft brain tumours and normal NSCs.**

(A-B) Heat maps depicting the expression status (microarray signal) of 1165 genes upregulated (A) or of 1431 genes downregulated (B) in *NΔecd* T3 allograft tumours in various primary and allograft brain tumours generated by mutations in asymmetric cell division genes (*lgl*, *pins*, *mira*, *pros*, *brat*) or the chromosome architecture factor *l(3)mbt* [20]. Vertical black rectangle delimits control larval brain tissues; vertical red rectangles delimit mutant *l(3)mbt* and *brat* primary (L3) or allograft tumours at the T1, T5 or T10 stage. Horizontal green boxes mark gene clusters that are also upregulated/downregulated in allograft vs L3 *l(3)mbt* and/or *brat* tumours. Note that of the hundreds of genes whose expression is increased (A) or decreased (B) in *NΔecd* allograft tumours, only one third or less changed coordinately in *brat* and *l(3)mbt* allografts. (C) Heat map of the 26 germline *l(3)mbt* signature genes in *NΔecd* vs primary tumours. Starred genes are upregulated in *NΔecd* tumours. 

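In the authors' deposited tables, 10 of the 26 germline *l(3)mbt* signature genes were called higher than in FACS at either allograft stage. These were *CG7795*, *bgcn*, *topi* and *Pxt* at both stages, *dhd*, *gnu*, *nos* and *swa* in T0, and *krimp* and *CG32313* in T3. With a base mean of at least 30 the number was 6, and it lay between 9 and 10 under the other alternatives that kept genes with low counts. *CG7795* is listed under a newer symbol and was matched through its synonym. For *dhd* in T3 the authors' table gives no p-value. *dhd*, on chromosome X from 5312171 to 5313125 of BDGP6.54, had implied means of 7.15 normalized counts in FACS and 273 in T0, and a log2 fold change of 5.25 (standard error 0.64, adjusted p = 9.1e-15) by the authors' test. For *topi* the change was 1.72 (standard error 0.59, adjusted p = 0.014) in T0 and 2.14 (standard error 0.52, adjusted p = 1.6e-04) in T3, and for *krimp* 1.41 (standard error 0.19, adjusted p = 2.1e-12) in T3. Those with a base mean under 30 in every comparison where they were called were *nos*, *gnu*, *swa* and *CG32313*. Their implied FACS means were 5.82, 1.81, 1.82 and 1.85 normalized counts. Since the masses from female hosts were not sorted, host ovary RNA is not excluded as a source of these calls. In T3 against T0, *dhd*, *gnu*, *nos*, *swa* and *Pxt* lay between -2.35 and -1.69, as the ovary and eggshell list was also lower. *CG7795*, *bgcn*, *topi*, *CG32313* and *krimp* lay between 0.18 and 0.57. None of these differences between the allograft stages was called. Over the 22 genes with enough counts, the median log2 fold change was 0.92 in T0, at percentile 99.7 of random lists, and 0.41 in T3, at percentile 93.1. In T0, 8 of them were called higher and 2 lower, or 9 and 2 when adjusted over the list alone, and in T3 5 were called higher and 4 lower, or 6 and 4 when adjusted over the list alone.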

Note that only 5 germline *l(3)mbt* signature genes are upregulated in *NΔecd* allograft tumours (D-E). Venn diagrams comparing N-T0 and T3 upregulated (D) and downregulated (E) genes with NSC and neuron enriched gene sets [21]. Note that *NΔecd* allograft tumours substantially differ from wt NSCs; only a small proportion (T0:17%, T3:19%) of upregulated genes in *NΔecd* tumours overlapped with NSC enriched genes. In contrast, there is a strong overlap (T0: 54%, T3: 49%) between downregulated genes in *NΔecd* allograft tumours and neuron enriched genes, confirming that the former lose neuronal identity.

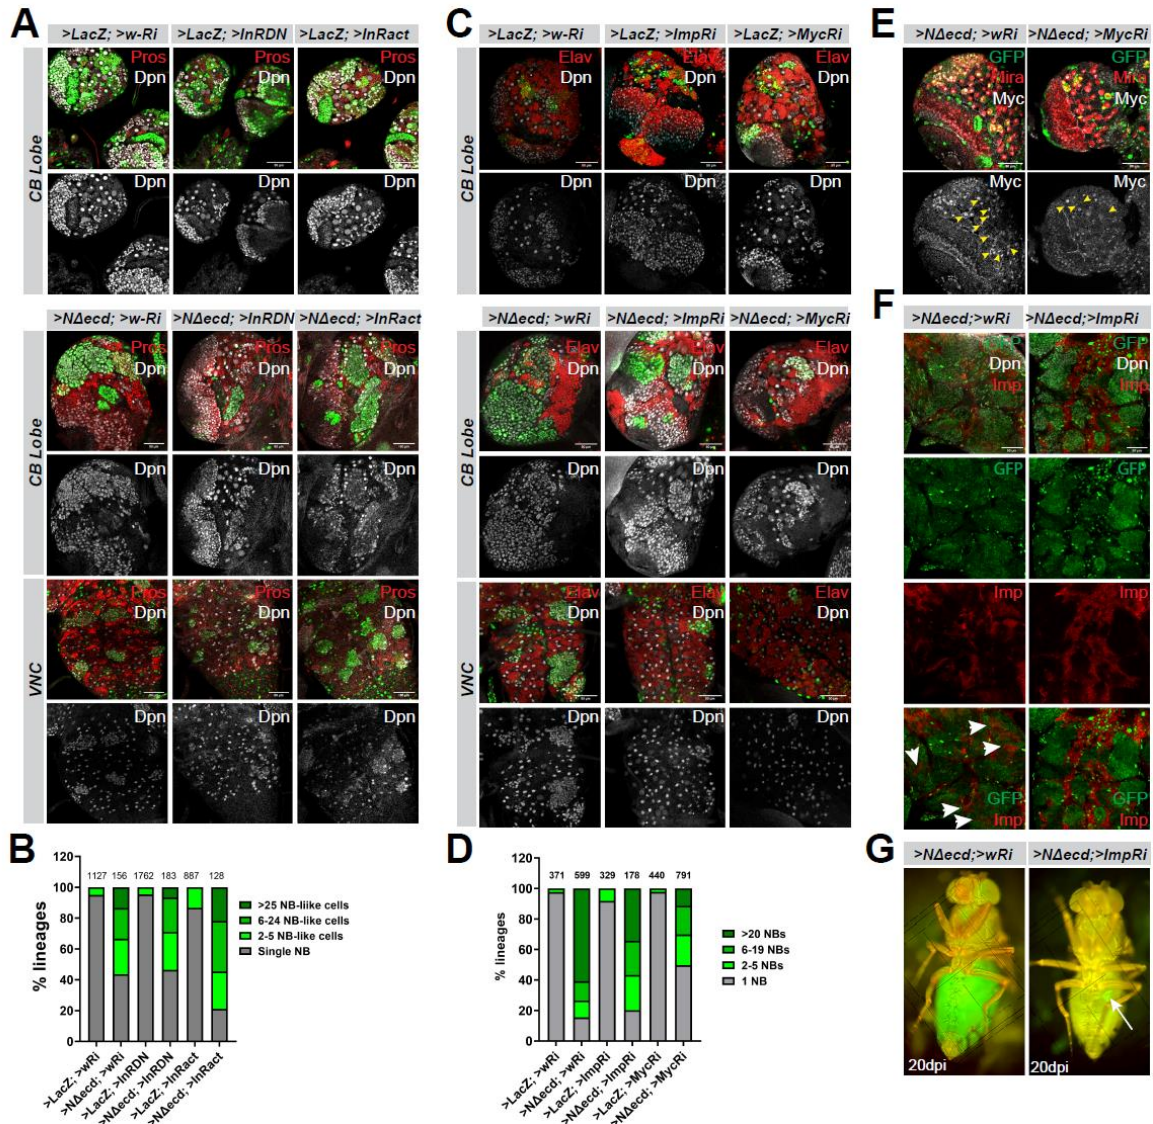

**Figure S4. Altering InR signaling or downregulating Imp or Myc affects  $NΔecd$ -induced hyperplasia in the larval CNS.**

(A) Confocal images of larval brain lobes and VNCs carrying 4 days old *act-F/O* clones of the indicated genotypes [control:  $>lacZ; >w-RNAi$  or  $>lacZ; >InR^{DN}(UAS-InR^{K1409A})$  or  $>lacZ; >InR^{act}(UAS-InR^{A1325D})$  and hyperplastic:  $>NΔecd; >w-RNAi$  or  $>NΔecd; >InR^{DN}$  or  $>NΔecd; >InR^{act}$ ] stained for Dpn (grey) and the GMC/early neuronal marker Pros (red). Scale bar 50μm. Note that hyperplastic GFP-positive lineages in  $>NΔecd; >InR^{DN}$  are smaller in size and contain fewer Dpn-positive cells than  $>NΔecd; >w-RNAi$ . (B) Diagram depicting the frequency of NB

lineages with one (single NB) or multiple Dpn-positive cells (2-5, 6-24, >25 Dpn-positive NB-like cells) for the indicated genotypes. The total number of clones scored per genotype from 3 biologically independent experiments is shown above each bar. Type II lineages, that are highly proliferative [2], [24]–[26], were excluded from this analysis. **(C)** Confocal images of larval brain lobes and VNCs with GFP-marked (green) 4 day old *act-F/O* clones of the indicated genotypes stained for Dpn (grey) and the neuronal marker Elav (red). Scale bar 50µm. Note that *>NΔecd*; *>Imp-RNAi* and *NΔecd*; *>Myc-RNAi* lineages are smaller in size and contain fewer Dpn-positive cells than *>NΔecd*; *>w-RNAi* (control). **(D)** Diagram depicting the frequency of NB lineages with one or multiple NBs (2-5, 6-19, >20 Dpn-positive NB-like cells) for the indicated genotypes. The total number of clones scored per genotype from 3 biologically independent experiments is shown above each bar. Type II lineages, that are highly proliferative, were excluded from this analysis. Note that wt lineages occasionally contain two Dpn-positive cells, as early GMCs have not downregulated Dpn yet [27]. We did not observe any NB loss upon the *Myc RNAi* with the *actF/O* driver, however we did notice that the NBs often became smaller, in agreement with [28]. **(E-F)** Confocal images of larval brain lobes **(E)** and VNCs **(F)** with GFP-marked (green) 4 day old *act-F/O* clones of the indicated genotypes stained for Myc (grey; E) and Mira (red; E) or Dpn (grey; F) and Imp (red; F). Yellow arrowheads point to *>NΔecd*; *>w-RNAi* or *NΔecd*; *>Myc-RNAi* clones, where Myc is silenced in the latter. White arrows in **(F)** point to *>NΔecd*; *>w-RNAi* clones with some Imp+ve cancer NSCs. Note that Imp is completely abolished from all *>NΔecd*; *>Imp-RNAi* clones. Scale bar 50µm **(G)** Host flies carrying *>NΔecd*; *>w-RNAi* and *>NΔecd*; *>Imp-RNAi* allografts at 20 days post injection (dpi). Whereas the control tumour has colonized the entire host (left), only a small fragment of surviving Imp-RNAi tumour is seen (arrow).

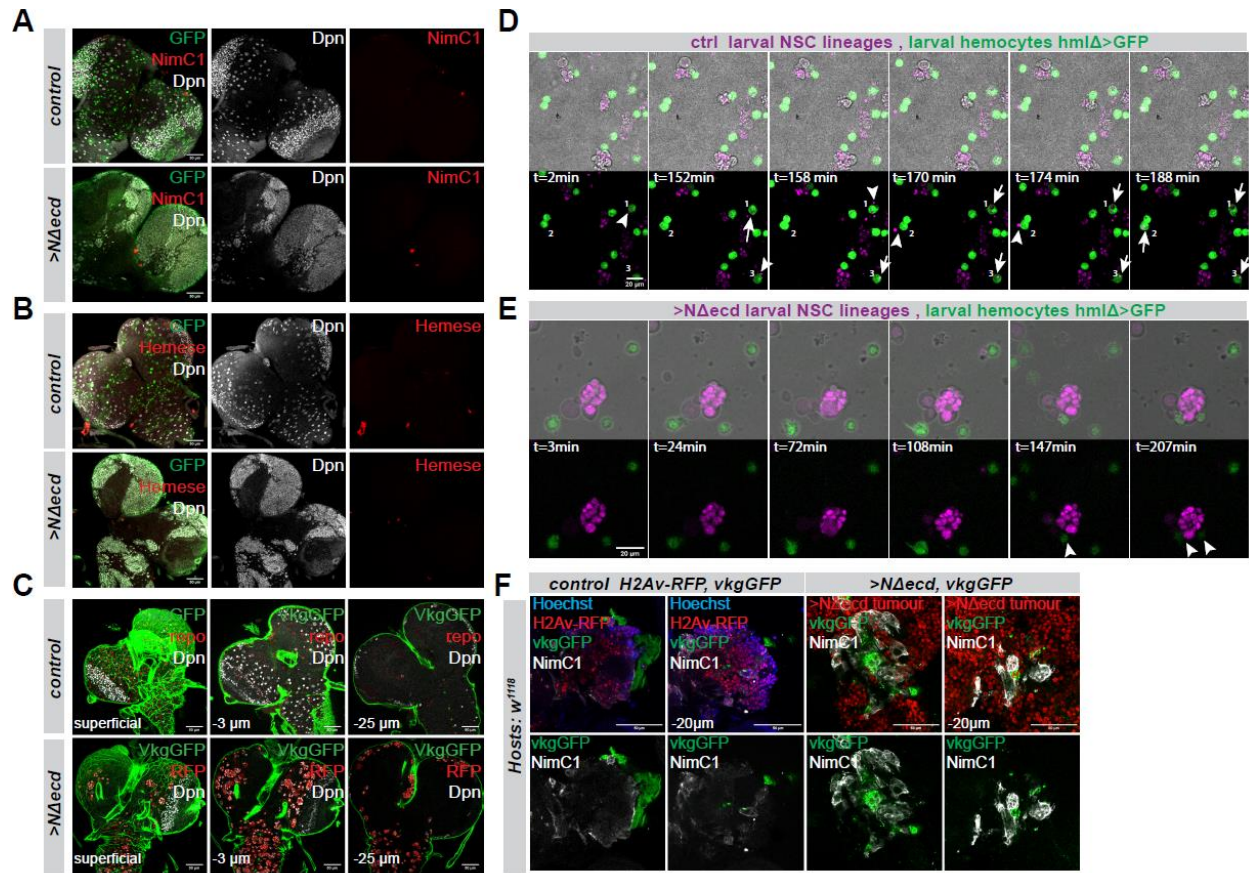

**Figure S5: Larval haemocytes are not attracted by primary *NΔecd* tumours in intact larval CNSs but are attracted to dissociated neuroblast lineages.**

(A-B) Confocal images of larval brain lobes with *act-F/O* > *lacZ* (control) or >*NΔecd* stained for Dpn (grey) and two haemocyte markers, NimC1 (A) or Hemese (B). Note that few to no haemocytes are attached to the CNS of either genotype. Scale bar 50μm. (C) Confocal images of control and *grh<sup>ts</sup>* > *NΔecd*+*RedStinger* hyperplastic larval brain lobes. Dpn (grey) stains NSC-like cells and RFP labels *grh*-expressing cells. vkg-GFP marks the basement membrane, which is not disrupted by the *NΔecd* induced hyperplasia. Repo marks glial cell nuclei. Scale bar 50μm. (D, E) Time points from a time-lapse movie of wt (ubiquitous *H2Av-RFP*) (D) or *grh<sup>ts</sup>* > *NΔecd*+*RedStinger* (E) NB lineages from dissociated larval CNS (magenta) co-cultured ex vivo with larval haemocytes marked by *hmlΔ*>*GFP* (green). Top: fluorescent image superimposed on

brightfield. Arrowheads point to brain cells contacting haemocytes while arrows point to engulfment events. Haemocytes can capture and phagocytose both wt and tumourous NB lineages when the glial blood brain barrier is absent. Scale bar 20µm. **(F)** Confocal images of vkg-GFP marked wt (ubiquitous *H2Av-RFP*) or *grh<sup>ts</sup> > NΔecd+RedStinger* explanted brain tissue a few days post transplantation into *w<sup>1118</sup>* hosts stained for NimC1(grey). Note that in both cases the basement membrane is shed and multiple haemocytes attach throughout the explants.

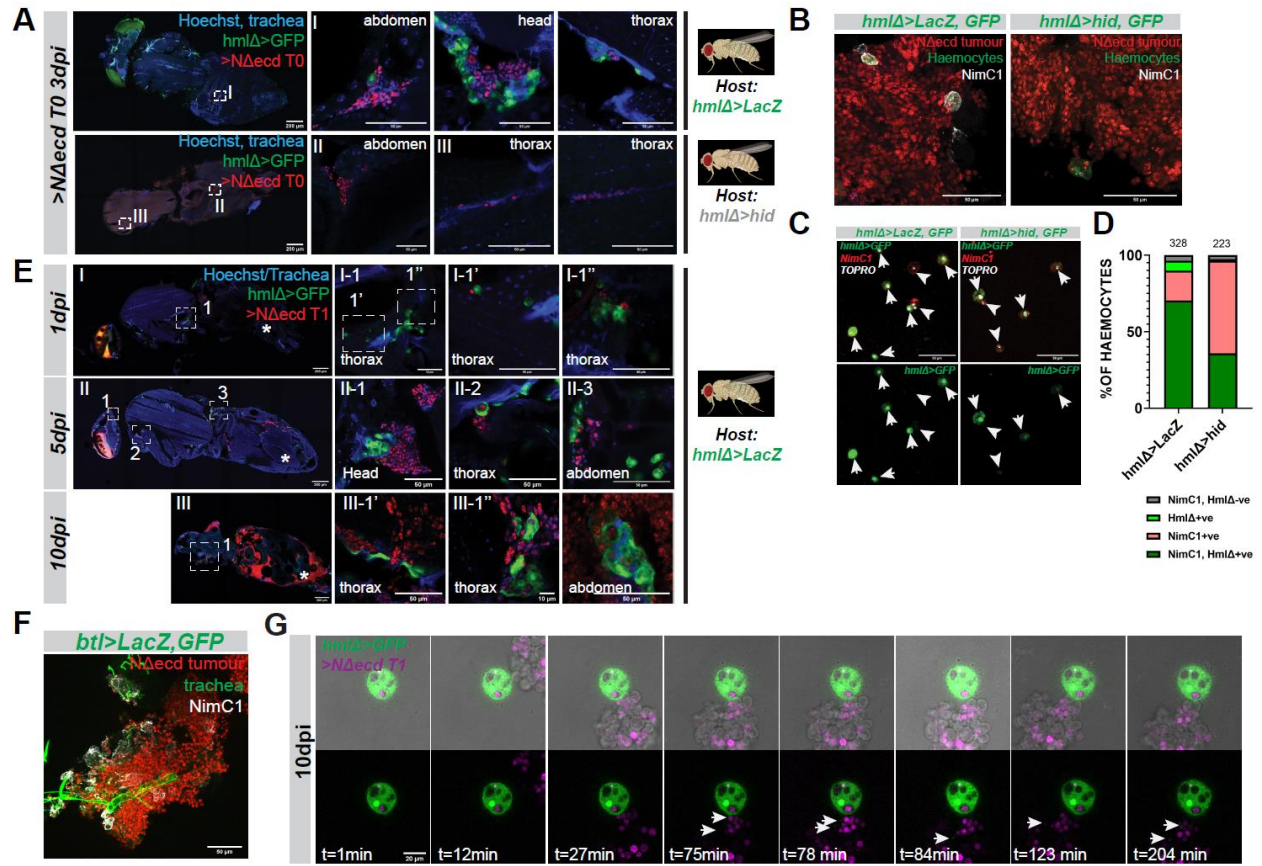

**Figure S6: Adult haemocytes associate with tumour and tracheae in whole fly sections and extend protrusions to attach to tumour**

(A) Confocal images of cryosections from whole adult fly hosts, *hmlΔ>GFP+ lacZ* vs *hmlΔ>GFP+ hid*, transplanted with *grh<sup>ts</sup> >NΔecd+RedStinger* brain lobes (red) 3 days post transplantation. Note the near complete absence of haemocytes (green) from *hmlΔ>GFP+ hid* hosts. Hoechst stains nuclei. Trachea tubes and airsacs are autofluorescent upon 405nm laser excitation (blue). Panels marked I-III are enlargements of the boxed regions in the whole-fly images. The remaining enlargements come from different fly sections. (B) Confocal images of *grh<sup>ts</sup> >NΔecd+RedStinger* T0 explants grown in *hmlΔ>GFP+ lacZ* or *hmlΔ>GFP+ hid* hosts. Tumour pieces are stained with the haemocyte marker NimC1 (white). Very few haemocytes remain on the *NΔecd* allograft extracted from *hmlΔ>GFP, hid* hosts. (C) Confocal images of haemocytes upon bleeding of

*hmlΔ>GFP+ lacZ* or *hmlΔ>GFP +hid* adult flies 6 days after eclosion. NimC1 (red) stains haemocytes and TOPRO stains nuclei. Arrows: *hmlΔ>GFP* positive haemocytes, arrowheads: NimC1+ haemocytes with reduced or no expression of *hmlΔ>GFP*. There is a great reduction in GFP-positive cells upon *hid* expression, and almost all remaining haemocytes are NimC1-positive.

**(D)** Graph depicting the proportions of various haemocyte subpopulations present upon bleeding from adult *hmlΔ>lacZ+GFP* control (15 flies) and *hmlΔ>hid+GFP* (30 flies) flies. 328 cells were recovered and stained for NimC1 from the former and 223 cells from the latter. Note that after *hmlΔ>hid* treatment, the GFP-positive (Hml-positive) population drops from 70% to 35%, as expected because of the ablation. The NimC1-positive population increases from 90% to 96%. The proportion of each subpopulation is calculated by dividing over total cells recovered (TOPRO).

**(E)** A time course of whole adult cryosections from *hml>GFP +lacZ* hosts bearing *NΔecd* allograft tumours (red; T1 stage) at 1, 5 and 10 days' post injection (dpi) of 500 T0 cells. Hoechst marks nuclei and trachea autofluorescence. Note that tumour cells are often found in close proximity to haemocytes and tracheae and that haemocytes often carry vacuoles with tumour cell material. Scale bar 200 μm and 50 μm in closeups. Closeup panels correspond to the boxed sections of the wide view, as marked. III-1' and III-1'' are the same region at two different focal planes. The unmarked closeup comes from a different fly section.

**(F)** Confocal image of a *grh<sup>ts</sup>>NΔecd+RedStinger* T0 explant grown in a *btl>GFP* host, which marks all tracheae. Note NimC1-positive haemocytes (grey) associating with tracheal tubes within the tumour fragment. Scale bar 50μm.

**(G)** Stills from a timelapse movie of *grh<sup>ts</sup>>NΔecd* allograft tumour cells (magenta) raised in *hml>GFP+ lacZ* host (green haemocytes) for 10 days prior to explanting and imaging at the T1 stage. Top: fluorescent image superimposed on brightfield. Note the halo of GFP-positive haemocyte filopodia which extend around the haemocyte. A big tumour clump is trapped when it

gets close to the haemocyte at  $t=12\text{min}$ . Haemocyte filopodia remain attached to the tumour clump after capture (arrows). Arrows indicate GFP-positive filopodia. Scale bar  $20\mu\text{m}$ .

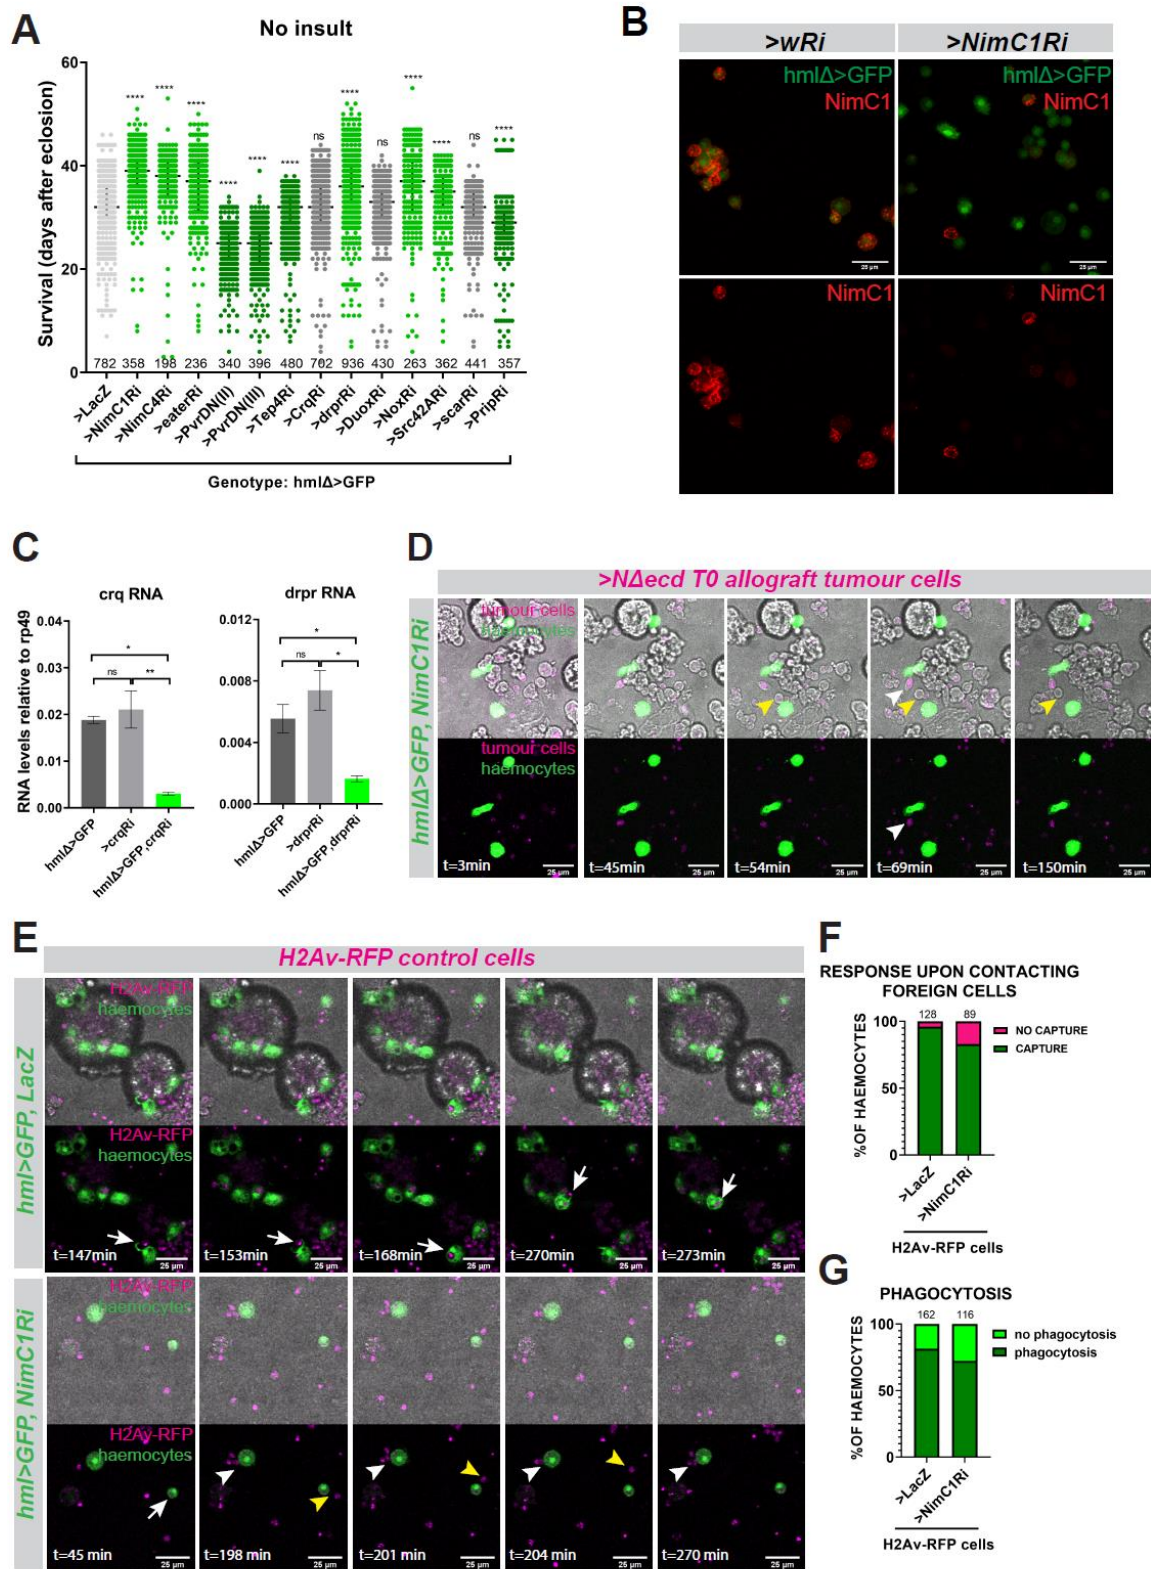

**Figure S7: Effect of NimC1 and other phagocytic receptors knockdown on lifespan and tumour capture.**

(A) Scatter plot that depicts the lifespan of unchallenged hosts of the indicated genotypes (*hmlΔ*>*RNAi* for the genes tested in the screen, see fig.6). Middle black lines: median values; lower and upper black lines: first to third interquartile ranges; \*\*\*\**P*<sub>adj</sub><0.0001, ns: not significant (ordinary one-way ANOVA, Dunnett's multiple comparisons test). n= indicates the total sample size from all 3 independent biological experiments. Note that knockdown of many genes in haemocytes, including phagocytic receptors *NimC1*, *eater* and *NimC4*, has a positive effect on lifespan (light green box plots). Genes whose knockdown resulted in lifespan reduction are marked with dark green box plots. Genes that showed no effect are marked in grey. Flies were kept at 29°C. (B) Efficiency of NimC1 knockdown. Larval L3 haemocytes of the indicated genotypes were isolated and stained for NimC1. The majority of *hml*-positive haemocytes has lost NimC1 upon RNAi. Scale bar 25 μm. (C) Fold change in RNA levels of *crq* and *drpr* in larval haemocytes bled from 10 larvae of the indicated genotypes: *hmlΔ*>*GFP*, >*crq*-*RNAi* only, *hmlΔ*>*GFP*, *crq*-*RNAi* (left) and *hmlΔ*>*GFP*, >*drpr*-*RNAi* only, *hmlΔ*>*GFP*, *drpr*-*RNAi* (right). (D) NimC1 compromised adult haemocytes cannot efficiently capture *grh<sup>ts</sup>*>*NΔecd* tumour cells. Time points from a timelapse movie of *grh<sup>ts</sup>*>*NΔecd* allograft tumour cells (magenta) interacting with *hmlΔ*>*GFP*+*NimC1*-*RNAi* haemocytes (green). Two tumour cells are highlighted by arrowheads. One (white arrowhead) is captured by a haemocyte at t= 69 min. The other (yellow arrowhead) makes an initial contact with another haemocyte at t= 54 min, but subsequently bounces away, indicating unsuccessful entrapment. The large non-fluorescent cells seen in these images are probably fat-body cells co-isolated with the tumour. Scale bar 25 μm. (E) Stills from timelapse movies of control (H2Av-RFP) brain cells (magenta) co-cultured with naïve isolated adult

haemocytes (green) from *hmlΔ>GFP+lacZ* (control) and *hmlΔ>GFP+NimCI-RNAi* flies. White arrows indicate control cells being engulfed by haemocytes, white arrowheads point to trapped cells but not phagocytosed whereas yellow arrowheads point to instances of approaching control cells with no capture by haemocytes. Scale bar 25μm. **(F-G)** Diagram depicting the proportion of haemocytes that capture control cells upon contact **(F)** or that contain cells or cellular debris in their phagosomes after 4 hours of coculture **(G)**. The number of total contact events scored is shown above each bar.

# Materials

## Dataset Legends

**Dataset S1: Transcriptome analysis of allograft T0 vs primary (FACS) NΔecd tumours, T3 vs primary (FACS) and T3 vs T0.** RNA-seq Differential Analysis complete output by DESeq2 analysis. NA values indicate that for the specific gene, either all samples have zero counts or a single sample contains an extreme count outlier, as described in DESeq2 R package.

**Dataset S2: Metascape analysis of differentially expressed gene lists from allografted NΔecd tumours compared to the primary (FACS) NΔecd tumour.** Input genes were filtered for  $|\log_2FC| \geq 0.5$ ,  $p_{adj} \leq 0.05$ , base mean  $\geq 30$ .

**Dataset S3: Transcriptome analysis of NΔecd vs DM primary (FACS) tumours, NΔecd vs DM T0 tumours and NΔecd vs DM T3 tumours.** RNA-seq Differential Analysis complete

output by DESeq2 analysis. NA values indicate that for the specific gene, either all samples have zero counts or a single sample contains an extreme count outlier, as described in DESeq2 R package.

**Dataset S4: Metascape analysis of DEG lists from allografted or primary *NΔecd* tumours compared to DM tumours of the same stage.** Input genes were filtered for  $|\log_2FC| \geq 0.5$ ,  $p_{adj} \leq 0.05$ , base mean  $\geq 30$ .

## Movie Legends

**Movie S1:** *grh<sup>ts</sup>*>*NΔecd* tumour cells (magenta) raised in an *hml*>*GFP*+*lacZ* host (green haemocytes) for 10 days prior to explanting and imaging live. Timelapses were captured every 2min for a duration of circa 4 hours. Top: fluorescent image superimposed on brightfield to visualize cell morphology. Scale bar 20μm. Movie is related to Fig.5E.

**Movie S2:** *grh<sup>ts</sup>*>*NΔecd* allograft tumour cells (magenta) co-cultured with naïve isolated adult haemocytes (green) from *hml*>*GFP*+*lacZ* (control). Timelapses were captured every 3min for a duration of circa 4-6 hours. Top: fluorescent image superimposed on brightfield to visualize cell morphology. Note the highly motile filopodia emanating from the haemocytes. Scale bar 25μm. Movie is related to Fig.7A.

**Movie S3:** *grh<sup>ts</sup>*>*NΔecd* allograft tumour cells (magenta) co-cultured with naïve isolated adult haemocytes (green) from *hml*>*GFP*+*NimCI-RNAi*. Timelapses were captured every 3min for a duration of circa 4-6 hours. Top: fluorescent image superimposed on brightfield to visualize cell morphology. Scale bar 25μm. Movie is related to Fig.7B.

## References

- [1] S. Fuerstenberg and E. Giniger, “Multiple roles for Notch in *Drosophila* myogenesis,” *Dev Biol*, 1998, doi: 10.1006/dbio.1998.8944.
- [2] E. Zacharioudaki, B. E. Housden, G. Garinis, R. Stojnic, C. Delidakis, and S. Bray, “Genes implicated in stem-cell identity and temporal-program are directly targeted by Notch in neuroblast tumours,” *Development*, Jan. 2015, doi: 10.1242/dev.126326.
- [3] A. GOTO *et al.*, “A *Drosophila* haemocyte-specific protein, hemolectin, similar to human von Willebrand factor,” *Biochemical Journal*, vol. 359, no. 1, p. 99, Oct. 2001, doi: 10.1042/0264-6021:3590099.
- [4] F. Rossi and C. Gonzalez, “Studying tumor growth in *Drosophila* using the tissue allograft method,” *Nat Protoc*, vol. 10, no. 10, pp. 1525–1534, Oct. 2015, doi: 10.1038/nprot.2015.096.
- [5] C. Voutyraki *et al.*, “Repression of differentiation genes by Hes transcription factors fuels neural tumour growth in *Drosophila*,” *Int J Dev Biol*, vol. 66, no. 1-2–3, pp. 211–222, 2022, doi: 10.1387/ijdb.210187cd.

- [6] S. S. Magadi *et al.*, “Dissecting Hes-centred transcriptional networks in neural stem cell maintenance and tumorigenesis in *Drosophila*,” *Development*, vol. 147, no. 22, Nov. 2020, doi: 10.1242/dev.191544.
- [7] S. Gong *et al.*, “Tumor Allotransplantation in *Drosophila melanogaster*; with a Programmable Auto-Nanoliter Injector,” *Journal of Visualized Experiments*, no. 168, Feb. 2021, doi: 10.3791/62229.
- [8] P. Sanchez Bosch *et al.*, “Adult *Drosophila* Lack Hematopoiesis but Rely on a Blood Cell Reservoir at the Respiratory Epithelia to Relay Infection Signals to Surrounding Tissues,” *Dev Cell*, vol. 51, no. 6, pp. 787-803.e5, Dec. 2019, doi: 10.1016/j.devcel.2019.10.017.
- [9] A. Daskalaki *et al.*, “Distinct intracellular motifs of Delta mediate its ubiquitylation and activation by Mindbomb1 and Neuralized,” *Journal of Cell Biology*, vol. 195, no. 6, pp. 1017–1031, Dec. 2011, doi: 10.1083/jcb.201105166.
- [10] C. J. Evans, T. Liu, and U. Banerjee, “*Drosophila* hematopoiesis: Markers and methods for molecular genetic analysis,” *Methods*, vol. 68, no. 1, pp. 242–251, Jun. 2014, doi: 10.1016/j.ymeth.2014.02.038.
- [11] J. Adams, A. Casali, and K. Campbell, “Sensitive high-throughput assays for tumour burden reveal the response of a *drosophila melanogaster* model of colorectal cancer to standard chemotherapies,” *Int J Mol Sci*, vol. 22, no. 10, 2021, doi: 10.3390/ijms22105101.
- [12] M. Markstein, S. Dettorre, J. Cho, R. A. Neumüller, S. Craig-Müller, and N. Perrimon, “Systematic screen of chemotherapeutics in *Drosophila* stem cell tumors,” *Proc Natl Acad Sci U S A*, vol. 111, no. 12, 2014, doi: 10.1073/pnas.1401160111.
- [13] H. Harzer, C. Berger, R. Conder, G. Schmauss, and J. A. Knoblich, “FACS purification of *Drosophila* larval neuroblasts for next-generation sequencing,” *Nat Protoc*, vol. 8, no. 6, pp. 1088–1099, Jun. 2013, doi: 10.1038/nprot.2013.062.
- [14] S. Andrews, “FASTQC. A quality control tool for high throughput sequence data,” 2010.
- [15] A. Dobin *et al.*, “STAR: ultrafast universal RNA-seq aligner,” *Bioinformatics*, vol. 29, no. 1, pp. 15–21, Jan. 2013, doi: 10.1093/bioinformatics/bts635.
- [16] Y. Liao, G. K. Smyth, and W. Shi, “featureCounts: an efficient general purpose program for assigning sequence reads to genomic features,” *Bioinformatics*, vol. 30, no. 7, pp. 923–930, Apr. 2014, doi: 10.1093/bioinformatics/btt656.
- [17] R Core Team, “R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria <https://www.R-project.org/>,” 2020.
- [18] M. I. Love, W. Huber, and S. Anders, “Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2,” *Genome Biol*, vol. 15, no. 12, p. 550, Dec. 2014, doi: 10.1186/s13059-014-0550-8.
- [19] Y. Zhou *et al.*, “Metascape provides a biologist-oriented resource for the analysis of systems-level datasets,” *Nat Commun*, vol. 10, no. 1, p. 1523, Dec. 2019, doi: 10.1038/s41467-019-09234-6.
- [20] A. Janic, L. Mendizabal, S. Llamazares, D. Rossell, and C. Gonzalez, “Ectopic expression of germline genes drives malignant brain tumor growth in *Drosophila*,” *Science (1979)*, vol. 330, no. 6012, 2010, doi: 10.1126/science.1195481.
- [21] C. Berger *et al.*, “FACS Purification and Transcriptome Analysis of *Drosophila* Neural Stem Cells Reveals a Role for Klumpfuss in Self-Renewal,” *Cell Rep*, 2012, doi: 10.1016/j.celrep.2012.07.008.

- [22] D. Ershov *et al.*, “Bringing TrackMate into the era of machine-learning and deep-learning,” *bioRxiv*, p. 2021.09.03.458852, Jan. 2021, doi: 10.1101/2021.09.03.458852.
- [23] U. Schmidt, M. Weigert, C. Broaddus, and G. Myers, “Cell Detection with Star-Convex Polygons,” 2018, pp. 265–273. doi: 10.1007/978-3-030-00934-2\_30.
- [24] J. Q. Boone and C. Q. Doe, “Identification of *Drosophila* type II neuroblast lineages containing transit amplifying ganglion mother cells,” *Dev Neurobiol*, 2008, doi: 10.1002/dneu.20648.
- [25] S. K. Bowman, V. Rolland, J. Betschinger, K. A. Kinsey, G. Emery, and J. A. Knoblich, “The Tumor Suppressors Brat and Numb Regulate Transit-Amplifying Neuroblast Lineages in *Drosophila*,” *Dev Cell*, vol. 14, no. 4, pp. 535–546, Apr. 2008, doi: 10.1016/j.devcel.2008.03.004.
- [26] B. C. Bello, N. Izergina, E. Caussinus, and H. Reichert, “Amplification of neural stem cell proliferation by intermediate progenitor cells in *Drosophila* brain development,” *Neural Dev*, vol. 3, no. 1, p. 5, 2008, doi: 10.1186/1749-8104-3-5.
- [27] G. S. Marques, J. Teles-Reis, N. Konstantinides, P. H. Brito, and C. C. F. Homem, “Fate transitions in *Drosophila* neural lineages: a single cell road map to mature neurons,” *bioRxiv*, 2021, doi: 10.1101/2021.06.22.449317.
- [28] K. Rust, M. D. Tiwari, V. K. Mishra, F. Grawe, and A. Wodarz, “Myc and the Tip60 chromatin remodeling complex control neuroblast maintenance and polarity in *Drosophila*,” *EMBO J*, vol. 37, no. 16, Aug. 2018, doi: 10.15252/embj.201798659.
- [29] T. Ohshiro, T. Yagami, C. Zhang, and F. Matsuzaki, “Role of cortical tumour-suppressor proteins in asymmetric division of *Drosophila* neuroblast,” *Nature*, vol. 408, no. 6812, pp. 593–6, Nov. 2000, doi: 10.1038/35046087.
- [30] É. Kurucz *et al.*, “Nimrod, a Putative Phagocytosis Receptor with EGF Repeats in *Drosophila* Plasmotocytes,” *Current Biology*, vol. 17, no. 7, pp. 649–654, Apr. 2007, doi: 10.1016/j.cub.2007.02.041.
- [31] E. Kurucz *et al.*, “Hemese, a hemocyte-specific transmembrane protein, affects the cellular immune response in *Drosophila*,” *Proceedings of the National Academy of Sciences*, vol. 100, no. 5, pp. 2622–2627, Mar. 2003, doi: 10.1073/pnas.0436940100.
- [32] L. Horn, J. Leips, and M. Starz-Gaiano, “Phagocytic ability declines with age in adult *Drosophila* hemocytes,” *Aging Cell*, vol. 13, no. 4, pp. 719–728, Aug. 2014, doi: 10.1111/ace.12227.
- [33] S. Chakrabarti and S. S. Visweswariah, “Intramacrophage ROS Primes the Innate Immune System via JAK/STAT and Toll Activation,” *Cell Rep*, vol. 33, no. 6, p. 108368, Nov. 2020, doi: 10.1016/j.celrep.2020.108368.
- [34] A. Gyoergy *et al.*, “Tools Allowing Independent Visualization and Genetic Manipulation of *Drosophila melanogaster* Macrophages and Surrounding Tissues,” *G3 Genes/Genomes/Genetics*, vol. 8, no. 3, pp. 845–857, Mar. 2018, doi: 10.1534/g3.117.300452.
- [35] U. Schmidt, M. Weigert, C. Broaddus, and G. Myers, “Cell Detection with Star-convex Polygons,” Jun. 2018, doi: 10.1007/978-3-030-00934-2\_30.

How the deposited data were processed for this re-analysis (not part of the article)

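RNA was sequenced by the authors from 9 libraries, 3 each of sorted primary *NΔecd* tumour cells (N-FACS), first-stage allograft masses (N-T0) and fourth-stage allograft masses (N-T3). Only the authors' 3 pairwise comparison tables were used here. They hold no values per library, so the depth of each library is unknown, and the authors' standard errors give the precision of each value.

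The authors aligned the reads with STAR 2.7.5 to BDGP6.32, counted them per gene with featureCounts 2.0.1 and made the comparisons with DESeq2 1.30.1. Each deposited table gives per feature the base mean, a score formed as the mean of the counts after division by the authors' size factors. It also gives the log2 fold change and its standard error, both on the log2 scale of the authors' model, and a Wald statistic, which is a score without a fixed range in the deposited tables. The authors' p-value comes from their Wald test, and the deposited adjusted p-value from their Benjamini-Hochberg adjustment with independent filtering. Whole lines are quoted a second time in 2 of the 3 tables, which were read in 2 passes. The authors' tables give no p-value, which by the paper marks an extreme count in a single sample, for 9, 1 and 8 features at a base mean above 0, and these entered no count of calls.

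The following was computed here with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The mean of each group was solved from the base mean and the log2 fold change, with 3 libraries in each group. The 95% limits used the normal distribution. A Wald test of a log2 fold change above 0.5 in size was computed from the estimate and its standard error, with Benjamini-Hochberg adjustment over the features that have an adjusted p-value of the authors. The variance of each group was solved from the standard errors of the 3 comparisons, and its median was used to describe the groups. For the correlation and the overlap of the comparisons that share N-FACS, 100 pairs of unchanged groups were simulated from these variances.

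Gene lists were described by the median log2 fold change of their members with a base mean of at least 10, against 10000 random lists of the same size matched over 20 bins of base mean. Some genes, such as *ase* and *kay*, belong to more than 1 list. There were 27 lists: neuron, glia, early neuronal and differentiation factors, neural stem cell, early temporal, late temporal, Notch targets, plasmatocyte, crystal cell, lamellocyte, adult fat body, adult gut, ovary and eggshell, muscle, trachea, antimicrobial peptides, male dosage compensation, dissociation response, JNK targets, JNK core, JAK/STAT ligands, JAK/STAT targets and receptor, glutathione S-transferases, autophagy, ribosome biogenesis, insulin pathway and the germline *l(3)mbt* signature. A list needed 3 genes with enough counts, which the male dosage compensation and JAK/STAT ligand lists lacked, as did the adult gut list in T3 against FACS. The paper names the germline signature genes, *Imp*, *Myc* and several members of other lists from these libraries, so that the lists are not all independent of them.

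Of 317 gene symbols, 311 were matched, by the symbol in the tables, by the current symbol or by a synonym. *Fbp1*, *Lsp2*, *Npc1b*, *Vm26Ab*, *fln* and *grnd* were not used here. Coordinates come from the Ensembl release 115 annotation of BDGP6.54, by gene identifier, and are not those of the authors' build. Features without a symbol were all transposable element insertions in that annotation. Genes named in the text are those the paper names in its text or figures for these libraries, the members of the lists, and in each comparison and direction the 5 genes with the smallest p-value of the authors among those called with a base mean of at least 30. The features without a p-value that are named were chosen after their values were seen.

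The call, the lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were a base mean of at least 30, a log2 fold change of at least 1, an adjusted p of at most 0.01, the Wald test, an adjustment over every feature with a p-value, other limits for genes turned on de novo, other base means for the correlation, Spearman's coefficient, the median Wald statistic, and log2 fold changes centred on the median. The restriction to features with a gene symbol, with and without a base mean of at least 30, and the floor of 3 normalized counts for list medians were chosen after seeing the data. Tests on counts per library, the omission of single replicates, a replicate block and other splits of the libraries need values per library and were not run.

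The statistics were tested on simulated data built on the standard errors of 8085 features. With 200 changed features, the Wald test recovered 89% of them when the others were at 0, and 84.5%, with 7 false calls, when the others lay at the limit. Of the changed features with a standard error of at most 0.3, 100% were recovered in both settings. A list of 16 genes shifted by 1 on the log2 scale came out at percentile 99.95 of random lists, and 5% of 200 unshifted lists lay outside the range from 2.5 to 97.5. GO term enrichments and the overlaps with gene sets of other studies were not analysed here.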

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

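The tests of the temporal genes and of *InR* and *Myc* except the correlation with transcript length, the tests of the host tissue lists, and the test of ovary RNA by single insertions were chosen only after the result was seen, whereas the other tests of the transposable elements were chosen before. The values are the authors' deposited log2 fold changes, and the tests were computed from them. No values per library were used, so no library was identified in any of these patterns.

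Transposable element insertions, which the paper does not discuss, were called higher than in N-FACS for 149 insertions in N-T0 and 189 in N-T3, against 31 and 37 called lower. Their median log2 fold change was 1.02 in T0 and 0.80 in T3, whereas random lists matched on base mean had an upper end of their 95% range at 0.23 and 0.07. All 30 *copia* insertions with enough counts were called higher at both stages, with medians of 2.80 and 2.62, and without *copia* the medians were 0.92 and 0.67. Copies of an element are near identical, so the counting could split or drop their reads and the value of any single insertion is uncertain. Reads of the gene that holds the insertion are not ruled out as the cause. Across insertions inside a gene, the Spearman correlation of the insertion with its gene was 0.182 in T0 and 0.344 in T3. The upper 95% limit in T3, 0.486, lay only just under the value of 0.5 set for such a cause. The correlation was not near 0 either. That value was assumed, and the correlation that such reads would give at low counts was not measured, so the test does not decide. A part of the pattern, or more, may come from these reads. Ovary RNA of the hosts is argued against as the whole cause, since it would fall with the ovary and eggshell list from T0 to T3. Of the 180 insertions called higher than in N-FACS at either stage that have a base mean of at least 10 in T3 against T0, 153 had a lower 95% limit above the median of that list. The median of all insertions was -0.0207, over members that went both ways. The number of insertions in the genomes of tumour and hosts, the sorting of the N-FACS cells and a change in the tumour cells themselves stay open and were not tested.

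*Imp* (1.97), *chinmo* (1.43), *lin-28* (0.92), *Syp* (1.41), *Myc* (1.57) and *InR* (1.46) differed between the allograft stages by the direct comparison of T3 with T0, all with higher values in N-T3. With the other late temporal genes, these 9 genes had a median of 1.41, all above 0. Loss of long transcripts in the N-T0 libraries is argued against as the whole cause, although the 9 genes have a median transcript of 6054 bases against 1922 for all genes. The shortest of them, *lin-28*, has 1152 bases. Over all genes, the Spearman correlation of transcript length with the log2 fold change was 0.0815. The other 424 genes at least as long as that median, with a base mean no lower than those of the 9, had a median of 0.15 (95% limits 0.12 and 0.17), so length may account for a small part. A single N-T0 library without these transcripts could lower the mean by at most 0.585 on the log2 scale, against a median of 1.41. The lower 95% limit lay above that bound for 6 of the 9 genes. These are the 6 genes called higher, and a call itself favours a high lower limit. The limits therefore do not decide about such a library. The limits were close to the bound for *lin-28* (0.590), *chinmo* (0.634), *Syp* (0.649) and *InR* (0.657), and 3 genes had limits under it. The bootstrap SD of the median, 0.156, does not decide, since the 9 genes share libraries and were chosen for the pattern. Fewer tumour cells in the N-T0 masses, which would raise all tumour transcripts alike in N-T3, are argued against as the whole cause. For 12 of the 12 neural stem cell genes the upper 95% limit in T3 against T0 lay under 1.41, with a range from -0.44 to 1.12. The highest was that of *wor* (0.62), while *ase* (-1.10) and *stg* were lower in N-T3. What remains open is a difference between the tumour cells of the 2 stages, a single low N-T0 library and the different days of dissection. The larger spread between the N-T0 libraries for single genes stays open as well. The authors' values cannot separate any of these.

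Several genes of patterning and differentiation, with *Msr-110* and the cell cycle gene *stg*, were lower in N-T3 than in N-T0. The values were *toy* (-5.50), *wg* (-6.31), *mab-21* (-4.89), *Notum* (-3.97), *bi* (-3.56), *grn* (-3.55), *nerfin-1* (-2.44), *Msr-110* (-2.23), *cas* (-1.35) and *stg* (-0.70). For *wg* and *mab-21*, whose N-T3 means lie under 3 normalized counts, the changes are at or below -5.10 and -4.62 when taken against that floor. No explanation was tested for these genes, neither a technical one nor the stage itself.

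Genes of the fat body and hemocyte lists were lower in N-T3 than in N-T0 as well, and so were *LysP*, *Ag5r*, *lcs* and *Prip*, whose tissue was not examined here. The values were *LysP* (-4.01), *Ag5r* (-3.07), *NLaz* (-2.59), *lcs* (-2.50), *Yp3* (-2.41), *PPO1* (-1.67), *TotA* (-1.63), *Prip* (-1.62), *Sr-CI* (-1.33), *Apoltp* (-1.26) and *apolpp* (-1.17). The adult fat body list had a median of -1.63, the ovary and eggshell list -1.67, and the adult gut list -3.56, or -3.45 with group means under 3 set to 3. One overall share of host cells is argued against, because the gut list fell further than the plasmatocyte list by a difference of -2.84, where the lower 2.5 percentile of random lists was -0.74. Host tissue dissected along with the masses is a candidate source that differs between the stages. The paper states that a missing value in these tables marks a gene with no counts at all or with an extreme count in a single sample. In both comparisons with N-T0 the authors' tables give no p-value for *Mal-A1*, *CG6295*, *CG13168*, *RNaseMRP:RNA*, *mt:ATPase6* and *mt:srRNA*, all with counts, and they give one in T3 against FACS. These 6 features, named after their values were seen, thus point to an extreme count in a single N-T0 library each, and all 6 were lower in N-T3 than in N-T0. *dec-1*, also named after its values were seen, lacks a p-value in both comparisons and is not listed in T3 against FACS. *Mal-A1* is the 1 gene among them of the 36 fat body, gut and ovary list genes. Whether a single N-T0 library carries the other list genes cannot be told apart from host tissue in each of them, and the tables do not say whether the 6 extreme counts lie in the same library.

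Pseudogenes of the 28S ribosomal RNA, *28SrRNA-Psi:CR40596* (2.08) and *28SrRNA-Psi:CR45859* (1.64), were higher in N-T3 than in N-T0. The counting could have split their reads between near-identical copies. How much ribosomal RNA was left after the polyA isolation of the libraries was not tested.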

How the results depend on the processing

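Counts of calls depended on the threshold. A log2 fold change of at least 1 gave 1207 genes higher in T0, 1272 higher and 1470 lower in T3 against FACS, and 3191 at either stage. The Wald test against a change of 0.5 gave 907 higher and 1141 lower in T0, 1210 higher and 1441 lower in T3, 2921 at either stage, and 7 higher and 23 lower in T3 against T0, where an adjusted p of at most 0.01 gave 18 and 43. These settings are stricter by construction. The share of calls common to both stages was 67.8% with a base mean of at least 30, 62.0% with an adjusted p of at most 0.01, 60.9% with the Wald test and 67.9% with a gene symbol and a base mean of at least 30, an alternative chosen after seeing the data. The correlation of the comparisons was 0.949 from a base mean of 10, 0.958 from 100 and 0.934 by Spearman's coefficient. Genes turned on de novo numbered 133 with a base mean of at least 30 and 110 with a symbol as well, and germline signature genes called higher 6 in both settings, since these drop genes with low counts. The other counts and shares stayed within 1.5 times, or within the spread, of the main values, 52 of 76 in all.

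In T3 against T0, the share of higher calls was 29.6%, 36.6% with a base mean of at least 30 and 23.0% with a log2 fold change of at least 1. Centring the log2 fold changes did not move it.

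Of 290 alternative values for gene lists, 272 kept their direction and their side of the random range. By the median Wald statistic, the JNK target list in T0 (-1.53) and the glutathione S-transferase list in T0 (1.46) fell inside the range, and the autophagy list in T0 (1.54) moved outside it. With centred log2 fold changes, the neural stem cell list in T3 against T0 changed sign (-0.0036), as did *E(spl)mgamma-HLH* (-0.0124) and *klu* (-0.00807), all near 0. Counting these, 10 list values weakened, 7 strengthened and 1 reversed.

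Among the named genes, 852 of 892 alternative values kept their direction and call, 38 lost the call and 2 changed sign. The rise of *InR* in T3 against T0 was not called by the Wald test (adjusted p = 0.611) or at a limit of 0.01 (adjusted p = 0.0353), and that of *Myc* not by the Wald test (adjusted p = 0.339). The cause of these changes was not tested beyond the stricter limits themselves.

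No paired analysis was possible because the deposited tables hold no values per sample, and the replicate numbers could not be used as a block. For the same reason, leaving out each replicate, another normalization, another filter on counts per library and other splits of the libraries were not run, and it is unknown how far any call rests on a single library. The depth of the libraries is unknown. The larger standard errors of the N-T0 comparisons limit what can be said about genes not called there.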

Differences from the paper's values

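The paper reports 5 germline *l(3)mbt* signature genes as higher in the allografts, and 10 were called here. Host ovary RNA in the unsorted masses was not tested as a source of these calls. Among the alternatives set before the data were examined, a base mean of at least 30 gave 6, which closes the gap to within 1.5 times, whereas a log2 fold change of at least 1 gave 10, an adjusted p of at most 0.01 gave 9, the Wald test gave 9 and the adjustment over every feature gave 10. Of those chosen after seeing the values, features with a gene symbol gave 10, and with a base mean of at least 30 as well they gave 6.

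For a heat map of microarray signals, the paper gives 1165 genes as higher and 1431 as lower in the T3 allograft tumours. In T3 against FACS, 2153 and 2280 were called here. The paper's methods give a log2 fold change of 0.5 and an adjusted p of 0.05 for that figure, and no stricter limit. Its legend does not say whether genes missing from the microarrays were left out, so the cause of the gap stays open. For the higher genes, the alternatives set before the data were examined that came within 1.5 times of the paper's number were a log2 fold change of at least 1, with 1272, and the Wald test, with 1210, whereas a base mean of at least 30 gave 1770, an adjusted p of at most 0.01 gave 1828 and the adjustment over every feature gave 2150. For the lower genes, a base mean of at least 30 gave 1901, a log2 fold change of at least 1 gave 1470, an adjusted p of at most 0.01 gave 2072 and the Wald test gave 1441, all within 1.5 times, and the adjustment over every feature gave 2278, which is not. Of those chosen after seeing the values, a gene symbol with a base mean of at least 30 gave 1685 higher and 1894 lower genes, within 1.5 times, and a gene symbol alone gave 1964 and 2243, which is not.

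The paper's counts for either stage against FACS and for T3 against T0 lay within 1.5 times of those here. With features that have a gene symbol and a base mean of at least 30, a setting chosen after seeing the values, the counts were the paper's own, 3963 calls at either stage and, in T3 against T0, 107 in all with 70 lower and 37 higher.

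The paper states that *InR* is not differentially regulated in T3 against T0, where it was called higher here, with a log2 fold change of 1.46 and an adjusted p of 0.0353. It was not called at an adjusted p of at most 0.01 or by the Wald test against a change of 0.5. *Duox*, which the paper gives as lower in the allografts, was called lower in T3 and not in T0, where the log2 fold change was -1.51 with an adjusted p of 0.055. *egr*, which the paper gives as reduced after allografting, was likewise called lower in T3 and not in T0 (-0.30, adjusted p = 0.66 by the authors' test). The paper states that the *upd* genes are not detected, while the authors' deposited table lists *upd2* at an implied 23.7 normalized counts in FACS and 1.56 in T0. *Hml*, named by the paper among the genes turned on de novo, had an implied 39.1 normalized counts in FACS.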

Other observations

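The tests of the Notch target and dissociation lists, and the noise test of the number of calls, were chosen only after the result was seen. The first test of the number of calls was chosen before.

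More genes were called in T3 than in T0 against FACS, 4422 against 3813 among the 11916 features listed in both tables. A larger spread between the N-T0 libraries is a candidate explanation. With the standard errors of T3 in place of its own, T0 gave 4374 calls, near the 4422 of T3. No spread is known for that shortfall and the substitution lets noisy estimates pass as calls, so it does not decide. The reverse test gave the T3 estimates added noise up to the standard errors of T0. Over 100 draws it gave a median of 4010 calls, with a range from 3950 to 4088, still above the 3813 of T0. The noise test argues against the spread as the whole cause, and the fall from 4422 to 4010 leaves it as a part. It treats the errors of features as independent.

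The Notch target list had a median log2 fold change of -1.56 in T0 and -1.03 in T3 against FACS, with 6 of 9 genes called lower at each stage, over all genes and when adjusted over the list alone. In T3 against T0 its median was 0.04. Fewer tumour cells in the masses, which would lower the neural stem cell genes alike, are argued against as the whole cause. Of the 9 neural stem cell genes outside the Notch list, 8 in T0 and 7 in T3 had a lower 95% limit above the median of the Notch target list. The exceptions were *ase* at both stages and *stg* in T3. The loss of other cell types that express these genes in the primary tumour was not tested.

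*Hr38* (-6.30 in T0, -5.83 in T3) and *sr* (-7.46 and -7.64) were lower in the allografts than in FACS, and the dissociation response list had a median of -0.79 in T0 and -0.69 in T3. Dissociation and sorting of the N-FACS cells cannot be told apart from the stage, since only N-FACS was sorted. The other 11 genes of the list had a median of -0.31 in T0 and -0.40 in T3, at percentiles 13.1 and 8.10 of random lists, with members going both ways.

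Further lists belong to no statement of the paper. The ribosome biogenesis list had a median of -0.59 in T0 and -0.56 in T3, with 9 and 8 of 15 genes called lower, or 10 and 8 when adjusted over the list alone. The ovary and eggshell list had a median of 2.53 in T0 and 0.28 in T3, and the adult gut list 7.24 in T0, or 3.70 with group means under 3 set to 3. The muscle list was at 0.61 and -0.16, and the trachea list at 1.80 and 1.54, all inside the range of 95% of random lists.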
